# PPARG contributes to urothelial integrity in the murine ureter by activating the expression of *Shh* and superficial cell-specific genes

**DOI:** 10.1242/dev.204324

**Published:** 2025-04-17

**Authors:** Carsten Rudat, Philipp Straube, Jan Hegermann, Mark-Oliver Trowe, Hauke Thiesler, Herbert Hildebrandt, Lisa Witt, Andreas Kispert

**Keywords:** Ureter, Urothelium, *Pparg*, Shh, Quiescence, Superficial cell, Differentiation

## Abstract

The urothelium is a stratified epithelium with an important barrier function in the urinary drainage system. The differentiation and maintenance of the three major urothelial cell types (basal, intermediate and superficial cells) is incompletely understood. Here, we show that mice with a conditional deletion of the transcription factor gene peroxisome proliferator activated receptor gamma (*Pparg*) in the ureteric epithelium have a dilated ureter at postnatal stages with a urothelium consisting of a layer of undifferentiated luminal cells and a layer of proliferating basal cells. Molecular analysis of fetal stages revealed that the expression of a large number of genes is not activated in superficial cells and that of a few genes, including *Shh*, is not activated in intermediate and basal cells. Pharmacological activation of SHH signaling in explant cultures of perinatal *Pparg*-deficient ureters reduced ureteral width and urothelial cell number to normal levels, increased the number of intermediate cells and slightly reduced basal cell proliferation. Our data suggest that PPARG independently activates the expression of structural genes in superficial cells and of *Shh* in basal and intermediate cells, and that both functions contribute to urothelial integrity.

## INTRODUCTION

In the main organs of the mammalian urinary drainage system, the ureters and the bladder, a highly specialized stratified epithelium, the urothelium, lines the luminal surfaces. The urothelium acts primarily as a physical barrier, preventing the uncontrolled exchange of substances between the urine and interstitial fluids. Central to this function is the luminal layer of umbrella or superficial (S) cells, which are interconnected by tight junctions. S cells are large and highly expandable post-mitotic cells with two or more nuclei. They are characterized by the synthesis of specialized glycoproteins, uroplakins (UPKs), which assemble into semi-crystalline plaques on the apical surface. S cells are underlain by small intermediate (I) cells that form layers with one to several tiers. A layer of cuboidal basal (B) cells connects the urothelium to the basement membrane and the fibromuscular wall (Arrighi, 2015; Castillo-Martin et al., 2010; Dalghi et al., 2020). In addition to shape and location, urothelial cells can be molecularly distinguished by the combinatorial expression of cytokeratin 5 (KRT5), an isoform of the transcription factor p63 (ΔNP63) and UPKs. B cells are KRT5^+^ΔNP63^+^UPK1B^−^, I cells are KRT5^−^ΔNP63^+^UPK1B^+^ and S cells are KRT5^−^ΔNP63^−^UPK1B^+^, with levels of UPK1B being significantly lower in I cells than in S cells (Bohnenpoll et al., 2017a; Gandhi et al., 2013).

The urothelial cytoarchitecture results from highly coordinated proliferation, patterning and differentiation processes acting on epithelial progenitors (the cloaca in the case of the bladder, or the stalk region of the ureteric bud in the case of the ureter), starting in the mouse around embryonic day (E) 10.5. After proliferative expansion of these mono-layered epithelial primordia, stratification and I cell differentiation occur. Two days later, luminal cells express UPKs, and after another 2 days, B cell differentiation begins. I cells continue to proliferate between these two layers. Under homeostatic conditions, the urothelium is largely quiescent with a limited replenishment of B cells and S cells by I cells (Bohnenpoll et al., 2017a; Gandhi et al., 2013). In response to injury or infection, S cells are shed and replaced by I cells (Gandhi et al., 2013). When S cells and I cells are depleted, a small subset of B cells, characterized by expression of KRT14 and possibly KRT15, may act as progenitors for all urothelial cells (Papafotiou et al., 2016; Tai et al., 2013).

The regulation of urothelial differentiation is poorly understood but several studies have implicated the ligand-dependent transcription factor peroxisome proliferator activated receptor gamma (PPARG) in this program. PPARG was originally characterized as a member of a small subset of the nuclear receptor superfamily with important roles in lipid metabolism. Peroxisome proliferator activated receptors (PPARs) form heterodimers with retinoid X receptors (RXRs) and bind to specific peroxisome proliferator response elements (PPREs) in the promoters of target genes. Upon binding of specific ligands, these heterodimeric complexes bind to coactivator complexes to activate gene transcription (for reviews, see Blanquart et al., 2003; Desvergne and Wahli, 1999; Varga et al., 2011).

Expression of PPARG protein was first described in the presumptive urothelium of the mouse urogenital sinus and in the mature urothelium of mice, rabbits and humans (Guan et al., 1997; Jain et al., 1998; Kawakami et al., 2002). Activation of PPARG by high-affinity agonists in cultures of normal urothelial cells suppresses the growth of these cells (Nakashiro et al., 2001), and induces gene expression changes associated with S-cell differentiation (Varley et al., 2006, 2004a). Conditional deletion of *Pparg* in progenitors of the urothelium of the mouse ureter results in increased proliferation of B cells and a lack of UPK and KRT20 expression in S cells at postnatal stages (Weiss et al., 2013). Conditional deletion of *Pparg* in bladder urothelial progenitors leads to squamous differentiation of B cells, loss of I cells and a failure of S-cell differentiation in adult mice. The latter phenotype is associated with mitochondrial defects and alterations in lipid metabolism (Liu et al., 2019).

While these studies support a role for PPARG in differentiation of S cells and maintenance of B cells in the developing ureter and bladder, it is unclear whether these functions are linked and what the targets of PPARG transcriptional activity are in the different urothelial cell types. Understanding the precise molecular function of this transcription factor is important because *PPARG* variants are frequently associated with urothelial cancer in humans (Rochel et al., 2019; Tate et al., 2021). Here, we used conditional gene targeting in combination with transcriptional profiling, data mining and pharmacological rescue experiments to address *Pparg* function in the mouse ureter. Our results show that PPARG activates the expression of *Shh* in B cells and I cells, as well as structural S cell genes, and that both gene programs cooperate to maintain urothelial integrity.

## RESULTS

### PPARG is differentially expressed in urothelial cells of the ureter

To obtain a detailed profile of *Pparg* expression during the development of the murine ureter, we performed RNA *in situ* hybridization analysis on transverse ureter sections from wild-type mice at different prenatal and postnatal stages. *Pparg* expression started at E14.5 in the ureteric epithelium (UE), which was still mono-layered at this stage. At E16.5, when the UE was two-layered, and from E18.5 to postnatal day (P) 40, when the urothelium was three-layered, expression of *Pparg* increased and was found in all epithelial cells (Fig. 1, first column). Immunofluorescence analysis detected nuclear PPARG protein in approximately half of the cells of the UE at E14.5. At later stages, PPARG protein was found in all urothelial cells. Expression appeared to be enhanced in the luminal cell layer (Fig. 1, second column). Since differences in expression levels can be masked by saturation of the amplification procedure in the immunofluorescence assay, we additionally used immunohistochemical detection. This method confirmed that PPARG expression in the luminal layer is increased compared to the basal and intermediate layer from E16.5 onwards (Fig. 1, third column).

**Fig. 1.**
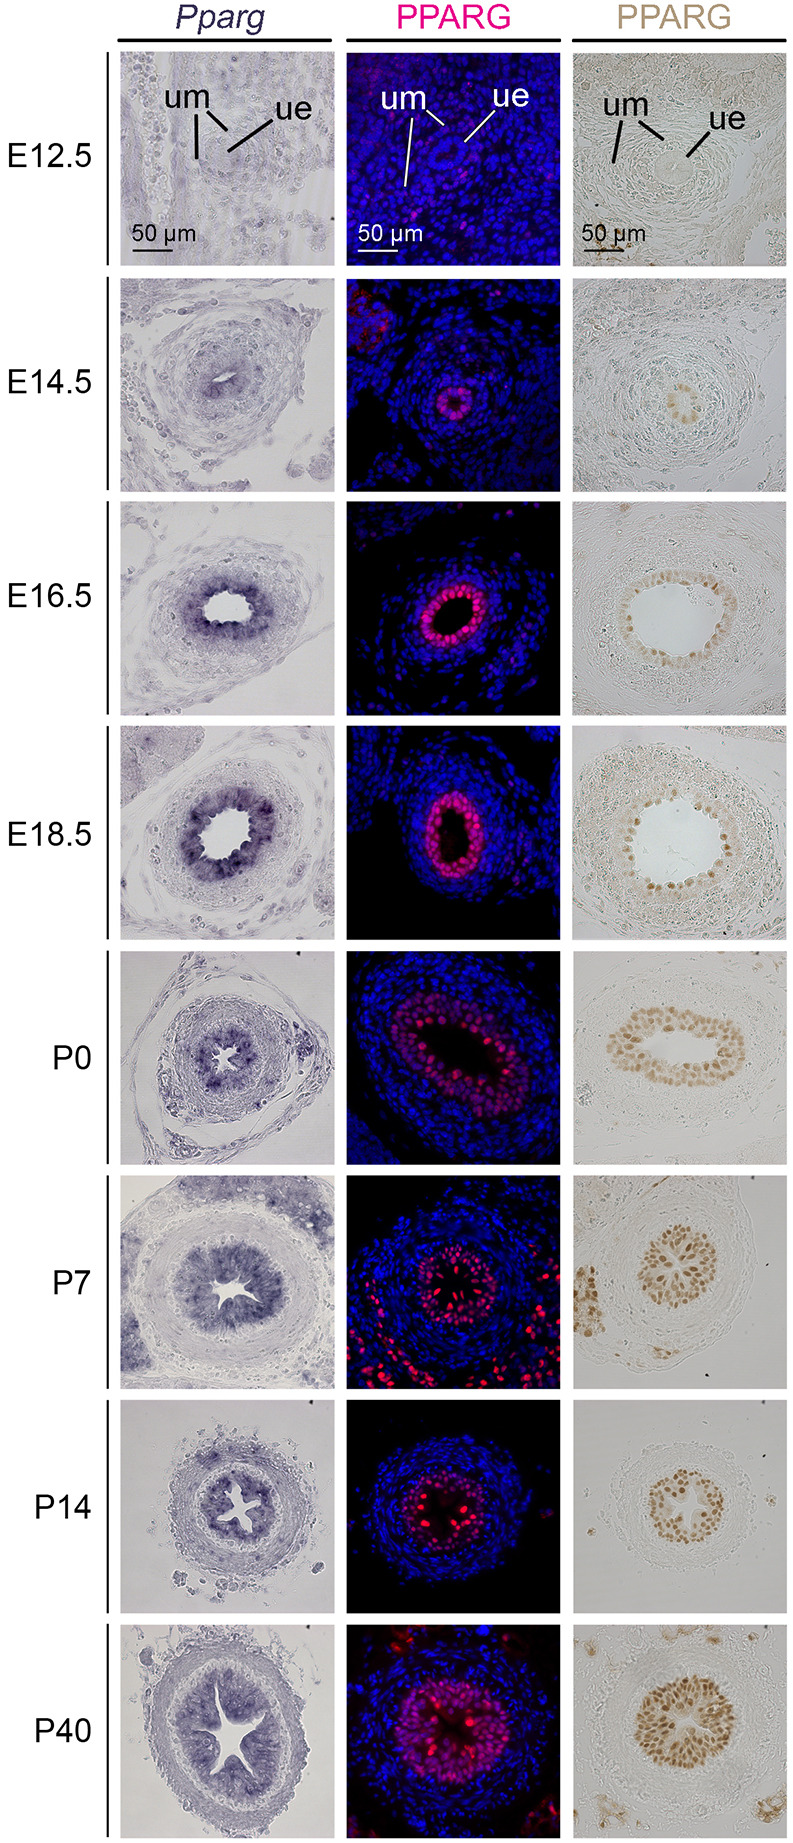
**PPARG is differentially expressed in urothelial cells.** Expression analysis on sections of the proximal ureter region derived from wild-type mice at prenatal and postnatal stages for *Pparg* mRNA by RNA *in situ* hybridization (first column) and for PPARG protein by immunofluorescence (second column) and immunohistochemistry (third column). Cell nuclei are counterstained with DAPI (second column). *n*≥3 for each stage and assay. ue, ureteric epithelium; um, ureteric mesenchyme.

### Loss of *Pparg* affects urothelial differentiation

To investigate the role of *Pparg* in the UE, we used a conditional gene inactivation approach with an allele of *Pparg* in which exons 2 and 3 are flanked by *loxP* sites, and a *Pax2-cre* line that mediates recombination in the nephric duct, the UE and the renal collecting duct system (Bohnenpoll et al., 2017a; He et al., 2003; Trowe et al., 2011).

Using the exon2/3 region and the 3′-UTR of a *Pparg* cDNA (reference transcript: NM011146.3) as probes in RNA *in situ* hybridization analysis, we detected expression of a *Pparg* mRNA lacking the exon2/3 region in the UE of E16.5 and E18.5 *Pax2-cre/+;Pparg^fl/fl^* (*Pparg-cKO*) embryos. At E18.5, expression of the mutant transcript was increased compared to the control, indicating a compensatory upregulation (Fig. S1A). Importantly, immunohistochemical analysis using a monoclonal antibody raised against the N-terminal PPARG region detected a protein at E16.5 and E18.5 in the control but not in the mutant UE (Fig. S1B). This is consistent with the prediction that cre-mediated deletion of exon2/3 from the floxed *Pparg* allele results in a truncated protein lacking the N-terminal region, including parts of the DNA-binding domain, and thus a non-functional protein (He et al., 2003).

*Pparg-cKO* embryos and postnatal animals were found at the expected Mendelian ratio at all stages analyzed (Table S1). The morphological appearance of E18.5 isolated urogenital systems and of P40 kidneys with ureters of mutant mice was normal (Fig. S2). However, histological analysis of *Pparg-cKO* ureters at P40 revealed a greatly enlarged tubular lumen with an irregular outline (Fig. 2A,B, Fig. S3, Table S2). The urothelium had a highly eosinophilic appearance (Fig. 2A). Expression of CDH1, a marker for basolateral membranes in epithelial cells, was irregular with a partial apical localization. In addition, the mutant urothelium was two-layered and not three-layered as in the control at this stage (Fig. 2C). Cells in the luminal layer of the mutant urothelium were reduced in size compared to control luminal cells (Fig. 2C, Fig. S4, Table S3). Expression of UPK1B and UPK2, which weakly labeled I cells and strongly labeled S cells in control tissue, was absent (UPK1B) or restricted to a few luminal cells (UPK2) in the mutant. ΔNP63, a marker for B cells and I cells, was restricted to the basal layer in the mutant urothelium, which was also positive for the B cell marker KRT5. KRT14 and KRT15, which have been associated with a regenerative response in the bladder (Papafotiou et al., 2016; Tai et al., 2013), were ectopically expressed in B cells of *Pparg-cKO* ureters (Fig. 2D). KRT6 and KRT10, markers for squamous differentiation (Liu et al., 2019), were detected in neither control nor mutant urothelium (Fig. S5A). The expression of smooth muscle cell (SMC) markers (ACTA2, TAGLN, CKM) appeared irregular and slightly reduced in the mutant ureter, the expression of the lamina propria marker ALDH1A2 was normal (Fig. 2D, Fig. S5B). In conclusion, P40 *Pparg-cKO* ureters have a two-layered urothelium with undifferentiated luminal cells and differentiated B cells. The latter ectopically express KRT14 and KRT15 (Fig. 2E). The SMC layer also appears to be affected, possibly related to the dilation of the ureteral lumen.

**Fig. 2.**
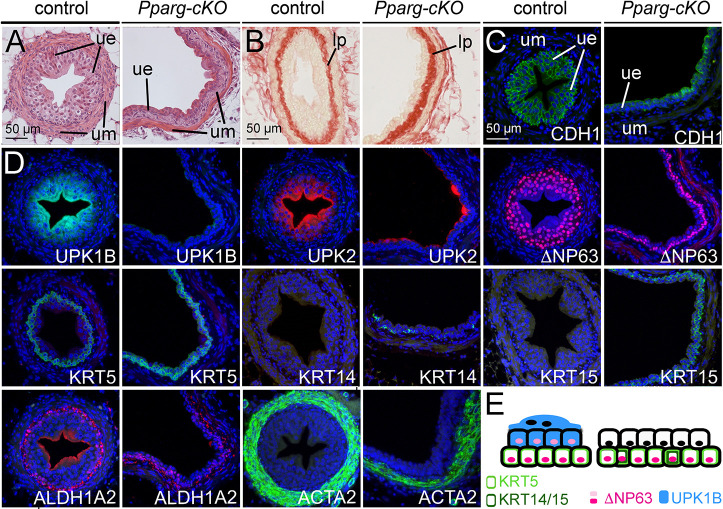
***Pparg-cKO* ureters are dilated and show urothelial stratification and differentiation defects at P40.** (A-D) Histological analysis by Hematoxylin and Eosin (A) and Sirius Red (B) staining, and immunofluorescence analysis of epithelial stratification (CDH1) (C) and cytodifferentiation of the urothelium (UPK1B, UPK2: S cells and I cells; ΔNP63: B cells and I cells; KRTs: B cells) and the ureteric mesenchyme (ALDH1A2: lamina propria; ACTA2: smooth muscle cells) (D) on transverse sections of the proximal region of P40 control and *Pparg-cKO* ureters. Nuclei are counterstained with DAPI. *n*≥3 for each assay, marker and genotype. lp, lamina propria; ue, ureteric epithelium; um, ureteric mesenchyme. (E) Scheme summarizing the stratification defects and the molecular alterations with respect to KRT5, KRT14, KRT15, ΔNP63 and UPK1B expression in the *Pparg-cKO* urothelium.

### Urothelial defects in *Pparg-cKO* ureters begin around E16.5

To define the onset and progression of these cellular defects, we compared *Pparg-cKO* and control ureters at fetal stages (E14.5, E16.5, E18.5) and at P7. Histological staining revealed a thinning of the urothelium in *Pparg-cKO* mice at P7, whereas the ureteral lumen and the mesenchymal compartment appeared unaffected at all stages analyzed (Fig. 3A,B, Fig. S3, Table S2). CDH1 expression in combination with nuclear counterstaining showed that the urothelium of *Pparg-cKO* ureters remained two-layered from E18.5 onwards (Fig. 3C). The cells in the luminal cell layer were significantly smaller than in the control at E18.5 and P7 (Fig. 3C, Fig. S4, Table S3). In the control ureter, UPK1B and UPK2 expression was activated in luminal cells at E16.5, strongly labeling S cells and more weakly labeling I cells at later stages. In the *Pparg-cKO* ureter, only a few luminal cells were positive for these two markers at P7. Expression of ΔNP63 started in the control ureter at E14.5 and continued at later stages with high levels in B cells and at lower levels in I cells. In *Pparg-cKO* mice, expression of ΔNP63 was normally activated at E14.5, but was restricted to the B cell layer from E16.5. KRT5 expression was not affected in the urothelium of the *Pparg-cKO* ureter: expression started in a few basal cells at E16.5, labeled about half of the cells in this layer at E18.5, and was found in all B cells at P7 as in the control (Fig. 3C). Expression of squamous epithelial markers (KRT6, KRT10) was not found in either control or mutant UE (Fig. S5C). Expression of both KRT14 and KRT15 was ectopically activated in B cells of the *Pparg-cKO* ureter at P7. In the control, ALDH1A2 expression was activated in suburothelial mesenchymal cells at E18.5 and homogeneously labeled the lamina propria at P7. In the *Pparg-cKO* ureter, ALDH1A2 expression was detected in only a few suburothelial mesenchymal cells at P7. Expression of SMC markers started at E16.5 and continued indistinguishably in the mesenchymal wall of control and *Pparg-cKO* ureters at E18.5 and P7 (Figs 3C, Fig. 5D). *Pparg-cKO* ureters explanted at P0 and cultured for 6 days showed no defects in the onset, frequency and intensity of contractions, (further) excluding structural and functional alterations in the peristaltic machinery in *Pparg-cKO* ureters (Fig. S6, Table S4). (Note that in this and some later experiments we used P0 ureters instead of E18.5 ureters due to a change in the German animal protection legislation.)

**Fig. 3.**
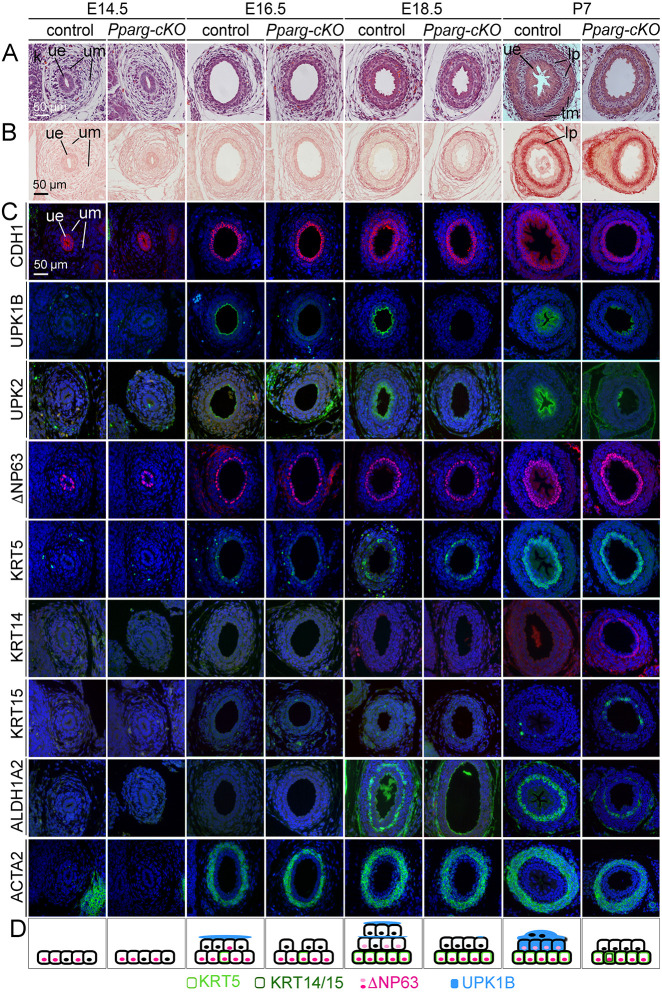
**Urothelial defects in *Pparg-cKO* ureters begin at E16.5 and progressively worsen thereafter.** Developmental time course of ureteral defects in *Pparg-cKO* embryos analyzed on sections of the proximal ureter region. (A,B) Histological analysis by Hematoxylin and Eosin (A) and Sirius Red (B) staining. (C) Immunofluorescence analysis of epithelial stratification (CDH1), cytodifferentiation of the urothelium (UPK1B, UPK2: S cells and I cells; ΔNP63: B cells and I cells; KRTs: B cells) and of the ureteric mesenchyme (ALDH1A2: lamina propria; ACTA2: smooth muscle cells). Cell nuclei are counterstained with DAPI. *n*≥3 for each stain and marker per genotype. k, kidney; lp, lamina propria; tm, tunica muscularis; ue, ureteric epithelium; um, ureteric mesenchyme. (D) Scheme summarizing the stratification defects and the molecular alterations with respect to KRT5, KRT14, KRT15, ΔNP63 and UPK1B expression in the development of the *Pparg-cKO* urothelium.

Given a previous report that loss of *Pparg* in the bladder urothelium affects mitochondrial structure in the luminal layer, we performed an ultrastructural analysis at E18.5. In *Pparg-cKO* ureters, the mitochondrial endowment appeared unaffected. However, consistent with impaired S cell differentiation, hinges, known to separate urothelial plaques, were absent from the surface, which was instead covered with a large number of small vesicular bodies. In addition, fusiform vesicles, a compartment for intracellular transport of urothelial plaques, were small and oval-shaped in the luminal cells of *Pparg-cKO* ureters (Fig. S7).

We conclude that in the *Pparg-cKO* ureter, the UE fails to activate S cell differentiation at E16.5 and generate I cells for further stratification from E18.5, but ectopically expresses KRT14 and KRT15 at postnatal stages (Fig. 3D, schematic). The delayed activation of ALDH1A2 suggests a non-cell-autonomous effect of epithelial loss of *Pparg* on lamina propria development.

### Apoptosis is not affected in *Pparg-cKO* ureters, but increased proliferation occurs in the basal cell layer after birth

We next examined whether the cellular changes in the mutant urothelium were preceded and/or accompanied by alterations in apoptosis and/or proliferation. The terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay did not detect any changes in programmed cell death in *Pparg-cKO* ureters at fetal stages (E14.5, E16.5, E18.5) and at P7 (Fig. 4A). Proliferation was detected by the Ki67 antigen (Mki67). In the control ureter, urothelial proliferation reached approximately 10% at E18.5 and decreased to 1% at P7. In the *Pparg-cKO* urothelium, proliferation was 15% at E18.5 and 8% at P7. Increased proliferation throughout the mutant urothelium was detected at E18.5. At P7, luminal cells were quiescent in both mutant and control urothelium, but proliferation of (KRT5^+^) basal cells was greatly increased to 12% in the mutant urothelium compared to 1% in the control (Fig. 4B-D, Table S5).

**Fig. 4.**
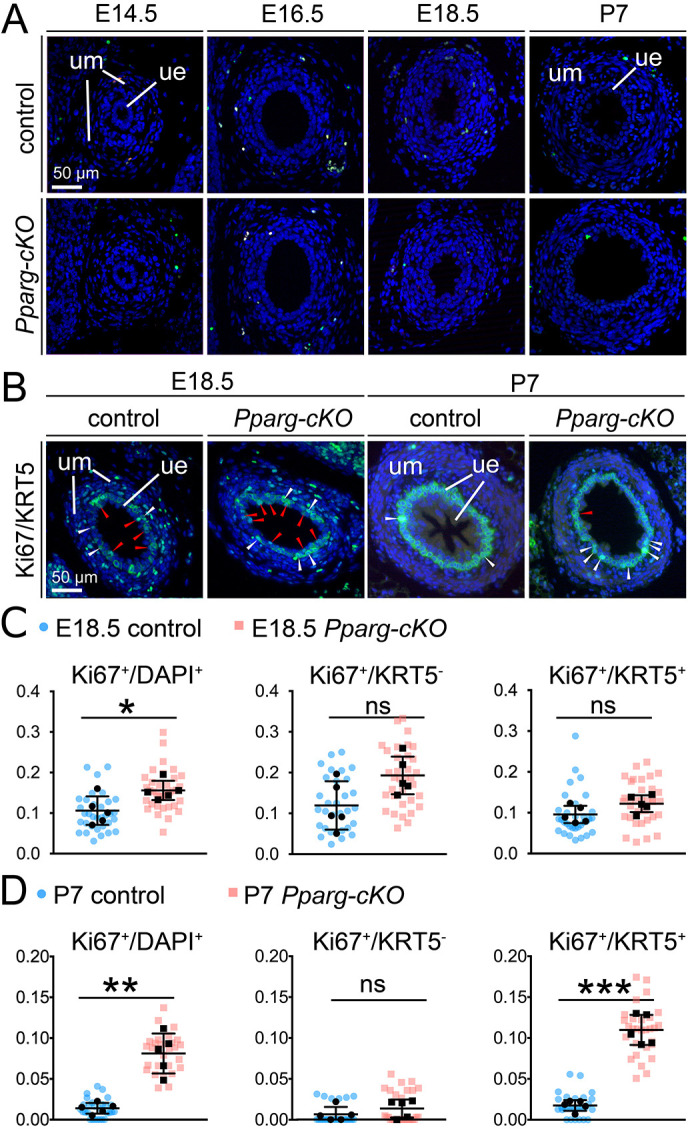
**Increased proliferation in the *Pparg-cKO* urothelium at E18.5 and P7.** (A) Immunofluorescence analysis of apoptosis (green) by the TUNEL assay on proximal ureter sections from control and *Pparg-cKO* mice. Nuclei are counterstained with DAPI (blue). *n*=3. (B) Analysis of urothelial cell proliferation by Ki67 staining (green) on transverse proximal ureter sections of E18.5 and P7 control (*n*=5) and *Pparg-cKO* (*n*=5) mice. Cells in the basal layer are marked by KRT5 expression (green); non-basal/luminal cells are KRT5^−^. Differential localization of Ki67 in the nucleus and of KRT5 in the subcortical cytoplasm allows the identification of proliferating cells in the basal layer (Ki67^+^KRT5^+^; white arrowheads) and in the non-basal/luminal cell layer (Ki67^+^KRT5^−^; red arrowheads). (C,D) Quantification of Ki67^+^ cells in basal and non-basal/luminal cell layers of E18.5 (C) and P7 (D) control and *Pparg-cKO* ureters. The ratio of Ki67^+^ cells to total DAPI^+^ cells in the urothelium, of Ki67^+^ cells to KRT5^−^ (non-basal/luminal) cells, and of Ki67^+^ to KRT5^+^ basal cells are shown. Values are expressed as mean±sd. ns, not significant; *P<0.05; **P<0.01; ***P<0.001 (two-tailed Student's *t*-test with Welch's correction). Individual sections are shown as color-coded data points (blue circles for controls; pink squares for *Pparg-cKO*). For source data and statistics, see Table S5. ue, ureteric epithelium; um, ureteric mesenchyme.

### *Pparg* is required for the expression of S cell-specific genes but also for some B cell and I cell genes, including *Shh*

To identify, in an unbiased manner, the molecular changes that may cause the stratification and differentiation defects in *Pparg-cKO* ureters, we performed microarray-based gene expression profiling at E16.5 and E18.5. Using an intensity threshold of 100 to reduce expression noise and fold changes of at least 1.5 to detect robust expression changes in the two individual arrays, we detected 59 genes with increased expression and 87 genes with decreased expression in mutant ureters at E16.5, and 189 genes with increased expression and 239 genes with decreased expression at E18.5 (Fig. 5A, Tables S6-S9; GSE254236, GSE254237). Assuming that the expression of PPARG-regulated genes is altered at both stages, we overlapped the two arrays and found a common set of 33 genes with increased expression and 56 genes with decreased expression (Fig. 5B, Tables S10 and S11). Functional annotation using the DAVID software tool (Huang et al., 2009) revealed an enrichment of gene ontology (GO) terms related to altered biosynthetic pathways and metabolism in both pools (Tables S12 and S13). Manual inspection of the list of upregulated genes identified major urinary proteins and keratins (*Krt4*, *Krt6a/b*). *Krt14* expression was upregulated (E16.5: +1.4; E18.5: +1.9) as well as *Krt15* (E16.5: +1.4; E18.5: +1.5). Inspection of the list of commonly downregulated genes identified several genes previously assigned to S cells, including *Krt20*, *Upk3b* and *Upk1a*, but also *Shh,* which encodes a signal restricted to B cells and I cells (Harnden et al., 1995; Yu et al., 2002, 1990) (Fig. 5C). In a recent report, Sanchez and colleagues performed chromatin immunoprecipitation with sequencing (ChIP-Seq) experiments for PPARG in cultured urothelial cells (Sanchez et al., 2021). Using this resource, we found that 17 out of the 56 commonly downregulated genes, including *Krt20* and *Shh*, were assigned peaks for PPARG binding (Fig. 5C, Fig. S8), indicating that our transcriptional profiling enriched direct targets of PPARG transcriptional activation.

**Fig. 5.**
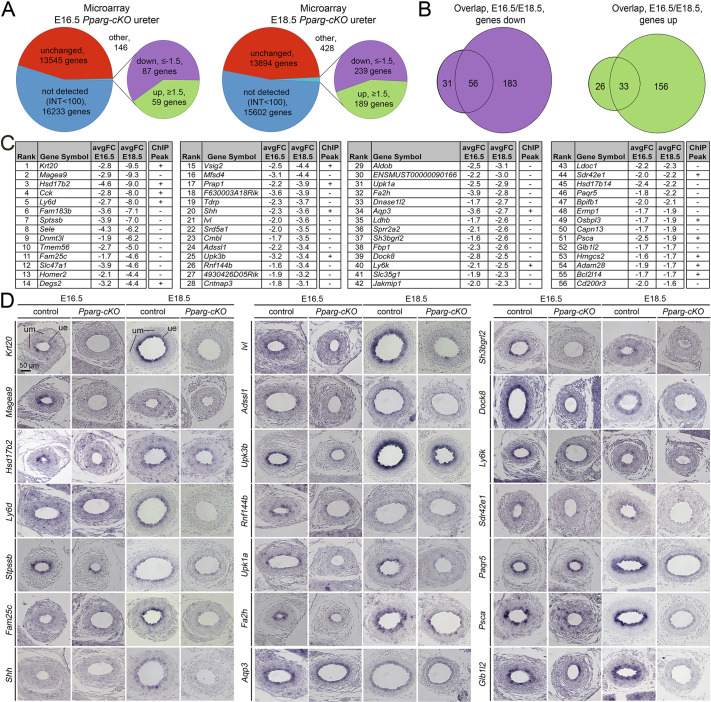
***Pparg* is required for the expression of *Shh* and many S cell-specific genes in the ureteric epithelium.** (A) Pie charts summarizing the results of the microarray analysis of E16.5 and E18.5 control and *Pparg-cKO* ureters. (B) Bio-Venn diagrams showing the overlap of genes with decreased and increased expression in the microarrays of E16.5 and E18.5 *Pparg-cKO* ureters. (C) List of 56 genes with decreased expression [fold change (FC)≤-1.5] in the microarray analysis of both E16.5 and E18.5 *Pparg-cKO* ureters. Genes are ordered by average fold change (avgFC) at E18.5. The ChIP peak column indicates the presence (+) or absence (−) of a PPARG-binding peak in a recent ChIP-Seq experiment. (D) RNA *in situ* hybridization analysis on sections of the proximal ureter from control and *Pparg-cKO* embryos at E16.5 and E18.5 for candidates from the microarray analysis shown in C. Genes are again ordered according to average fold change at E18.5. *n*≥3 for each probe, stage and genotype. ue, ureteric epithelium; um, ureteric mesenchyme.

To (further) dissect the cell-type specificity of PPARG function, we performed RNA *in situ* hybridization analysis for all putative direct targets and for many of the additional downregulated genes for which we were able to generate probes. Most of the candidates, including *Krt20*, *Hsd17b2*, *Ly6d*, *Sptssb*, *Fam25c* (also known as *Fam25a*), *Adssl1*, *Rnf144b*, *Upk1a*, *Sh3bgrl2*, *Sdr42e1*, *Ly6k* and *Psca,* were specifically expressed in S cells in control ureters at E16.5 and/or at E18.5 and were strongly reduced or absent in the mutant. *Ivl*, *Upk3b, Fa2h, Paqr5* and *Glb1l2* were strongly expressed in S cells and I cells in control ureters at these stages, and appeared at reduced levels in the mutant ureter. *Shh* expression in B cells and I cells was lost in the mutant. Pan-urothelial expression of *Magea9* and of *Dock8* was strongly reduced, while *Aqp3* was weakly affected in the mutant (Fig. 5D). We did not detect specific signals for *Cck*, *Ermp1*, *Jakmip1* and *Slc47a1* in control and *Pparg-cKO* ureters at E16.5 and E18.5 (Fig. S9).

Consistent with the marginal changes in the microarrays, RNA *in situ* hybridization did not detect expression changes of transcription factor genes that have previously been implicated in urothelial differentiation, such as *Elf5*, *Foxa1*, *Klf5*, *Trp63* and *Grhl3* in E16.5 and E18.5 *Pparg-cKO* ureters (Bell et al., 2011; Varley et al., 2009; Weiss et al., 2013; Wu et al., 2015; Yu et al., 2009) (Fig. S10A). GRHL3 expression was found in luminal cells of E16.5 and E18.5 *Pparg-cKO* ureters, as in the control (Fig. S10B). *Fabp4*, a direct target gene of PPARG in adipose tissue and the bladder urothelium (Liu et al., 2019; Rival et al., 2004), was not expressed in the UE of E16.5 and E18.5 control and *Pparg-cKO* embryos (Fig. S11). We conclude that *Pparg* is required for the expression of a unique set of genes in the developing urothelium of the ureter, namely *Shh* and a few other genes in the cells of the basal layer, and a large number of S cell-specific genes in the luminal cells.

### Reconstitution of SHH signaling partially rescues the cellular defects in the *Pparg-cKO* ureter

To investigate whether the loss of *Shh* expression in *Pparg-cKO* ureters translates into a reduction of SHH signaling, we analyzed the expression of *Ptch1*, a bona fide direct target of this pathway, as well as the effector gene *Aldh1a2* (Deuper et al., 2022; Ingham and McMahon, 2001; Straube et al., 2025). At E18.5 and P7, the expression of both genes was reduced in peri-urothelial mesenchymal cells, i.e. the lamina propria, in *Pparg-cKO* ureters, confirming reduction of SHH signaling (Fig. S12).

Given the important role of SHH signaling in mesenchymal and epithelial proliferation and differentiation programs in the embryonic and early fetal ureter, i.e. from E11.5 to E14.5 (Bohnenpoll et al., 2017b; Yu et al., 2002), we examined whether individual inhibition of SHH signaling would recapitulate some of the cellular changes in postnatal *Pparg-cKO* ureters. To this end, we explanted E18.5 wild-type ureters and cultured them for 6 days in the presence of the SHH signaling inhibitor cyclopamine at a concentration of 10 µM, which was previously determined to effectively inhibit SHH signaling (Bohnenpoll et al., 2017b; Incardona et al., 1998; Meuser et al., 2022; Straube et al., 2025). We observed a loss of *Ptch1* and ALDH1A2 expression, recapitulating the situation in *Pparg-cKO* ureters at E18.5 and (partially) at P7 (Fig. S13A,B). However, neither the expression of cyto-differentiation markers (ΔNP63, KRT5, UPK1B, UPK2) and KRT15 (KRT14 expression was not reliably detected in the culture setting) nor the urothelial cell number or the ratio of luminal cells, intermediate cells and basal cells was affected at the culture endpoint (Fig. S13B-D, Table S14). Urothelial proliferation was slightly decreased (Fig. S13E, Table S14). This indicates that the individual loss of SHH signaling in wild-type ureters does not affect urothelial development and/or maintenance in a major fashion at late fetal and/or early postnatal stages.

We next assessed whether reconstitution of SHH signaling could rescue some of the observed cellular changes in *Pparg-cKO* ureters. To this end, we cultured E18.5 wild-type and *Pparg-cKO* ureters for 6 days in the presence of the SHH signaling agonist purmorphamine (Meuser et al., 2022; Wu et al., 2004), and performed histological and molecular analyses (Fig. 6).

**Fig. 6.**
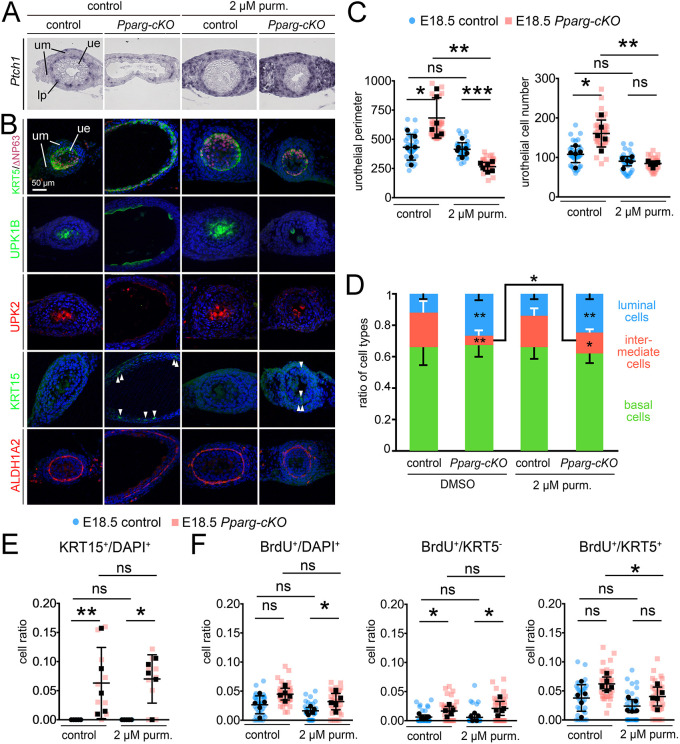
**Restoration of SHH signaling partially rescues urothelial defects in explant cultures of E18.5 *Pparg-cKO* ureters.** Control and *Pparg-cKO* ureters were explanted at E18.5 and cultured for 6 days in the absence or presence of 2 µM purmorphamine (purm.). (A) RNA *in situ* hybridization analysis on sections of the proximal ureter for expression of *Ptch1*. (B) Immunofluorescence analysis on adjacent sections for markers of B cells (KRT5), B cells and I cells (P63), S cells (UPK1B, UPK2), regenerative response (KRT15) and the lamina propria (ALDH1A2). Arrowheads indicate KRT15^+^ cells in the basal layer of the mutant ureter. (C-F) Quantification of the luminal circumference and the total urothelial cell number (C), of the ratio of luminal cells (unstained), intermediate cells (KRT5^−^P63^+^) and basal cells (KRT5^+^P63^+^) (D), of the ratio of KRT15^+^ cells to total urothelial cells as detected by DAPI staining (E) and of proliferation by the BrdU assay in total urothelial cells (BrdU^+^/DAPI^+^), in non-basal cells (BrdU^+^/KRT5^−^) and in basal cells (BrdU^+^/KRT5^+^) (F). Values are expressed as mean±sd. ns, not significant; *P<0.05, **P<0.01; ***P<0.001. A two-sided Welch's *t*-test was used for comparison of mutant results in C and D. A Mann-Whitney test was used in E. For all other data, we used a two-tailed Student's *t*-test. Individual sections are shown as color-coded data points (blue circles for controls; pink squares for *Pparg-cKO*). See Table S15 for source data and statistics. lp, lamina propria; ue, ureteric epithelium; um, ureteric mesenchyme.

Explant cultures of E18.5 *Pparg-cKO* ureters faithfully recapitulated the *in vivo* changes*. Ptch1* expression was decreased (Fig. 6A); the luminal circumference and urothelial cell number were greatly increased. The urothelium was only two-layered, lacked S cell differentiation and showed KRT15^+^ cells in the basal layer (Fig. 6B,C). Proliferation in the luminal cell layer was slightly increased. Treatment of mutant ureters with 2 µM purmorphamine led to strong *Ptch1* expression throughout the ureteric mesenchyme (Fig. 6A). Ureteral lumen, urothelial cell number and B cell proliferation were reduced to control levels. The number of I cells was increased, but the luminal (S) cell differentiation defect and KRT15 expression in the basal cell layer appeared unaltered in the mutant (Fig. 6B-F, Table S15). This indicates that loss of SHH signaling contributes to some of the cellular changes in postnatal *Pparg-cKO* ureters.

### Reconstitution of SHH signaling partially rescues the molecular changes in the *Pparg-cKO* ureter

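Ureters of control and *Pparg-cKO* mice were explanted at P0 and cultured for 8 days with DMSO or with 2 µM purmorphamine, the SHH signaling agonist. RNA from sex-sorted pools was hybridized to 4 two-color arrays. Each array held the purmorphamine and the DMSO pool of one genotype and one sex, so that each of the 4 groups had 2 pools, 1 male and 1 female. The paper's text does not state how many ureters these pools held. In the male arrays (replicate 1) the DMSO pool carried AlexaFluor555 and the purmorphamine pool AlexaFluor647, and in the female arrays (replicate 2) the dyes were exchanged. Among pools of the same treatment, sex, dye and replicate number are therefore the same split. All 4 arrays were on a single slide and were scanned together. *Xist* was bright in all 4 channels of female pools, with log2 intensities of 12.19 to 13.21, and lay at 5.99 to 6.21 in those of male pools. The deposited files give, for each spot and dye, the mean intensity, the local background and a processed signal from which the scanner software had subtracted the background and removed the dye bias within the array. An array carried 157716 spots that were not controls, and each probe lay on 4 of them. The probes carry 29924 gene names. Between 66.3% and 70.5% of the spots were well above background per channel, and 0 were saturated. The small number of arrays limits the precision of all values. For the rule of the methods, the processed signals of a probe's spots were averaged geometrically, each channel was scaled to a 75th percentile of 1500, and values under 15 were set to 15. The percentile and this floor were checked against the intensities in Tables S16 and S17, from which the scaled values of genes with a single probe differed by a median absolute log2 of 0.00089 and 0.00089. Because that rule carries no test, the channel intensities were also fitted with limma after normexp background correction (offset 50) and loess normalization. The genotypes were never on the same array and were compared across arrays by the separate-channel fit, with an intraspot correlation of 0.072. Purmorphamine and DMSO were compared by their log ratio within each array. The 4 groups shared an estimate of the spread. The 27066 probes that were well above background in both pools of at least 1 group were tested with Benjamini-Hochberg adjustment, and the brightest probe stood for each of 20231 genes. The only *Pparg* probe, which matches NM_011146, had a log2 intensity of 15.05 ± 0.38 (SD, n = 2 pools) in control and 15.57 ± 0.02 (SD, n = 2) in *Pparg-cKO* ureters with DMSO. Its log2 fold change of 0.51 (standard error 0.17, adjusted p = 0.21) from limma with Benjamini-Hochberg adjustment was not past the threshold of 0.05. The paper describes a stable mutant *Pparg* mRNA without the exon 2/3 region, so that this probe does not check the genotype of the pools labelled *Pparg-cKO*. *Shh* fell by 2.93 on the log2 scale (standard error 0.23, adjusted p = 0.0027), with -2.90 in the male and -2.95 in the female pair.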

To better identify the molecular programs, which are rescued by purmorphamine treatment in cultures of mutant ureters, we first profiled the transcriptional changes in 8-day cultures of P0 *Pparg-cKO* ureters by microarray analysis. 

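With the rule of the methods, 399 genes were higher and 450 genes were lower in *Pparg-cKO* than in control ureters cultured with DMSO. A gene counted when any of its probes had an intensity above 100 in the brighter channel of each pair and changed at least 1.5-fold in the same direction in both pairs. The lists shared 393 genes with Table S16 and 441 genes with Table S17. Of 29924 genes on the array, 15423 were above the intensity threshold. At a fold threshold of 2 the counts dropped to 190 and 215. The requirement that both pairs change had a larger effect, since without replicate 2 the male pair alone gave 1423 higher and 971 lower genes, and without replicate 1 the female pair alone gave 1261 and 1111. The limma fit with Benjamini-Hochberg adjustment called 386 genes higher and 358 lower at an adjusted p under 0.05. Of these, 231 and 249 were also in the lists made by the rule. With 1 array left out the calls dropped, most of all without control replicate 2, to 28 and 12, of which 26 and 11 were in the lists made by the rule. Among the genes called, *Prm1* had the largest increase. It was not well above background in either control pool, and its level in *Pparg-cKO* was at least 50.6-fold higher than the lowest level measured above background. The next largest increases were those of *Msln* at 5.57 (standard error 0.32, adjusted p = 0.0010), *Lypd2* at 4.68, *Serpinb11* at 4.45 and *Gabrp* at 4.37. The largest decreases were those of *Fgl1* at -4.23 (standard error 0.51, adjusted p = 0.0094), *Krt20* at -3.70, *Bpifb1* at -3.66, *Ttr* at -3.59 and *Cyp4f15* at -3.37. These 10 genes changed in the same direction in both pairs. *Sprr2d*, *Sprr2h* and *Lor*, which head Fig. 7B, were higher in both pairs but not called, as the pairs differed widely. The log2 fold change of *Sprr2d* was 1.96 in the male pair. In the female pair, whose control pool was not well above background for it, *Sprr2d* was at least 466-fold higher, and its adjusted p over both pairs was 0.19.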

Using an intensity threshold of 100 and fold changes of at least 1.5 in the two individual arrays, we detected 399 genes with increased expression and 450 genes with decreased expression in *Pparg-cKO* ureters (Fig. 7A-C, Tables S16 and S17; GSE270635). 

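The enrichment of terms was not repeated, since the files carry no functional annotation, and the values of the genes that Table S18 lists under a term are given instead. These genes were picked by the paper from the same arrays for being higher. The 27 genes listed under 'anchoring junction' had a median log2 fold change of 1.06 in *Pparg-cKO* ureters, with 0.95 in the male and 1.06 in the female pair, and limma with Benjamini-Hochberg adjustment called 20 of them. The 18 genes under 'cell-cell adhesion' had a median of 0.98, and 10 were called. Without control replicate 2 these calls dropped to 1 and 0, with 24 and 15 at an unadjusted p under 0.05. *Dsc1* belongs to both terms. It was not well above background in control pools and was at least 19.3-fold higher in *Pparg-cKO* (adjusted p = 0.0057). The 9 genes under 'keratinization' had a median of 2.46, and 4 of them were called. For these genes the pairs differed, with a median of 1.43 in the male and 4.17 in the female pair. The 9 genes under 'cornified envelope' had a median of 1.98, with 1.36 in the male and 2.88 in the female pair, and 3 were called. Without *Pparg-cKO* replicate 1, the male pool, 8 of the keratinization and 7 of the cornified envelope genes were called, and without either control replicate 0 of them. At an unadjusted p under 0.05 these were 5 and 5 genes without control replicate 1, and 5 and 5 without control replicate 2. Over all 10 Sprr genes tested, whether listed or not, the median was 0.90. It was -0.12 in the male and 1.71 in the female pair, and turned to -0.04 without *Pparg-cKO* replicate 2. Limma called 0 of the 10, with 4 higher and 2 lower at an unadjusted p under 0.05, and 4 without *Pparg-cKO* replicate 1.

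**Figure D1:**
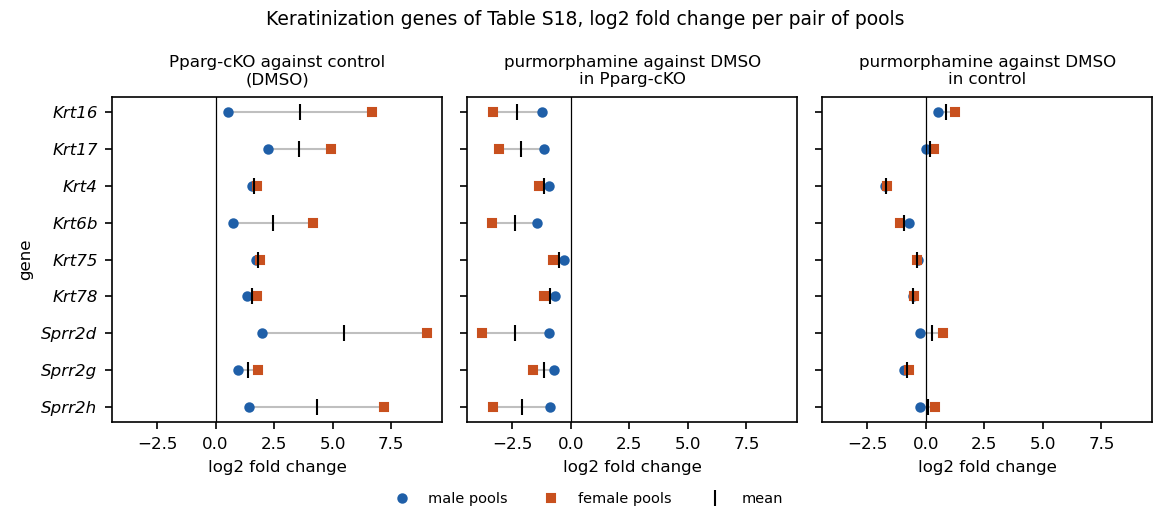
Log2 fold change of the 9 genes that Table S18 lists under 'keratinization' (one line per gene), for Pparg-cKO against control ureters with DMSO (left), purmorphamine against DMSO in Pparg-cKO (middle) and in control ureters (right). Circles are male pools, squares female pools and ticks their mean. In the left panel the female pair lies above the male pair for all 9 genes, and *Sprr2d* reaches 1.96 in the male pair. Its point for the female pair is taken against a control pool not well above background and is no measured value.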

Functional annotation using DAVID (Huang et al., 2009) revealed for the pool of upregulated genes an enrichment of GO terms related to cell junctions and cell adhesion and to cornification and keratinization. 

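The genes that the paper's Table S19 lists under terms of lipid metabolism were chosen from the same arrays for being lower. The 20 genes under 'Lipid biosynthesis' had a median log2 fold change of -1.27 in *Pparg-cKO* ureters, with -1.30 in the male and -1.24 in the female pair, and limma with Benjamini-Hochberg adjustment called 10 of them lower. For the wider term 'lipid metabolic process' only 54 of the 70 genes can be read in the table, whose cell breaks off. Their median was -1.20, with -1.25 in the male and -1.16 in the female pair, and 26 were called. The range was -3.18 to -0.43, so that all 54 were lower. Without control replicate 2, 0 of the 20 and 0 of the 54 genes were called, with 14 and 40 at an unadjusted p under 0.05. *Sptssb*, which encodes a subunit of serine palmitoyltransferase, fell by 2.70 on the log2 scale (standard error 0.30, adjusted p = 0.0073), and *Hsd17b2* fell by 2.37 (standard error 0.29, adjusted p = 0.010). Not all large decreases were called. *Pck1*, the gene of the term with the largest mean decrease and named after its value was seen, had -3.18 (adjusted p = 0.28). *Plin1*, a gene of fat cells, had -1.73 (adjusted p = 0.32), and its log2 fold change with purmorphamine in *Pparg-cKO* ureters was -2.55 on the male and 0.04 on the female array. With purmorphamine against DMSO, the median of the 54 genes in *Pparg-cKO* ureters was -0.21 on the male and 0.23 on the female array.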

In the pool of downregulated genes, numerous terms related to lipid biosynthesis were enriched (Tables S18 and S19). Notably, both pools were significantly larger than the pools of deregulated genes found for E16.5 and E18.5 *Pparg-cKO* ureters, suggesting an accumulation of secondary changes related to compensatory mechanisms to maintain tissue integrity (upregulated genes) and to the loss of terminally differentiated S cells with their enormous biosynthetic activity (downregulated genes) over time.

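The arrays of E16.5 and E18.5 ureters were not analysed here, and the sizes of their gene pools were not recounted. The genes that the paper lists as changed at both stages (Tables S10 and S11) come from other samples and were followed in the cultures. Of the 56 genes with decreased expression at both stages, 43 were among the 450 genes lower in cultured *Pparg-cKO* ureters, and 18 of the 33 genes with increased expression were among the 399 genes that were higher. None changed in the opposite direction under the rule. The 56 genes had a median log2 fold change of -1.40, with -1.26 in the male and -1.49 in the female pair. Limma with Benjamini-Hochberg adjustment over all genes tested called 37 of them, and 48 were called when adjusted over the list alone. Without control replicate 2, 1 was called over all genes. For the increased genes, of which 32 were tested, the median was 1.74, with 1.44 and 1.78 in these pairs, 17 were called over all genes tested and 26 adjusted over the list alone. The set test camera, with its preset correlation between genes, gave adjusted p = 5.6e-66 for the decreased and 4.6e-62 for the increased genes. Both sets also passed the threshold of 0.05 by fry, which estimates the correlation, with adjusted p = 0.0017 and 0.013. With 1 array left out, the p of fry rose to as much as 0.059 and 0.14, which is no longer past the threshold.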

**Fig. 7.**
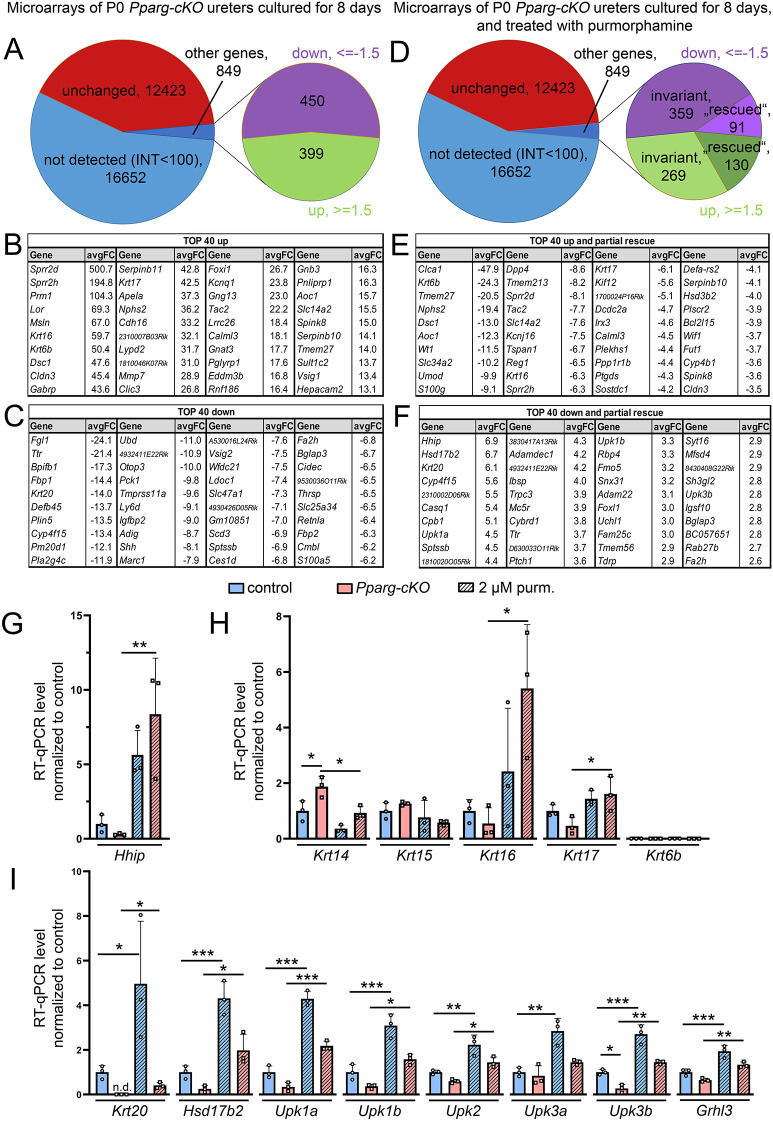
**Reconstitution of SHH signaling partially rescues the molecular changes in *Pparg-cKO* ureters.** (A-F) Control and *Pparg-cKO* ureters were explanted at P0 and cultured for 8 days with DMSO as a control (A-C) or with 2 µM purmorphamine (D-F) before transcriptional profiling by microarrays. (A,D) Pie charts summarizing the results of the microarray analyses. (B,C) List of 40 genes with strongly increased expression (B) and strongly decreased expression (C) in *Pparg-cKO* ureter explants cultured for 8 days with DMSO. (E,F) List of 40 genes, expression of which was most strongly ‘rescued’ by purmorphamine treatment both from the group of upregulated genes (E) and downregulated genes (F) in the microarray analysis of *Pparg-cKO* ureters treated with 2 µM purmorphamine. (G-I) RT-qPCR analysis for *Hhip* (G), various Krt genes (H), and S cell genes (I) in P0 control and *Pparg-cKO* ureter explants cultured for 8 days with DMSO (control) and 2 µM purmorphamine (purm.). *n*=3. Significant differences related to post-hoc test are indicated (*P<0.05; **P<0.01; ***P<0.001). For *Krt20* expression data, the Shapiro–Wilk test failed due to no detection within the *Pparg-cKO* control group. Therefore, separate evaluation of the P0 control with DMSO and 2 µM purmorphamine was performed by the two-tailed Student's *t*-test after log-normal transformation of primary data to meet the prerequisite of equal variances by *F*-test. See Table S24 for RT-qPCR source data and statistics.

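Under the rule of the methods, purmorphamine raised 597 genes and lowered 738 in *Pparg-cKO* ureters. In control ureters it raised 423 and lowered 565. The genotypes shared 283 of the genes raised and 392 of those lowered. Limma with Benjamini-Hochberg adjustment called 374 genes raised and 567 lowered in *Pparg-cKO* ureters, and 57 raised and 186 lowered in control ureters. Of the latter, 55 and 161 were also called in *Pparg-cKO*. Without *Pparg-cKO* replicate 2 the counts in *Pparg-cKO* dropped to 45 and 114, and without either control replicate 0 genes were called in control, where at an unadjusted p under 0.05 1835 rose and 1811 fell without control replicate 1, and 2165 rose and 1905 fell without control replicate 2. Without either *Pparg-cKO* replicate the counts in control were 205 and 377. A larger number of calls in one genotype does not show that the effects differ. When the difference between the genotypes was tested itself, limma called 0 genes, with 319 higher and 350 lower at an unadjusted p under 0.05 and a lowest adjusted p of 0.98. Without *Pparg-cKO* replicate 1 this test called 39 genes, all of them lower in *Pparg-cKO*. On simulated data of this size, the test of the difference found none of the genes given a difference of 1 on the log2 scale and 92.5% of those given a difference of 2. Across the 20231 genes, which are not independent replicates, the effects in the genotypes had a Pearson's r of 0.79. Between arrays of the other replicate number, with other dyes and sex, r was 0.56 and 0.65. *Ptch1*, *Hhip* and *Gli1*, targets of SHH signaling, rose in both genotypes. The log2 fold change of *Ptch1* was 1.62 (standard error 0.12, adjusted p = 0.014) in *Pparg-cKO* and 1.00 (standard error 0.12, adjusted p = 0.046) in control ureters. For *Hhip* it was 2.19 (adjusted p = 0.017) and 1.33 (adjusted p = 0.068), and for *Gli1* 1.34 (adjusted p = 0.056) and 1.06 (adjusted p = 0.12), so that in control only *Ptch1* among these 3 was past the threshold. *Aldh1a2*, which the paper calls an effector gene, went the other way, with -0.36 (adjusted p = 0.23) and -0.56 (adjusted p = 0.14), neither of them past the threshold. The largest increases among the genes called in *Pparg-cKO* and well above background in both groups were those of *Lppr5*, now named *Plppr5*, at 2.89, *Ajap1* at 2.86, *Gpc3* at 2.84 and *Meox2* at 2.68. *Colec10* was not well above background with DMSO and was at least 6.2-fold higher with purmorphamine, a bound that gives it no rank among them. Among the largest decreases were those of *Clca1* at -5.38, *Chil3* at -4.82, which was not well above background with purmorphamine on the male array and at least 11.1-fold lower there, *Ereg* at -4.15 and *Cxcl5* at -3.53. All 9 genes changed in the same direction on both arrays.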

Administration of purmorphamine resulted in profound transcriptional changes in (wild-type and) *Pparg-cKO* ureters (Fig. 7D-F, Tables S20 and S21; GSE270635). With respect to the 399 genes with upregulated expression in *Pparg-cKO* ureters, we found that 130 of these genes showed a decrease in expression, i.e. were partially ‘rescued’. 

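Of the 399 genes, 132 or 33.1% fell at least 1.5-fold with purmorphamine on both *Pparg-cKO* arrays, and 128 of them are among the genes of Table S20. Limma with Benjamini-Hochberg adjustment called 89 of the 132 lowered, and 17 of them without *Pparg-cKO* replicate 2. The median gene of the 132 had a log2 fold change of 1.83 between the genotypes and of -1.18 with purmorphamine, by which a median of 74.9% of the difference was undone. The 132 genes were chosen for falling on these same arrays, so that the choice itself raises this percentage. With a fold threshold of 2, 44 genes met the rule. Without replicate 1, the female pools alone gave 783 genes, and without replicate 2 the male pools alone gave 176. Both comparisons use the same *Pparg-cKO* DMSO pools, and chance in these pools alone makes some genes appear raised and then lowered. In 100 simulated data sets with no effect of purmorphamine, 30.6 genes on average, and between 18 and 45, met the rule, although the simulation called more genes higher in *Pparg-cKO* than the data did, 788 on average. In control ureters, 63 of the 132 genes were above the intensity threshold. Of these, 49 fell with purmorphamine on both control arrays and 19 fell at least 1.5-fold on both, with a median log2 fold change of -0.63.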

Functional annotation of this gene set revealed enrichment of the terms ‘keratinization’ and ‘cornification’ related to decreased expression of keratins such as *Krt6b*, *Krt16*, *Krt17* (Fig. 7E, Table S22).

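The 8 genes that Table S22 lists under 'keratinization' had a median log2 fold change with purmorphamine of -2.10 in *Pparg-cKO* ureters, with -0.93 on the male and -3.19 on the female array. In control ureters their median was -0.23. There, limma with Benjamini-Hochberg adjustment called 1 of the 8 lowered, with 3 lower at an unadjusted p under 0.05. Limma with Benjamini-Hochberg adjustment called 2 of the 8 lowered in *Pparg-cKO*, all 8 without *Pparg-cKO* replicate 1 (the male array) and 0 without *Pparg-cKO* replicate 2 (the female array, with 8 at an unadjusted p under 0.05), and the enrichment of the term was not repeated. *Krt6b* fell by 2.39 on the log2 scale with purmorphamine in *Pparg-cKO* (standard error 0.45, adjusted p = 0.058), *Krt16* fell by 2.28 (standard error 0.51, adjusted p = 0.081) and *Krt17* fell by 2.11 (standard error 0.44, adjusted p = 0.072). All 3 fell on both arrays and met the rule of the methods, but their p values were not past 0.05. The falls were -1.43 in the male and -3.35 in the female pools for *Krt6b*, -1.23 in the male and -3.33 in the female for *Krt16* and -1.16 in the male and -3.06 in the female for *Krt17*. The increase of these genes in *Pparg-cKO* over control ureters also differed between the pairs. For *Krt16* it was 0.54 in the male and 6.68 in the female pair (adjusted p = 0.37), for *Krt6b* 0.75 in the male and 4.17 in the female (adjusted p = 0.33) and for *Krt17*, the only 1 of the 3 called, 2.23 in the male and 4.92 in the female (adjusted p = 0.023). In control ureters purmorphamine gave -0.90 for *Krt6b*, 0.89 for *Krt16* and 0.17 for *Krt17*, none of which was called. Over all 35 keratin genes tested, the median log2 fold change was 0.09 between the genotypes and -0.28 with purmorphamine in *Pparg-cKO*, so that the large changes belong to some members. With purmorphamine in *Pparg-cKO* it was -0.07 over 52 genes without the filter on dim probes, -0.45 with processed signals, and -0.50 and -0.13 without *Pparg-cKO* replicate 1 and 2. Between the genotypes this median was -0.06 without *Pparg-cKO* replicate 2.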

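Under the rule of the methods, 95 of the 450 genes, or 21.1%, rose at least 1.5-fold with purmorphamine on both *Pparg-cKO* arrays, and 90 of them are among the genes of Table S21. Limma with Benjamini-Hochberg adjustment called 71 of the 95 raised, and 14 of them without *Pparg-cKO* replicate 2. Their median log2 fold change was -1.35 between the genotypes and 1.16 with purmorphamine, and a median of 88.8% of the difference was undone. This percentage is likewise raised by the choice of genes that rose on these same arrays. The count of 95 dropped to 33 at a fold threshold of 2. Female pools alone, without replicate 1, gave 511 genes, and male pools alone, without replicate 2, gave 132. In simulated data without an effect of purmorphamine, 21.4 genes met the rule on average, and between 14 and 34 in single data sets, from 710 genes that were lower in *Pparg-cKO*. All 95 genes were above the intensity threshold in control ureters. There, 89 rose with purmorphamine on both arrays and 40 rose at least 1.5-fold on both. The median was 0.66 in control and 1.19 in *Pparg-cKO* ureters, whose arrays were those on which the genes had been selected. Among the first genes of Fig. 7F, *Cyp4f15* had a log2 fold change of -3.37 (standard error 0.24, adjusted p = 0.0020) between the genotypes. With purmorphamine it rose by 2.07 in *Pparg-cKO* (adjusted p = 0.014) and by 1.11 in control ureters (adjusted p = 0.047).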

From the set of 450 genes with decreased expression in *Pparg-cKO* ureters, we found that purmorphamine led to increased expression of 91 of them. Functional annotation for these 91 genes revealed ‘apical plasma membrane urothelial plaques’ as a term related to increased expression of Upk genes*.* Notably, other S cell genes, including *Hsd17b2*, *Krt20, Sptssb*, *Ttr*, *Fam25c* and *Rab27b* also regained some expression, suggesting that S cell-specific gene expression is controlled by PPARG both directly and in a non-cell-autonomous manner via SHH signaling (Fig. 7F, Table S23).

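Of the 5 Upk genes, *Upk1a*, *Upk1b*, *Upk2* and *Upk3b* were lower in *Pparg-cKO* and raised by purmorphamine under the rule of the methods, while *Upk3a* changed too little. The median log2 fold change of the 5 was -1.31 between the genotypes, 1.44 with purmorphamine in *Pparg-cKO* and 0.67 with purmorphamine in control ureters. *Upk1b* had -1.31 (standard error 0.16, adjusted p = 0.010) between the genotypes and 1.72 (standard error 0.12, adjusted p = 0.014) with purmorphamine in *Pparg-cKO*, both from limma with Benjamini-Hochberg adjustment. *Upk1a* had -1.34 (adjusted p = 0.032) and 2.14 (adjusted p = 0.014), *Upk2* had -0.80 (adjusted p = 0.065) and 0.84 (adjusted p = 0.035), *Upk3b* had -1.83 (adjusted p = 0.0057) and 1.44 (adjusted p = 0.014), and *Upk3a* had -0.24 (adjusted p = 0.44) and 0.47 (adjusted p = 0.10). The other S cell genes were lower in both pairs and rose on both *Pparg-cKO* arrays. Between the genotypes the log2 fold change was -2.37 (adjusted p = 0.010) for *Hsd17b2*, -3.70 (adjusted p = 0.0056) for *Krt20*, -2.70 (adjusted p = 0.0073) for *Sptssb*, -3.59 (adjusted p = 0.012) for *Ttr*, -1.11 (adjusted p = 0.045) for *Fam25c* and -1.23 (adjusted p = 0.051) for *Rab27b*, the last of which missed the threshold. With purmorphamine in *Pparg-cKO* it was 2.38 (adjusted p = 0.018), 2.43 (adjusted p = 0.018), 1.99 (adjusted p = 0.032), 1.24 (adjusted p = 0.040), 1.57 (adjusted p = 0.015) and 1.42 (adjusted p = 0.025) in the same order. Of these 11 genes and *Grhl3*, 8 were called between the genotypes and 11 with purmorphamine in *Pparg-cKO*. These counts dropped to 0 without control replicate 2 (11 at an unadjusted p under 0.05) and to 5 without *Pparg-cKO* replicate 2. *Krt20* had a log2 intensity of 13.82 ± 0.29 (SD, n = 2 pools) in control and 10.12 ± 0.13 (SD, n = 2) in *Pparg-cKO* ureters with DMSO, and of 12.55 ± 0.81 (SD, n = 2) in *Pparg-cKO* ureters with purmorphamine. In control ureters the 6 genes rose as well on both arrays, by 1.05, 1.15, 0.67, 1.11, 0.81 and 0.61, with none past the threshold after adjustment. Of the 12 genes, 11 rose in control at an unadjusted p under 0.05. Without either *Pparg-cKO* replicate, 5 of the 12 genes were called in control. From the regained expression of these genes, the paper proposes that PPARG controls S cell-specific genes both directly and, through SHH signaling, in a non-cell-autonomous manner.

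**Figure D2:**
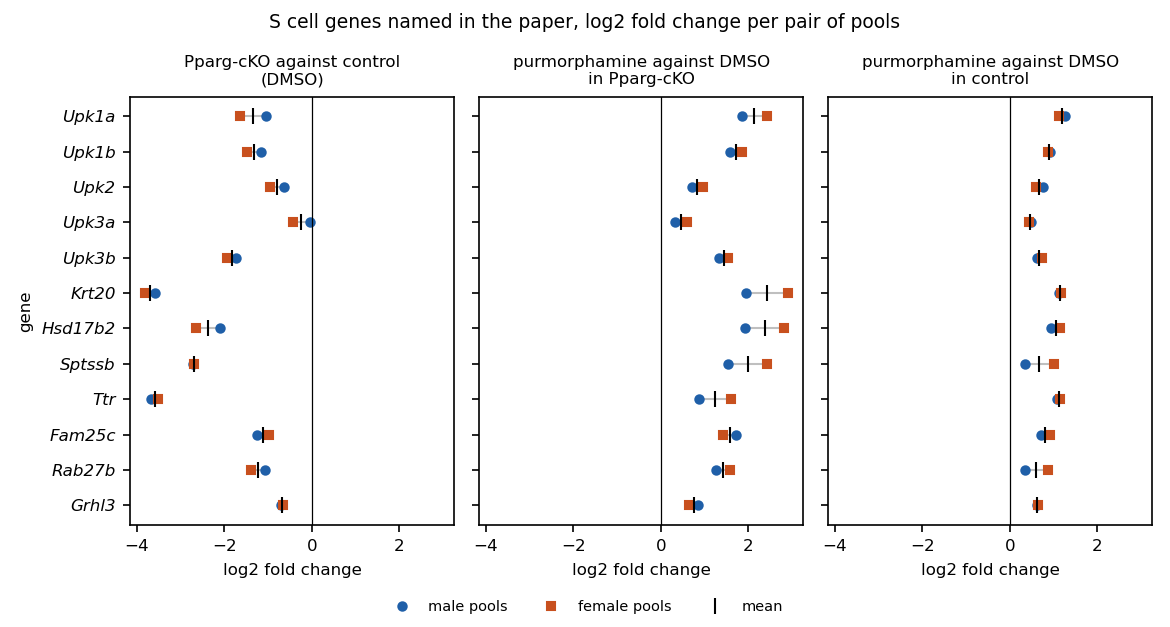
Log2 fold change of 12 S cell genes (one line per gene) for Pparg-cKO against control ureters with DMSO (left) and for purmorphamine against DMSO in Pparg-cKO (middle) and in control ureters (right). Circles are male pools, squares female pools and ticks their mean. All genes lie below 0 in the left panel and above 0 in the middle and right panels, and *Krt20* reaches -3.70 on average in the left panel.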

Because (small) expression changes are difficult to detect by RNA *in situ* hybridization on sections of cultured ureters, we validated and quantified the expression (changes) of candidate genes by reverse transcription quantitative polymerase chain reaction (RT-qPCR). This assay confirmed the expression changes of *Hhip*, a direct target of SHH signaling (Chuang et al., 2003) (Fig. 7G, Table S24A), as well as of *Krt14* and *Krt15*. For other keratins, we could not detect expression (*Krt6b*) or confirm the expression changes, possibly due to very low overall expression levels (Fig. 7H, Table S24B). In contrast, RT-qPCR confirmed the expression changes of S cell structural genes (Upk genes, *Krt20*, *Hsd17b2*) as well as of *Grhl3*, including the upregulation by purmorphamine treatment in both control and *Pparg-cKO* ureters (Fig. 7I, Table S24C).

## DISCUSSION

### PPARG regulates S cell differentiation in the ureter

Previous *in vitro* studies described that Upk gene expression depends on nuclear activation of PPARG and that PPARG is a direct upstream regulator of Upk genes (Salma et al., 2004; Varley et al., 2009, 2004b). Furthermore, in mice with a conditional (*Hoxb7-cre* mediated) loss of *Pparg* in the UE, Upk gene and *Krt20* expression was found to be significantly reduced at P1 and in adult stages (Weiss et al., 2013).

Our independent conditional approach not only confirms that *Pparg* is required for the expression of these classical S cell markers, but also shows that the entire S cell differentiation program in the mouse ureter depends on *Pparg*. In *Pparg-cKO* ureters, a luminal cell layer was formed at E16.5, but the cells remained small and did not express UPKs at fetal and postnatal stages. Our transcriptional profiling of fetal ureters revealed a large set of genes, expression of which was not activated in the luminal layer of *Pparg-cKO* ureters. Comparison with a ChIP-Seq dataset of PPARG in a bladder urothelial cancer cell line showed that a large fraction of these genes contain PPARG-binding sites (Sanchez et al., 2021). Together with the strong expression of PPARG in the luminal cell layer from E16.5 onwards, this argues that PPARG drives differentiation of S cells by directly activating the transcription of Upk genes as well as of many other genes that collectively transform the small luminal precursors into large biosynthetically highly active cells.

The expression of some S cell-specific genes, including *Sptssb*, *Upk1b*, *Upk3b* and *Fa2h*, was reduced but not absent in the *Pparg-cKO* ureter, suggesting alternative activating inputs in expression of these genes. A strong candidate is the transcription factor GRHL3. In mice with a systemic loss of *Grhl3*, the cells of the luminal layer of the bladder epithelium (the ureter was not analyzed) were small and did not express UPKs and KRT20 (Yu et al., 2009). Transcriptional profiling of the mutant bladder revealed strongly reduced expression of *Upk2* and *Snx31* (a gene involved in endosomal recycling), whereas expression of other Upk genes and S cell markers was less affected (Yu et al., 2009). In *Pparg-cKO* ureters, the expression of *Upk2* and *Snx31* was only slightly affected at E16.5 and E18.5. Importantly, the expression of *Grhl3*/GRHL3 was normal in the *Pparg-cKO* urothelium at these stages. These results suggest that PPARG and GRHL3 are independently required for S cell differentiation in the developing ureter and bladder. Some S cell-specific genes (*Upk2*, *Snx31*) may be preferentially activated by GRHL3, some by PPARG (*Krt20*, *Hsd17b2*), while others (e.g. *Upk3b*) may be co-regulated by both transcriptional activators.

In mice with a conditional loss of *Pparg* in the bladder epithelium, *Grhl3* expression has been shown to be reduced in an RNA-sequencing analysis of adult mutant bladders (Liu et al., 2019). As *Grhl3* expression has not been validated at mRNA or protein levels in adults, or at fetal stages when secondary changes can be excluded, it remains unclear whether PPARG acts upstream of *Grhl3* in the bladder urothelium.

Work in normal human urothelial (NHU) cells has identified the transcription factor genes *FOXA1* and *IRF1* as direct targets and mediators of PPARG function (Varley et al., 2009). The expression of both transcription factor genes was unchanged in *Pparg-cKO* ureters, making it unlikely that they act as functional mediators of PPARG in the mouse ureter.

Analysis of mice with a conditional loss of *Pparg* in the bladder epithelium confirmed a requirement for *Pparg* in S cell differentiation, and suggested a primary function in the transcriptional control of mitochondrial biogenesis and fatty acid transport in this process (Liu et al., 2019). In our transcriptional profiling of fetal *Pparg-cKO* ureters, we did not find genes related to mitochondrial functions. Together with our finding that *Fabp4*, a direct transcriptional target of PPARG in adipose tissue and the bladder urothelium, is not expressed in the UE, this may indicate that PPARG regulates common but also distinct targets in S cell differentiation in the bladder and ureter. However, it should be noted that the profiling of the mutant bladders was performed in adults, and not at the fetal onset of PPARG function as in our study. Therefore, the transcriptional changes in the mutant bladder may not represent primary PPARG targets, but rather the long-term alterations associated with the absence of functional S cells. Circumstantial evidence for such a notion is provided by the ChIP-Seq data set for *PPARG* in urothelial carcinoma cells, which did not identify PPARG-binding sites in genes related to fatty acid metabolism and mitochondrial function (Sanchez et al., 2021).

### Loss of *Shh* expression contributes to B cell and I cell changes in *Pparg-cKO* ureters

Our detailed phenotypic characterization of *Pparg-cKO* ureters at both fetal and postnatal stages revealed not only a lack of differentiated S cells, but also severe alterations in B cell and I cell development. Stratification of the UE into a three-layered architecture did not occur, resulting in a complete absence of I cells after birth. Cells of the basal layer continued to proliferate and ectopically expressed markers of a potential regenerative response, KRT14 (and KRT15) (Papafotiou et al., 2016; Tai et al., 2013), in postnatal life. These findings extend results from previous conditional *Pparg* knockout studies that demonstrated B cell proliferation in mutant ureters at P1, and described a lack of I cells and an expansion of KRT14^+^ cells in adult bladders, respectively (Liu et al., 2019; Weiss et al., 2013).

It is known that the complete absence of S cells and I cells after severe injury results in the activation of KRT14 expression in B cells and their subsequent proliferative expansion (Mysorekar et al., 2009; Papafotiou et al., 2016). Similar changes have been found in mice deficient for *Upk1b*, *Upk2* and *Upk3a*, which fail to form urothelial plaques (Carpenter et al., 2016; Hu et al., 2000; Kong et al., 2004). Thus, the proliferative expansion of B cells in the *Pparg-cKO* urothelium is most likely secondary to the loss of differentiated, and thus functional, S cells.

Loss of S cells and I cells in an infection model leads to a rapid restoration of urothelial architecture by dedifferentiation of B cells into I cells, and subsequent differentiation of I cells into S cells (Wiessner et al., 2022). In *Upk1b*-deficient mice, the urothelium becomes hypercellular with multiple layers of B cells and I cells (Carpenter et al., 2016). In contrast, the *Pparg-cKO* urothelium failed to generate new I cells and remained two-layered into adulthood. Increased B cell proliferation likely led to the lateral expansion of the tissue.

Our experiments provide compelling evidence that this disparate response in the *Pparg-cKO* urothelium is caused by the loss of *Shh* expression. Activation of SHH signaling in cultures of perinatal *Pparg-cKO* ureters rescued the epithelial circumference, reduced urothelial cell number, decreased B cell proliferation and, importantly, increased I cell number, indicating a shift from horizontal expansion to vertical stratification. Support for such a role for SHH signaling comes from studies in urothelial carcinoma cells, in which SHH overexpression after PPARG inhibition resulted in a partial rescue of cell proliferation and migration/invasion (Sanchez et al., 2021).

Our transcriptional profiling provides a first indication of the programs that SHH signaling may affect in this condition. 

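In the arrays of P0 cultures, *Krt14* had a log2 fold change with purmorphamine of -1.01 (standard error 0.26, adjusted p = 0.11) in *Pparg-cKO* and -0.16 (standard error 0.26, adjusted p = 0.81) in control ureters, from limma with Benjamini-Hochberg adjustment. For *Krt15* the values were -1.40 (standard error 0.16, adjusted p = 0.025) in *Pparg-cKO* and -1.67 (standard error 0.16, adjusted p = 0.035) in control, so that *Krt15* was called lowered in both genotypes and *Krt14* in neither. *Krt15* was no longer called in *Pparg-cKO* without *Pparg-cKO* replicate 2, at -1.11, nor in control without either control replicate, at -1.65 and -1.70. Between *Pparg-cKO* and control ureters with DMSO, *Krt14* was higher in both pairs, with 0.48 in the male and 2.06 in the female pair (adjusted p = 0.14). *Krt15* changed in opposite directions in the pairs, with -0.40 in the male and 1.12 in the female pair, and its mean of 0.36 (adjusted p = 0.78) was not called. Neither gene met the rule of the methods for a difference between the genotypes.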

We found that reactivation of SHH signaling leads to a downregulation of some keratins, which are involved in the proliferative response (*Krt14*, *Krt15*) and/or squamous differentiation (*Krt6*, etc., although this needs further validation). It seems plausible that reduced levels of these intermediate filament proteins but also of cell adhesion and polarity regulators could restore the normal physical properties of B cells, and/or lead to reduced proliferation and an altered cell division plane. However, we also found that the expression of many S cell-specific genes (such as *Krt20*, Upk genes, *Fam25c*) was increased (independently of PPARG), suggesting that these genes may receive an independent activating input from SHH signaling, possibly via *Grhl3* upregulation. These findings complement previous reports that active SHH signaling limits tumor progression in the bladder (Kim et al., 2019; Shin et al., 2011), and suggest that restoration of SHH signaling may be a therapeutic option in urothelial carcinomas with inactivated *PPARG*.

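*Grhl3* was lower in *Pparg-cKO* than in control ureters with DMSO, with a log2 fold change of -0.68 (standard error 0.18, adjusted p = 0.12) from limma with Benjamini-Hochberg adjustment, and met the rule of the methods without passing the test. Purmorphamine raised it by 0.75 in *Pparg-cKO* (standard error 0.11, adjusted p = 0.037) and by 0.63 in control ureters (standard error 0.11, adjusted p = 0.081), on both arrays of each genotype. The difference between these effects was 0.12 (standard error 0.15). For *Krt20* the difference was 1.28 (standard error 0.34), for *Upk1a* 0.94 (standard error 0.23) and for *Fam25c* 0.76 (standard error 0.18), each larger in *Pparg-cKO* than in control and none past the threshold after adjustment. The 56 genes with decreased expression at E16.5 and E18.5 rose with purmorphamine by a median of 0.58 in *Pparg-cKO* ureters, where 25 were called over all genes tested and 36 adjusted over the list alone. In control ureters the median was 0.36, with 2 and 27 called. Without *Pparg-cKO* replicate 2, 5 genes were called over all genes in *Pparg-cKO*, and without control replicate 2, 0 in control and 7 adjusted over the list alone. Camera gave adjusted p = 3.1e-18 in *Pparg-cKO* and 4.5e-07 in control ureters, while by fry only *Pparg-cKO* was past the threshold, with adjusted p = 0.046 against 0.12. Without 1 of the arrays this p for *Pparg-cKO* rose to as much as 0.19. The difference between the genotypes was tested for this list after these values had been seen. Its median was 0.28, larger in *Pparg-cKO*, with adjusted p = 7.2e-13 by camera and 0.28 by fry, so that fry does not show a difference. This median was 0.13 to 0.39 with 1 array left out, where the adjusted p was at most 0.0036 by camera and at least 0.42 by fry.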

Because urothelial SHH exclusively acts in the surrounding mesenchyme (Bohnenpoll et al., 2017b; Yu et al., 2002), it is likely that a mesenchymal signal transduces its function back to the urothelium. Based on the loss of ALDH1A2 expression in E18.5 *Pparg-cKO* ureters and reports that mesenchymal BMP4 mediates SHH signaling in the early ureter (Bohnenpoll et al., 2017b), retinoic acid and BMP4 are interesting candidates for such a relay function.

Complete pharmacological inhibition of SHH signaling in perinatal ureter cultures affected lamina propria formation, as recently reported (Straube et al., 2025), but did not result in urothelial differentiation defects and slightly decreased rather than increased B cell proliferation. This suggests that SHH signaling is not individually required for perinatal urothelial development and homeostasis. In bladder injury and infections as well as in *Upk1b*-deficient bladder urothelium, *Shh* expression is strongly upregulated (Carpenter et al., 2016; Kim et al., 2019). This suggests that signals from differentiated S cells normally limit *Shh* expression in B cells. Such signals may also prevent the dedifferentiation of B cells into I cells in homeostasis. In the absence of such inhibitory signals, i.e. when S cells are absent or non-functional, SHH signaling is enhanced and participates in the regenerative response.

We conclude that PPARG affects urothelial development and integrity in at least two ways. PPARG induces S cell differentiation from E16.5 onward by directly activating a large number of genes in the luminal cell layer. PPARG also directly activates *Shh* expression in B cells. In development, SHH signaling is possibly required for formation of the intermediate cell layer after E16.5. After injury and infection, enhanced SHH signaling attenuates the proliferative expansion of B cells, supports the formation of I cells, and enhances the differentiation of S cells, i.e. is part of the regenerative response to restore urothelial integrity.

### Ureter dilatation in adult *Pparg-cKO* mice

Similar to a previously reported conditional knockout model (Weiss et al., 2013), *Pparg-cKO* mice developed progressive bilateral ureteral dilatation with parenchymal thinning by P40. The hydroureter, as this condition is known, was not caused by SMC or pacemaker defects, as the expression of SMC markers was normal and peristalsis was unaffected in the perinatal stages. We also found no evidence of physical obstruction along the ureter and the vesicoureteric junction as a possible cause.

In ‘classical’ hydroureter, the accumulation of urine leads to a uniform expansion of the luminal circumference and tissue thinning. In *Pparg-cKO* ureters, the luminal circumference was uneven and folded, arguing against a fluid-mediated dilatation. Since the expression of numerous keratins and basal cell proliferation was greatly increased postnatally, it is possible that proliferative urothelial expansion is a cause and not a consequence of the luminal dilatation. However, lack of differentiated S cells may contribute to dilatation by disrupting urothelial integrity, widening of the ureteral orifice and causing vesicoureteral reflux, as observed in mice lacking Upk gene expression (Carpenter et al., 2016; Hu et al., 2000; Kong et al., 2004).

## MATERIALS AND METHODS

### Mouse strains and husbandry

For conditional deletion of *Pparg* in the UE, we combined the transgenic cre driver line *Tg(Pax2-cre)1AKis* (synonym: *Pax2-cre*) (Trowe et al., 2011) with a floxed allele of *Pparg* (*Pparg^tm2Rev^* ; synonym: *Pparg^fl^*). In this allele, *loxP* sites flank exons 2 and 3 of the *Pparg* gene (reference transcript: NM011146.3), which results in the generation of an N-terminally truncated non-functional PPARG protein after cre-mediated deletion (He et al., 2003). The mice were maintained on an NMRI outbred background. *Pax2-cre/+;Pparg^fl/fl^* (*Pparg-cKO*) mice were obtained from matings of *Pax2-cre/+;Pparg^f/l+^* males and *Pparg^fl/fl^* females; cre-negative littermates served as controls. Embryos for *Pparg* expression analyses were obtained from matings of NMRI wild-type mice.

Pregnancies were timed as E0.5 by vaginal plugs in the morning after mating. Pregnant females were sacrificed by cervical dislocation. Embryos and urogenital systems were dissected in PBS. Specimens were fixed in 4% paraformaldehyde in PBS, transferred to methanol and stored at −20°C prior to further processing. PCR genotyping was performed on genomic DNA prepared from biopsies (Table S25A).

Mice were housed in light- and temperature-controlled rooms at the central animal facility of the Hannover Medical School. The experiments were performed in accordance with the German Animal Welfare Legislation (§4, TierSchG). They were approved by the local Institutional Animal Care and Research Advisory Committee and authorized by the Lower Saxony State Office for Consumer Protection and Food Safety (reference number 42500/1H).

### Organ cultures

Ureters for explant cultures were dissected in L-15 Leibovitz medium (F1315, Biochrom) and cultured on 0.4 µm PET membrane ThinCert inserts (657641, Greiner Bio-One) at 37°C in 5% CO_2_ in organ culture medium (DMEM/F12) (21331-020, Thermo Fisher Scientific) supplemented with 100 units/ml penicillin, 100 μg/ml streptomycin (15140-122, Thermo Fisher Scientific), 1 mM sodium pyruvate (11360-039, Thermo Fisher Scientific), 1× MEM NEAA (11140-035, Thermo Fisher Scientific) and 1× GlutaMAX (35050-038, Thermo Fisher Scientific) at the air–liquid interface. Medium was changed every other day. For pharmacological manipulation of SHH signaling, we used cyclopamine (S1146, Selleck Chemicals GmbH) dissolved in DMF at a final concentration of 10 µM, and purmorphamine (540220, Merck) dissolved in DMSO at a final concentration of 2 µM. At the end of the culture period, the tissue was prefixed in methanol, 4% paraformaldehyde in PBS, transferred in methanol, and stored at −20°C prior to further processing.

### Histological, immunofluorescence and immunohistochemical analyses

Embryos, urogenital systems and explants were embedded in paraffin wax and sectioned at 5 µm. Hematoxylin/Eosin and Sirius Red staining were performed according to standard procedures. For antigen detection, primary antibody labeling was performed overnight at 4°C after antigen retrieval (5 min at 121°C; H-3300, Vector Laboratories), blocking of endogenous peroxidases with 6% H_2_O_2_ for 30 min, and incubation in blocking buffer provided from the kits (TNB) for 30 min. Primary antibodies were visualized with either biotinylated Fab fragments or fluorophore-conjugated secondary antibodies (Table S26). The TSA Tetramethylrhodamine Amplification Kit (1:100; NEL701001KT, PerkinElmer) was used for antibody amplification. Cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 6335.1, Carl Roth) according to the manufacturer's instructions. DAB substrate solution (NEL938001EA, PerkinElmer) was used for immunohistochemical detection of PPARG.

### Electron microscopy and toluidin staining on semi-thin sections

Electron microscopy was performed on Epon-embedded sections as described previously (Rudat et al., 2014).

### Cell proliferation and apoptosis assays

Cell proliferation rates in explant cultures (*n*=5 per condition and genotype) were assessed by the detection of incorporated 5-bromo-2'-deoxyuridine (BrdU) on 5 μm paraffin wax sections according to published protocols (Bussen et al., 2004). Explant cultures were grown for 3 h with 3.3 μg/ml BrdU in the culture medium. For each specimen, five sections of the proximal ureter were evaluated. The BrdU labeling index was defined as the number of BrdU-positive nuclei relative to the total number of nuclei as detected by DAPI counterstaining of the ureter. Data were expressed as mean±s.d.

Cell proliferation rates *in vivo* (*n*=5 per condition and genotype) were assessed by immunofluorescence detection of Ki67 on 5 μm paraffin wax sections. For each specimen, *n*=5 sections of the proximal ureter were evaluated. The Ki67 labeling index was defined as the number of Ki67-positive nuclei relative to the total number of nuclei as detected by DAPI counterstaining of the ureter. Data were expressed as mean±s.d.

Tissue apoptosis was assessed by TUNEL assay using the ApopTag Plus Fluorescein *In Situ* Apoptosis Detection Kit (S7111, Merck KGaA) on 5 μm paraffin wax sections from at least three specimens per genotype.

### RNA *in situ* hybridization analysis

RNA *in situ* hybridization analysis on 10-µm-thick paraffin wax sections using digoxigenin-labeled anti-sense probes was performed as described (Moorman et al., 2001). Primers for PCR amplification of new DNA templates for *in vitro* transcription of RNA probes are listed in Table S25B.

### Microarray experiments and data analysis

Total RNA was extracted from pools of ureters dissected from E16.5 (*n*≥9) and E18.5 (*n*≥11) sex-sorted control and *Pparg-cKO* embryos using the peqGOLD RNAPure reagent (732-3312, Peqlab). Total RNA was extracted from pools of sex-sorted P0 control and *Pparg-cKO* ureters cultured for 8 days with or without 2 µM purmorphamine using the RNeasy kit (QIAGEN) according to the manufacturer's recommendations. All RNA pools were sent to the Research Core Unit Transcriptomics of Hannover Medical School where labeled cRNA was synthesized and hybridized to the ‘Whole Mouse Genome Oligo Microarray V2’ (AMADID 026655, Agilent Technologies). Differentially expressed genes for each stage were identified by filtering normalized expression data using Excel (Microsoft Corp.) based on an intensity threshold of 100 and a 1.5-fold change. Microarray data were submitted to Gene Expression Omnibus under accession numbers GSE254236, GSE254237 and GSE270635.

For prediction of direct target genes of PPARG, we used data available in the Gene Expression Omnibus database (GSE166803) for 5637 urothelial carcinoma cells analyzed by chromatin-immunoprecipitation followed by deep sequencing for PPARG and IgG controls to investigate genome-wide PPARG occupancy (Sanchez et al., 2021). Genes upregulated in our microarray were manually compared in the Integrative Genomics Viewer [version 2.3.37(45); Robinson et al., 2011] with ChIP sequencing data (in human, hg38) based on the gene symbol.

### RT-qPCR

RNA extraction and RT-qPCR analysis for gene expression was performed on three independent pools of five ureters each of P0 control and *Pparg-cKO* ureter explants cultured for 8 days in presence of 0.1% DMSO (control) or 2 µM purmorphamine, as previously described (Bohnenpoll et al., 2017b; Incardona et al., 1998; Meuser et al., 2022; Straube et al., 2025). Primers are listed in Table S25C.

### Image documentation

Sections were photographed on a Leica DM5000 microscope using a Leica DFC300FX digital camera. Whole-mounts were photographed on a Leica M420 with a Fujix HC-300Z digital camera. All images were assembled into figures using Adobe Photoshop CS4.

### Statistics

Quantification of specific cell types and proliferating cells was performed on transverse proximal ureter sections, and marker-positive cells were counted within the urothelium. Nuclei were counter-stained with DAPI. Measurements and cell counts were performed using Fiji/ImageJ 2.3.0 (NIH) (Schindelin et al., 2012) and Adobe Photoshop CS4 software.

The circumference of the ureteral lumen was measured on scaled pictures with the Fiji/ImageJ line tool. The luminal cell area was measured on scaled pictures with the Fiji/ImageJ freehand selection tool, based on DAPI and CDH1 immunofluorescence staining (basolateral borders plus autofluorescence of the cell soma).

To determine the onset of ureter peristalsis, the presence of a peristaltic wave along the ureter was judged within a 1-min time interval. For quantification of the peristaltic frequency, the number of peristaltic waves along the ureter was counted within a 1-min time interval. For the assessment of contraction intensity of cultured ureters, 60 s videos of the explants were recorded with five frames per second on a Leica DM6000 microscope and Leica K3M digital camera and analyzed using Fiji/ImageJ 2.3.0 (NIH) (Schindelin et al., 2012). Contraction intensity was analyzed at mid ureter length by calculating the relative width of the ureter during contraction and relaxation. GraphPad Prism7 and Numbers version 6.1 were used to plot the respective graphs.

Cell proliferation rates were assessed by immunofluorescence detection for BrdU (culture) or Ki67 (*in vivo*). Cells were manually counted using the counting tool in Adobe Photoshop CS4. The labeling index was defined as the number of BrdU/Ki67-positive nuclei relative to the total number of nuclei as detected by DAPI counterstaining of the urothelium (total urothelium), KRT5^+^ cells (basal cells), KRT5^−^P63^+^ cells (intermediate cells), unstained cells (luminal cell nuclei) or KRT15^+^ cells (KRT15^+^ cells). All data were expressed as mean±s.d.

Statistical analyses of cell counts were performed using GraphPad Prism7 and Numbers version 6.1. The normal distribution of the data was tested using the Shapiro–Wilk normality test (normal distribution if *P*≥0.05); equality of variances was tested using the *F*-test (equal variances if *P*≥0.05). To compare two groups with normal distribution and equal variances, an unpaired, two-sided *t*-test was applied. The two-sided Welch's *t*-test was used if two groups with normal distribution had unequal variances. The two-sided Mann–Whitney *U*-test was used to compare two groups with non-parametric distribution. Results were expressed as mean±s.d. All significant differences are indicated (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

RT-qPCR data were evaluated using GraphPad Prism 8.4.37. Normality and equality of variances were assessed using the Shapiro–Wilk test and two-way ANOVA followed by Tukey's post-hoc test. Values are presented as arithmetic mean±s.d. *P*<0.05 was considered statistically significant. For details, see figure legends.

## Supplementary Material

10.1242/develop.204324_sup1 Supplementary information

Table S1. Genotype frequencies of animals derived from the breeding of *Pax2-cre/+;PParg^fl/+^* males and *Pparg^fl/fl^* females follows a Mendelian ratio.

Table S2. Quantification of the circumference of the tubular lumen in control and *Pparg-cKO* ureters at E18.5, P7 and P40.

Table S3. Quantification of the size of cells in the luminal cell layer in control and *Pparg-cKO* ureters at E18.5, P7 and P40.

Table S4. Statistics on the peristaltic activity of explants of P0 control and *Pparg-cKO* ureters cultured for 6 days.

Table S5. Cell proliferation analysis in the urothelium of control and *Pparg-cKO* ureters at E18.5 and P7.

Table S6. Genes with increased expression in microarrays of *Pparg-cKO* ureters at E16.5.

Table S7. Genes with decreased expression in microarrays of *Pparg-cKO* ureters at E16.5.

Table S8. Genes with increased expression in microarrays of *Pparg-cKO* ureters at E18.5.

Table S9. Genes with decreased expression in microarrays of *Pparg-cKO* ureters at E18.5.

Table S10. Overlap of genes with increased expression in *Pparg-cKO* ureters at E16.5 and E18.5.

Table S11. Overlap of genes with decreased expression in *Pparg-cKO* ureters at E16.5 and E18.5.

Table S12. Functional annotations of genes with increased expression in microarrays of both E16.5 and E18.5 *Pparg-cKO* ureters.

Table S13. Functional annotations of genes with decreased expression in microarrays of both E16.5 and E18.5 *Pparg-cKO* ureters.

Table S14. Inhibition of SHH signaling in E18.5+6d ureter explant cultures does not affect urothelial development.

Table S15. Restoration of SHH signaling partially rescues urothelial defects in explant cultures of E18.5+6d *Pparg-cKO* ureters.

Table S16. Genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days.

Table S17. Genes with decreased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days.

Table S18. Functional annotations of genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days.

Table S19. Functional annotations of genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days.

Table S20. Genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Table S21. Genes with decreased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Table S22. Functional annotations of genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Table S23. Functional annotations of genes with decreased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Table S24. RT-qPCR analysis of gene expression.

Table S25. List of primers used in this study.

Table S26. List of primary and secondary antibodies used in this study.

## References

[DEV204324C1] Arrighi, S. (2015). The urothelium: anatomy, review of the literature, perspectives for veterinary medicine. *Ann. Anat.* 198, 73-82. 10.1016/j.aanat.2014.11.00125533627

[DEV204324C2] Bell, S. M., Zhang, L., Mendell, A., Xu, Y., Haitchi, H. M., Lessard, J. L. and Whitsett, J. A. (2011). Kruppel-like factor 5 is required for formation and differentiation of the bladder urothelium. *Dev. Biol.* 358, 79-90. 10.1016/j.ydbio.2011.07.02021803035 PMC3180904

[DEV204324C3] Blanquart, C., Barbier, O., Fruchart, J. C., Staels, B. and Glineur, C. (2003). Peroxisome proliferator-activated receptors: regulation of transcriptional activities and roles in inflammation. *J. Steroid Biochem. Mol. Biol.* 85, 267-273. 10.1016/S0960-0760(03)00214-012943712

[DEV204324C4] Bohnenpoll, T., Feraric, S., Nattkemper, M., Weiss, A.-C., Rudat, C., Meuser, M., Trowe, M.-O. and Kispert, A. (2017a). Diversification of cell lineages in ureter development. *J. Am. Soc. Nephrol.* 28, 1792-1801. 10.1681/ASN.201608084928028137 PMC5461796

[DEV204324C5] Bohnenpoll, T., Wittern, A. B., Mamo, T. M., Weiss, A.-C., Rudat, C., Kleppa, M.-J., Schuster-Gossler, K., Wojahn, I., Ludtke, T. H.-W., Trowe, M.-O. et al. (2017b). A SHH-FOXF1-BMP4 signaling axis regulating growth and differentiation of epithelial and mesenchymal tissues in ureter development. *PLoS Genet.* 13, e1006951. 10.1371/journal.pgen.100695128797033 PMC5567910

[DEV204324C6] Bussen, M., Petry, M., Schuster-Gossler, K., Leitges, M., Gossler, A. and Kispert, A. (2004). The T-box transcription factor Tbx18 maintains the separation of anterior and posterior somite compartments. *Genes Dev.* 18, 1209-1221. 10.1101/gad.30010415155583 PMC415645

[DEV204324C7] Carpenter, A. R., Becknell, M. B., Ching, C. B., Cuaresma, E. J., Chen, X., Hains, D. S. and McHugh, K. M. (2016). Uroplakin 1b is critical in urinary tract development and urothelial differentiation and homeostasis. *Kidney Int..* 89, 612-624. 10.1016/j.kint.2015.11.01726880456 PMC4757817

[DEV204324C8] Castillo-Martin, M., Domingo-Domenech, J., Karni-Schmidt, O., Matos, T. and Cordon-Cardo, C. (2010). Molecular pathways of urothelial development and bladder tumorigenesis. *Urol. Oncol.* 28, 401-408. 10.1016/j.urolonc.2009.04.01920610278

[DEV204324C9] Chuang, P.-T., Kawcak, T. N. and McMahon, A. P. (2003). Feedback control of mammalian Hedgehog signaling by the Hedgehog-binding protein, Hip1, modulates Fgf signaling during branching morphogenesis of the lung. *Genes Dev.* 17, 342-347. 10.1101/gad.102630312569124 PMC195990

[DEV204324C10] Dalghi, M. G., Montalbetti, N., Carattino, M. D. and Apodaca, G. (2020). The urothelium: life in a liquid environment. *Physiol. Rev.* 100, 1621-1705. 10.1152/physrev.00041.201932191559 PMC7717127

[DEV204324C11] Desvergne, B. and Wahli, W. (1999). Peroxisome proliferator-activated receptors: nuclear control of metabolism. *Endocr. Rev.* 20, 649-688. 10.1210/edrv.20.5.038010529898

[DEV204324C12] Deuper, L., Meuser, M., Thiesler, H., Jany, U. W. H., Rudat, C., Hildebrandt, H., Trowe, M.-O. and Kispert, A. (2022). Mesenchymal FGFR1 and FGFR2 control patterning of the ureteric mesenchyme by balancing SHH and BMP4 signaling. *Development* 149, dev200767. 10.1242/dev.20076736094016

[DEV204324C13] Gandhi, D., Molotkov, A., Batourina, E., Schneider, K., Dan, H., Reiley, M., Laufer, E., Metzger, D., Liang, F., Liao, Y. et al. (2013). Retinoid signaling in progenitors controls specification and regeneration of the urothelium. *Dev. Cell* 26, 469-482. 10.1016/j.devcel.2013.07.01723993789 PMC4024836

[DEV204324C14] Guan, Y., Zhang, Y., Davis, L. and Breyer, M. D. (1997). Expression of peroxisome proliferator-activated receptors in urinary tract of rabbits and humans. *Am. J. Physiol. Cell Physiol.* 273, F1013-F1022. 10.1152/ajprenal.1997.273.6.F10139435691

[DEV204324C15] Harnden, P., Allam, A., Joyce, A. D., Patel, A., Selby, P. and Southgate, J. (1995). Cytokeratin 20 expression by non-invasive transitional cell carcinomas: potential for distinguishing recurrent from non-recurrent disease. *Histopathology* 27, 169-174. 10.1111/j.1365-2559.1995.tb00025.x8835265

[DEV204324C16] He, W., Barak, Y., Hevener, A., Olson, P., Liao, D., Le, J., Nelson, M., Ong, E., Olefsky, J. M. and Evans, R. M. (2003). Adipose-specific peroxisome proliferator-activated receptor gamma knockout causes insulin resistance in fat and liver but not in muscle. *Proc. Natl. Acad. Sci. USA* 100, 15712-15717. 10.1073/pnas.253682810014660788 PMC307633

[DEV204324C17] Hu, P., Deng, F.-M., Liang, F.-X., Hu, C.-M., Auerbach, A. B., Shapiro, E., Wu, X.-R., Kachar, B. and Sun, T.-T. (2000). Ablation of uroplakin III gene results in small urothelial plaques, urothelial leakage, and vesicoureteral reflux. *J. Cell Biol.* 151, 961-972. 10.1083/jcb.151.5.96111085999 PMC2174354

[DEV204324C18] Huang, D. W., Sherman, B. T. and Lempicki, R. A. (2009). Systematic and integrative analysis of large gene lists using DAVID Bioinformatics Resources. *Nat. Protoc.* 4, 44-57. 10.1038/nprot.2008.21119131956

[DEV204324C19] Incardona, J. P., Gaffield, W., Kapur, R. P. and Roelink, H. (1998). The teratogenic Veratrum alkaloid cyclopamine inhibits sonic hedgehog signal transduction. *Development* 125, 3553-3562. 10.1242/dev.125.18.35539716521

[DEV204324C20] Ingham, P. W. and McMahon, A. P. (2001). Hedgehog signaling in animal development: paradigms and principles. *Genes Dev.* 15, 3059-3087. 10.1101/gad.93860111731473

[DEV204324C21] Jain, S., Pulikuri, S., Zhu, Y., Qi, C., Kanwar, Y. S., Yeldandi, A. V., Rao, M. S. and Reddy, J. K. (1998). Differential expression of the peroxisome proliferator-activated receptor gamma (PPARgamma) and its coactivators steroid receptor coactivator-1 and PPAR-binding protein PBP in the brown fat, urinary bladder, colon, and breast of the mouse. *Am. J. Pathol.* 153, 349-354. 10.1016/S0002-9440(10)65577-09708794 PMC1852994

[DEV204324C22] Kawakami, S., Arai, G., Hayashi, T., Fujii, Y., Xia, G., Kageyama, Y. and Kihara, K. (2002). PPARgamma ligands suppress proliferation of human urothelial basal cells in vitro. *J. Cell. Physiol.* 191, 310-319. 10.1002/jcp.1009912012326

[DEV204324C23] Kim, S. E., Kim, Y., Kong, J. H., Kim, E., Choi, J. H., Yuk, H. D., Lee, H. S., Kim, H.-R., Lee, K.-H., Kang, M. et al. (2019). Epigenetic regulation of mammalian Hedgehog signaling to the stroma determines the molecular subtype of bladder cancer. *eLife* 8, e43024. 10.7554/eLife.4302431036156 PMC6597241

[DEV204324C24] Kong, X.-T., Deng, F.-M., Hu, P., Liang, F.-X., Zhou, G., Auerbach, A. B., Genieser, N., Nelson, P. K., Robbins, E. S., Shapiro, E. et al. (2004). Roles of uroplakins in plaque formation, umbrella cell enlargement, and urinary tract diseases. *J. Cell Biol.* 167, 1195-1204. 10.1083/jcb.20040602515611339 PMC2172608

[DEV204324C25] Liu, C., Tate, T., Batourina, E., Truschel, S. T., Potter, S., Adam, M., Xiang, T., Picard, M., Reiley, M., Schneider, K. et al. (2019). Pparg promotes differentiation and regulates mitochondrial gene expression in bladder epithelial cells. *Nat. Commun.* 10, 4589. 10.1038/s41467-019-12332-031597917 PMC6785552

[DEV204324C26] Meuser, M., Deuper, L., Rudat, C., Aydoğdu, N., Thiesler, H., Zarnovican, P., Hildebrandt, H., Trowe, M.-O. and Kispert, A. (2022). FGFR2 signaling enhances the SHH-BMP4 signaling axis in early ureter development. *Development* 149, dev200021. 10.1242/dev.20002135020897

[DEV204324C27] Moorman, A. F. M., Houweling, A. C., de Boer, P. A. J. and Christoffels, V. M. (2001). Sensitive nonradioactive detection of mRNA in tissue sections: novel application of the whole-mount in situ hybridization protocol. *J. Histochem. Cytochem.* 49, 1-8. 10.1177/00221554010490010111118473

[DEV204324C28] Mysorekar, I. U., Isaacson-Schmid, M., Walker, J. N., Mills, J. C. and Hultgren, S. J. (2009). Bone morphogenetic protein 4 signaling regulates epithelial renewal in the urinary tract in response to uropathogenic infection. *Cell Host Microbe* 5, 463-475. 10.1016/j.chom.2009.04.00519454350 PMC2696285

[DEV204324C29] Nakashiro, K.-I., Hayashi, Y., Kita, A., Tamatani, T., Chlenski, A., Usuda, N., Hattori, K., Reddy, J. K. and Oyasu, R. (2001). Role of peroxisome proliferator-activated receptor gamma and its ligands in non-neoplastic and neoplastic human urothelial cells. *Am. J. Pathol.* 159, 591-597. 10.1016/S0002-9440(10)61730-011485917 PMC1850548

[DEV204324C30] Papafotiou, G., Paraskevopoulou, V., Vasilaki, E., Kanaki, Z., Paschalidis, N. and Klinakis, A. (2016). KRT14 marks a subpopulation of bladder basal cells with pivotal role in regeneration and tumorigenesis. *Nat. Commun.* 7, 11914. 10.1038/ncomms1191427320313 PMC4915139

[DEV204324C31] Rival, Y., Stennevin, A., Puech, L., Rouquette, A., Cathala, C., Lestienne, F., Dupont-Passelaigue, E., Patoiseau, J.-F., Wurch, T. and Junquéro, D. (2004). Human adipocyte fatty acid-binding protein (aP2) gene promoter-driven reporter assay discriminates nonlipogenic peroxisome proliferator-activated receptor gamma ligands. *J. Pharmacol. Exp. Ther.* 311, 467-475. 10.1124/jpet.104.06825415273253

[DEV204324C32] Robinson, J. T., Thorvaldsdóttir, H., Winckler, W., Guttman, M., Lander, E. S., Getz, G. and Mesirov, J. P. (2011). Integrative genomics viewer. *Nat. Biotechnol.* 29, 24-26. 10.1038/nbt.175421221095 PMC3346182

[DEV204324C33] Rochel, N., Krucker, C., Coutos-Thévenot, L., Osz, J., Zhang, R., Guyon, E., Zita, W., Vanthong, S., Hernandez, O. A., Bourguet, M. et al. (2019). Recurrent activating mutations of PPARγ associated with luminal bladder tumors. *Nat. Commun.* 10, 253. 10.1038/s41467-018-08157-y30651555 PMC6335423

[DEV204324C34] Rudat, C., Grieskamp, T., Röhr, C., Airik, R., Wrede, C., Hegermann, J., Herrmann, B. G., Schuster-Gossler, K. and Kispert, A. (2014). Upk3b is dispensable for development and integrity of urothelium and mesothelium. *PLoS ONE* 9, e112112. 10.1371/journal.pone.011211225389758 PMC4229118

[DEV204324C35] Salma, N., Xiao, H., Mueller, E. and Imbalzano, A. N. (2004). Temporal recruitment of transcription factors and SWI/SNF chromatin-remodeling enzymes during adipogenic induction of the peroxisome proliferator-activated receptor gamma nuclear hormone receptor. *Mol. Cell. Biol.* 24, 4651-4663. 10.1128/MCB.24.11.4651-4663.200415143161 PMC416408

[DEV204324C36] Sanchez, D. J., Missiaen, R., Skuli, N., Steger, D. J. and Simon, M. C. (2021). Cell-intrinsic tumorigenic functions of PPARγ in bladder urothelial carcinoma. *Mol. Cancer Res.* 19, 598-611. 10.1158/1541-7786.MCR-20-018933431608 PMC8026526

[DEV204324C37] Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B. et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676-682. 10.1038/nmeth.201922743772 PMC3855844

[DEV204324C38] Shin, K., Lee, J., Guo, N., Kim, J., Lim, A., Qu, L., Mysorekar, I. U. and Beachy, P. A. (2011). Hedgehog/Wnt feedback supports regenerative proliferation of epithelial stem cells in bladder. *Nature* 472, 110-114. 10.1038/nature0985121389986 PMC3676169

[DEV204324C39] Straube, P., Beckers, A., Jany, U. W. H., Bergmann, F., Lüdtke, T. H.-W., Rudat, C., Trowe, M.-O., Peters, I., Klopf, M. G., Mamo, T. M. et al. (2025). Interplay of SHH, WNT and BMP4 signaling regulates the development of the lamina propria in the murine ureter. *Development*, 152, dev.204214. 10.1242/dev.204214PMC1182976539817691

[DEV204324C40] Tai, G., Ranjzad, P., Marriage, F., Rehman, S., Denley, H., Dixon, J., Mitchell, K., Day, P. J. R. and Woolf, A. S. (2013). Cytokeratin 15 marks basal epithelia in developing ureters and is upregulated in a subset of urothelial cell carcinomas. *PLoS ONE* 8, e81167. 10.1371/journal.pone.008116724260555 PMC3832456

[DEV204324C41] Tate, T., Xiang, T., Wobker, S. E., Zhou, M., Chen, X., Kim, H., Batourina, E., Lin, C.-S., Kim, W. Y., Lu, C. et al. (2021). Pparg signaling controls bladder cancer subtype and immune exclusion. *Nat. Commun.* 12, 6160. 10.1038/s41467-021-26421-634697317 PMC8545976

[DEV204324C42] Trowe, M.-O., Maier, H., Petry, M., Schweizer, M., Schuster-Gossler, K. and Kispert, A. (2011). Impaired stria vascularis integrity upon loss of E-cadherin in basal cells. *Dev. Biol.* 359, 95-107. 10.1016/j.ydbio.2011.08.03021925491

[DEV204324C43] Varga, T., Czimmerer, Z. and Nagy, L. (2011). PPARs are a unique set of fatty acid regulated transcription factors controlling both lipid metabolism and inflammation. *Biochim. Biophys. Acta* 1812, 1007-1022. 10.1016/j.bbadis.2011.02.01421382489 PMC3117990

[DEV204324C44] Varley, C. L., Stahlschmid, T. J., Smith, B., Stower, M. and Southgate, J. (2004a). Activation of peroxisome proliferator-activated receptor-gamma reverses squamous metaplasia and induces transitional differentiation in normal human urothelial cells. *Am. J. Pathol.* 164, 1789-1798. 10.1016/S0002-9440(10)63737-615111325 PMC1615665

[DEV204324C45] Varley, C. L., Stahlschmidt, J., Lee, W.-C., Holder, J., Diggle, C., Selby, P. J., Trejdosiewicz, L. K. and Southgate, J. (2004b). Role of PPARgamma and EGFR signalling in the urothelial terminal differentiation programme. *J. Cell Sci.* 117, 2029-2036. 10.1242/jcs.0104215054105

[DEV204324C46] Varley, C. L., Garthwaite, M. A. E., Cross, W., Hinley, J., Trejdosiewicz, L. K. and Southgate, J. (2006). PPARgamma-regulated tight junction development during human urothelial cytodifferentiation. *J. Cell. Physiol.* 208, 407-417. 10.1002/jcp.2067616688762 PMC1522040

[DEV204324C47] Varley, C. L., Bacon, E. J., Holder, J. C. and Southgate, J. (2009). FOXA1 and IRF-1 intermediary transcriptional regulators of PPARgamma-induced urothelial cytodifferentiation. *Cell Death Differ.* 16, 103-114. 10.1038/cdd.2008.11618688264

[DEV204324C48] Weiss, R. M., Guo, S., Shan, A., Shi, H., Romano, R.-A., Sinha, S., Cantley, L. G. and Guo, J. K. (2013). Brg1 determines urothelial cell fate during ureter development. *J. Am. Soc. Nephrol.* 24, 618-626. 10.1681/ASN.201209090223449535 PMC3609140

[DEV204324C49] Wiessner, G. B., Plumber, S. A., Xiang, T. and Mendelsohn, C. L. (2022). Development, regeneration and tumorigenesis of the urothelium. *Development* 149, dev198184. 10.1242/dev.19818435521701 PMC10656457

[DEV204324C50] Wu, X., Walker, J., Zhang, J., Ding, S. and Schultz, P. G. (2004). Purmorphamine induces osteogenesis by activation of the hedgehog signaling pathway. *Chem. Biol.* 11, 1229-1238. 10.1016/j.chembiol.2004.06.01015380183

[DEV204324C51] Wu, B., Cao, X., Liang, X., Zhang, X., Zhang, W., Sun, G. and Wang, D. (2015). Epigenetic regulation of Elf5 is associated with epithelial-mesenchymal transition in urothelial cancer. *PLoS ONE* 10, e0117510. 10.1371/journal.pone.011751025629735 PMC4309403

[DEV204324C52] Yu, J., Manabe, M., Wu, X. R., Xu, C., Surya, B. and Sun, T. T. (1990). Uroplakin I: a 27-kD protein associated with the asymmetric unit membrane of mammalian urothelium. *J. Cell Biol.* 111, 1207-1216. 10.1083/jcb.111.3.12071697295 PMC2116275

[DEV204324C53] Yu, J., Carroll, T. J. and McMahon, A. P. (2002). Sonic hedgehog regulates proliferation and differentiation of mesenchymal cells in the mouse metanephric kidney. *Development* 129, 5301-5312. 10.1242/dev.129.22.530112399320

[DEV204324C54] Yu, Z., Mannik, J., Soto, A., Lin, K. K. and Andersen, B. (2009). The epidermal differentiation-associated Grainyhead gene Get1/Grhl3 also regulates urothelial differentiation. *EMBO J.* 28, 1890-1903. 10.1038/emboj.2009.14219494835 PMC2711180

# Supplementary material for: PPARG contributes to urothelial integrity in the murine ureter by activating the expression of Shh and superficial cell-specific genes
**Source:** Development. 2025 Apr 17;152(8):dev204324. doi: 10.1242/dev.204324
**Supplement:** Supplementary information

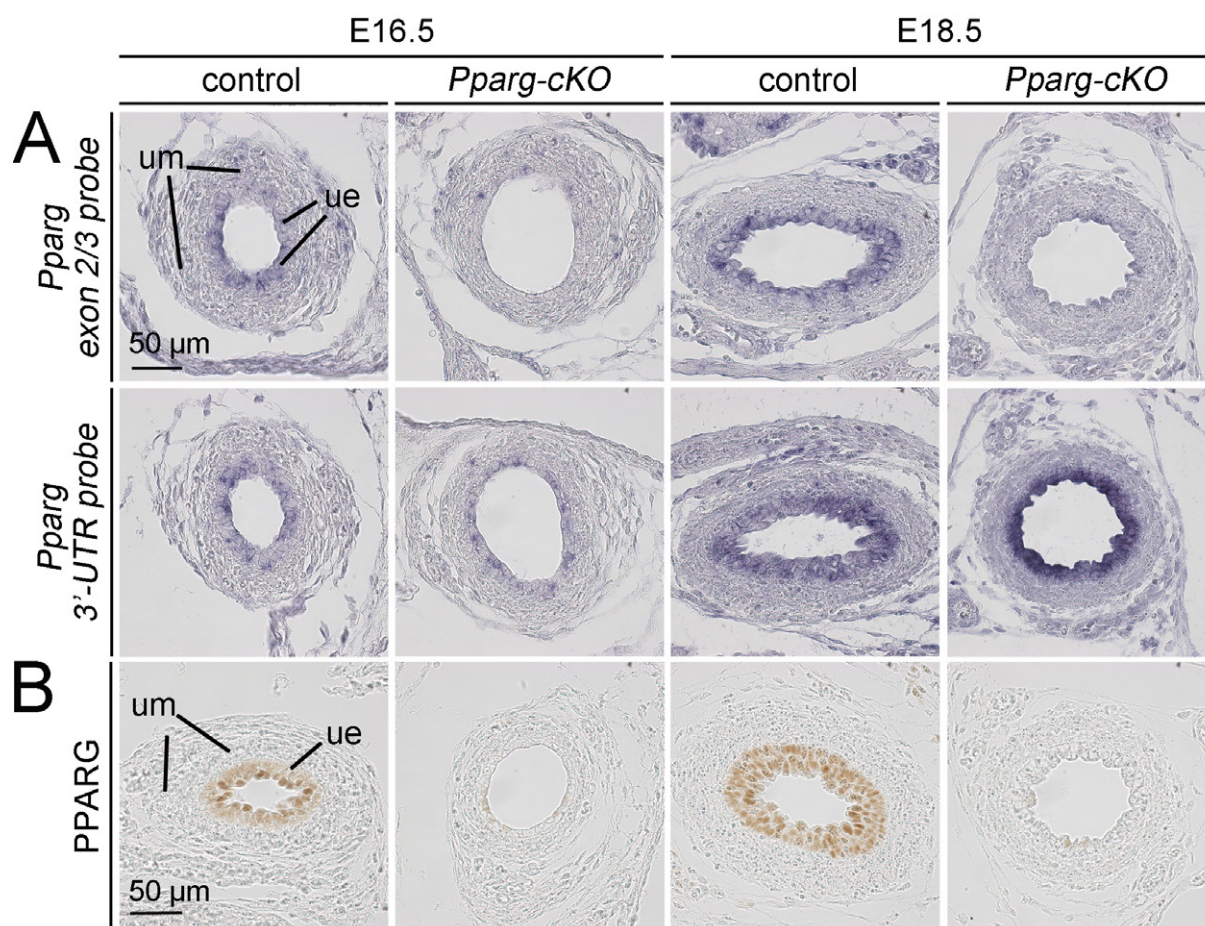

**Fig. S1. The *Pax2*-cre driver line mediates conditional deletion of PPARG in the ureteric epithelium.** (A) RNA *in situ* hybridization analysis of *Pparg* expression on transverse sections of the proximal ureter region of control and *Pparg*-cKO ureters at E16.5 and E18.5 using probes against exon2/3 of the *Pparg* mRNA and the 3'-untranslated region (UTR) (reference: NM011146.3). Note that the exon2/3 probe does not detect a message in the ureteric epithelium of *Pparg*-cKO embryos at E16.5 and E18.5, whereas the 3'-UTR probe detects a mutant *Pparg* mRNA with an increased expression in the mutant at E18.5. This indicates that a stable *Pparg* transcript lacking the exon2/3 region is upregulated in the mutant urothelium at this stage. (B) Immunohistochemical analysis of PPARG protein on transverse sections of the proximal region of control and *Pparg*-cKO ureters at E16.5 and E18.5 shows that no functional PPARG protein is made in the mutant.  $n=8$  for each stage, genotype and assay. ue, ureteric epithelium; um, ureteric mesenchyme.

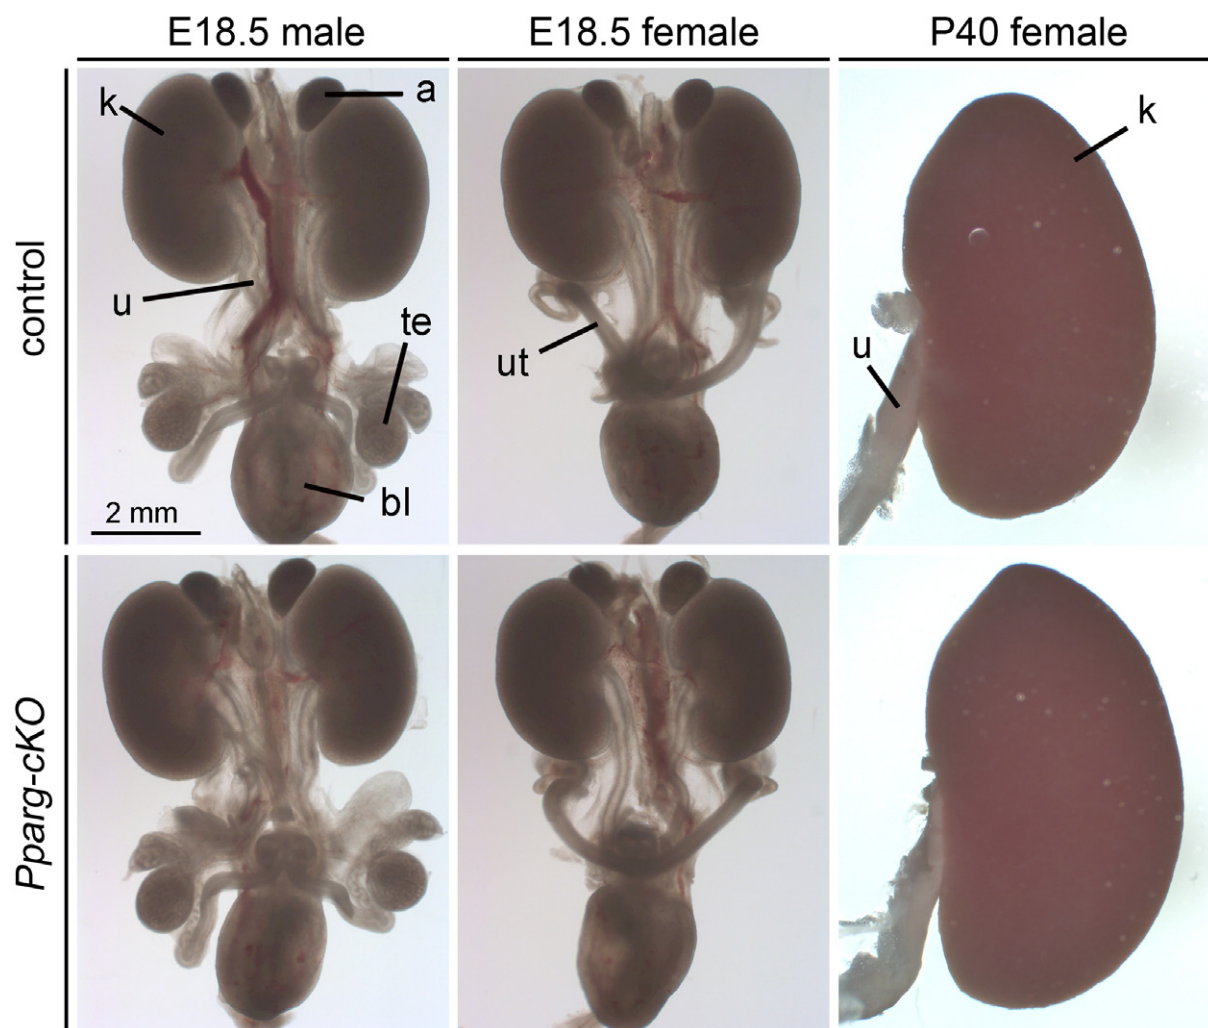

**Fig. S2. The urogenital system of *Pparg-cKO* mice is morphologically unaffected.** Morphology of a whole urogenital system of an E18.5 male and female control and *Pparg-cKO* embryo, and of a kidney with ureter of a female P40 control and *Pparg-cKO* mouse.  $n \geq 3$  for all stages and genotypes. a, adrenal; bl, bladder; k, kidney; te, testis; u, ureter; ut, uterus.

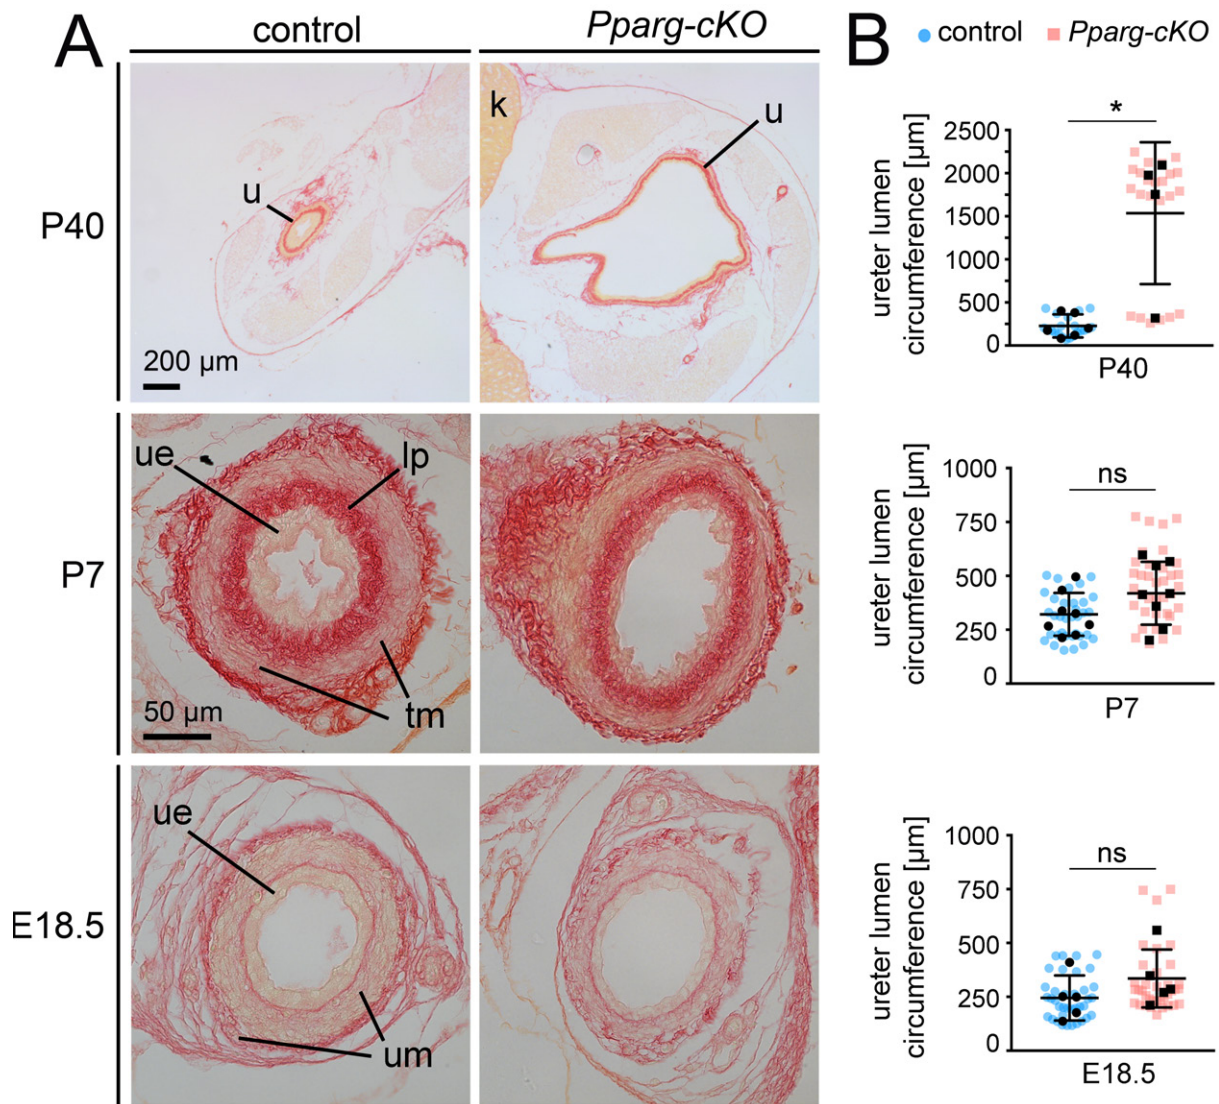

**Fig. S3. The luminal circumference is increased in P40 *Pparg-cKO* ureters.** (A,B) Histological analysis by Sirius Red staining (A) and quantification of the circumference of the ureteral lumen in  $\mu$ m (B). The luminal circumference is significantly increased at P40 but not at E18.5 and P7 in *Pparg-cKO* ureters. Values are expressed as mean  $\pm$  sd. Two-tailed Student's t-test or two-sided Welch's t-test. ns, non-significant; \* $P < 0.05$ . Individual sections are presented as color-coded data points (blue dots for controls, red squares for *Pparg-cKO*). For source data and statistics see Table S2. k, kidney; lp, lamina propria; tm, tunica muscularis; u, ureter; ue, ureteric epithelium; um, ureteric mesenchyme.

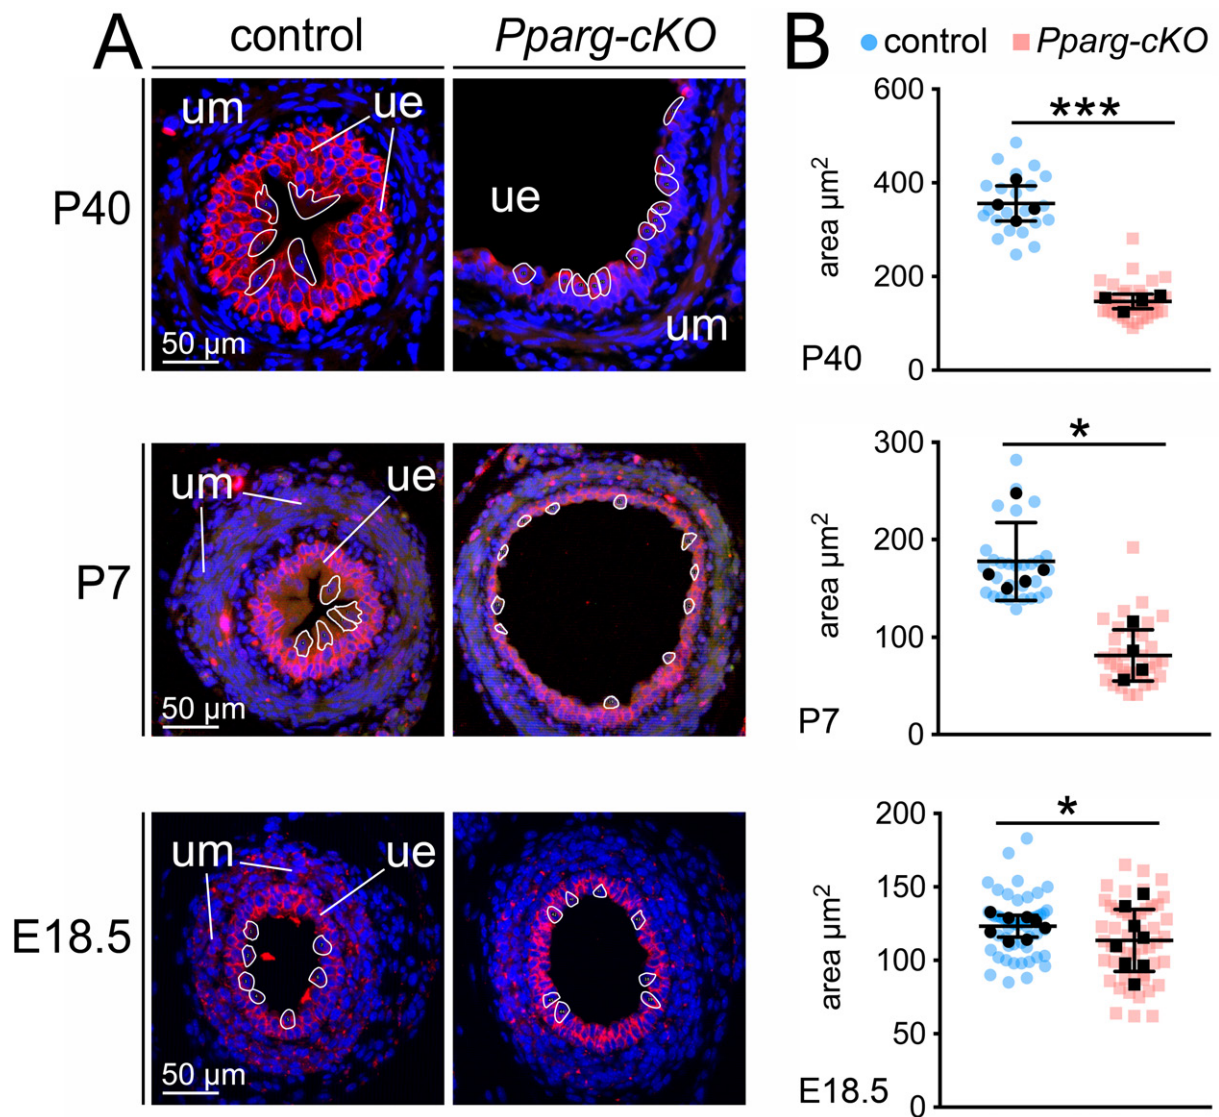

**Fig. S4. The size of luminal cells is decreased in *Pparg-cKO* ureters at E18.5, P7 and P40.** (A,B) Immunofluorescence analysis on sections of the proximal ureter region for CDH1 (A), and quantification of the area of luminal cells as a surrogate for size (B). White lines encircle the circumference of luminal cells as detected by staining of CDH1 in the basolateral membrane and background fluorescence of the cytoplasm. The size of luminal cells is significantly decreased in *Pparg-cKO* ureters at P40, P7 and E18.5. Values are expressed as mean  $\pm$  sd. Two-tailed Student's t-test, or two-sided Welch's t-test, or Mann-Whitney test. \* $P < 0.05$ ; \*\*\* $P < 0.001$ . Individual areas are presented as color-coded data points (blue dots for controls, red squares for *Pparg-cKO*). For source data and statistics see Table S3. ue, ureteric epithelium; um, ureteric mesenchyme.

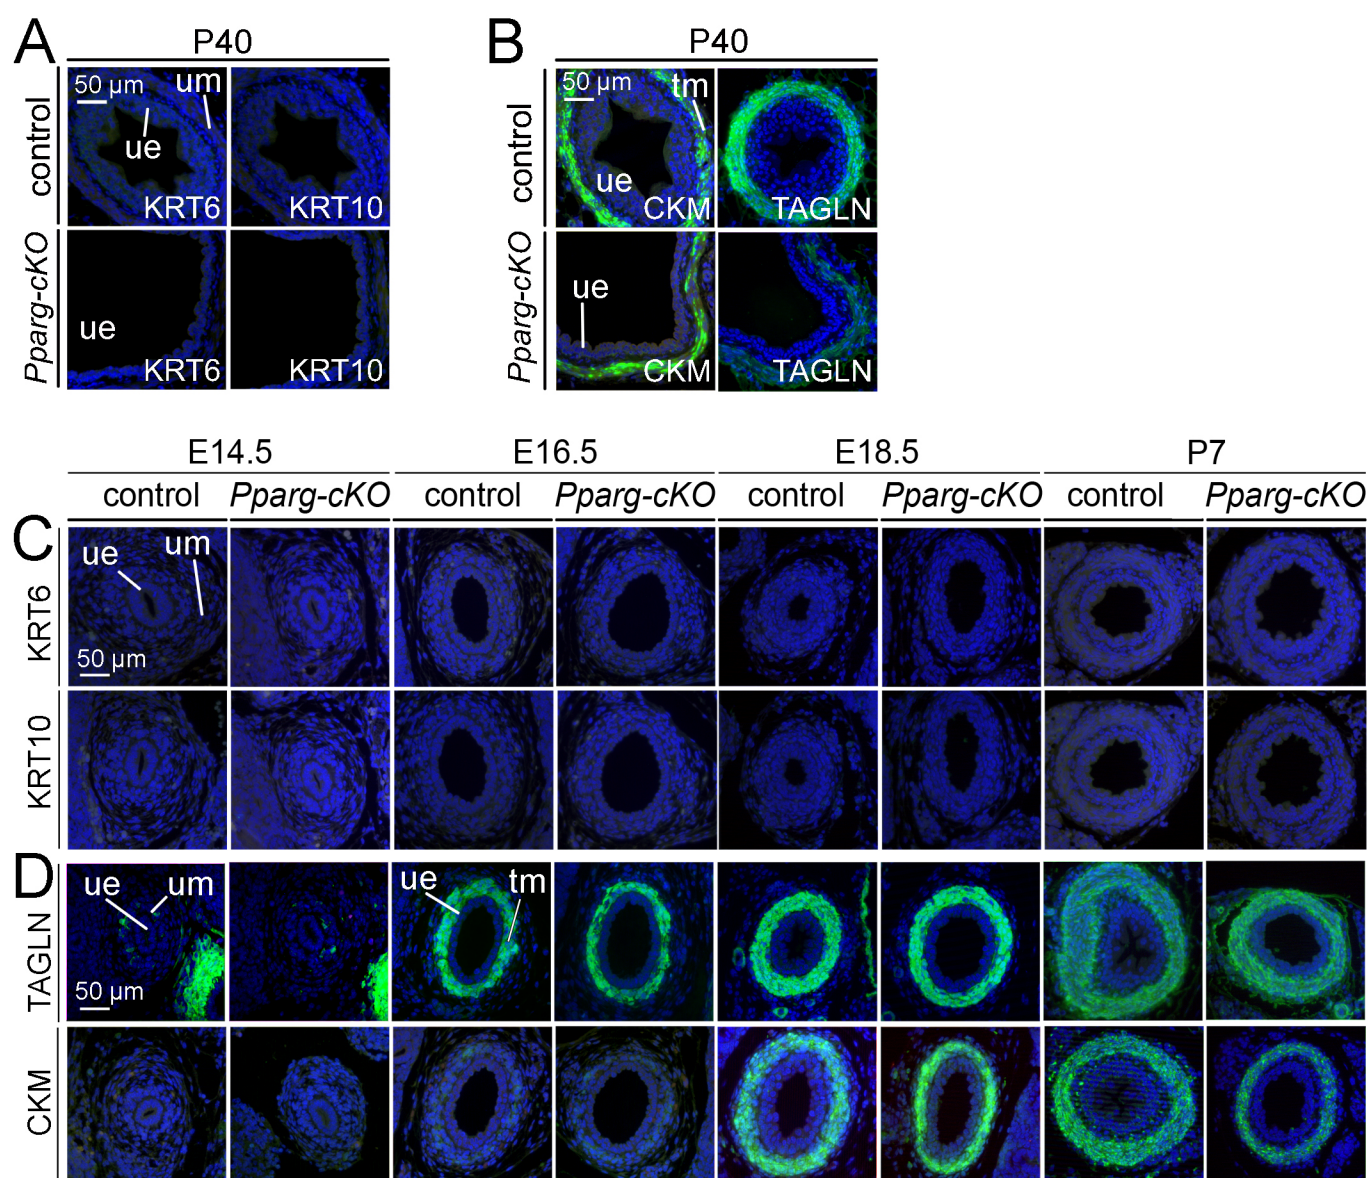

**Fig. S5. Expression of squamous epithelial and smooth muscle cell markers is not changed in *Pparg-cKO* ureters during development.** (A-D) Immunofluorescence analysis of the squamous epithelial markers KRT6 and KRT10 (A,C) and of the smooth muscle cell markers CKM and TAGLN (B,D) on transverse sections of the proximal ureter of control and *Pparg-cKO* embryos at P40 (A,B) and at E14.5, E16.5, E18.5 and P7 (C,D).  $n \geq 3$  for each stage, genotype and probe. tm, tunica muscularis; ue, ureteric epithelium; um, ureteric mesenchyme.

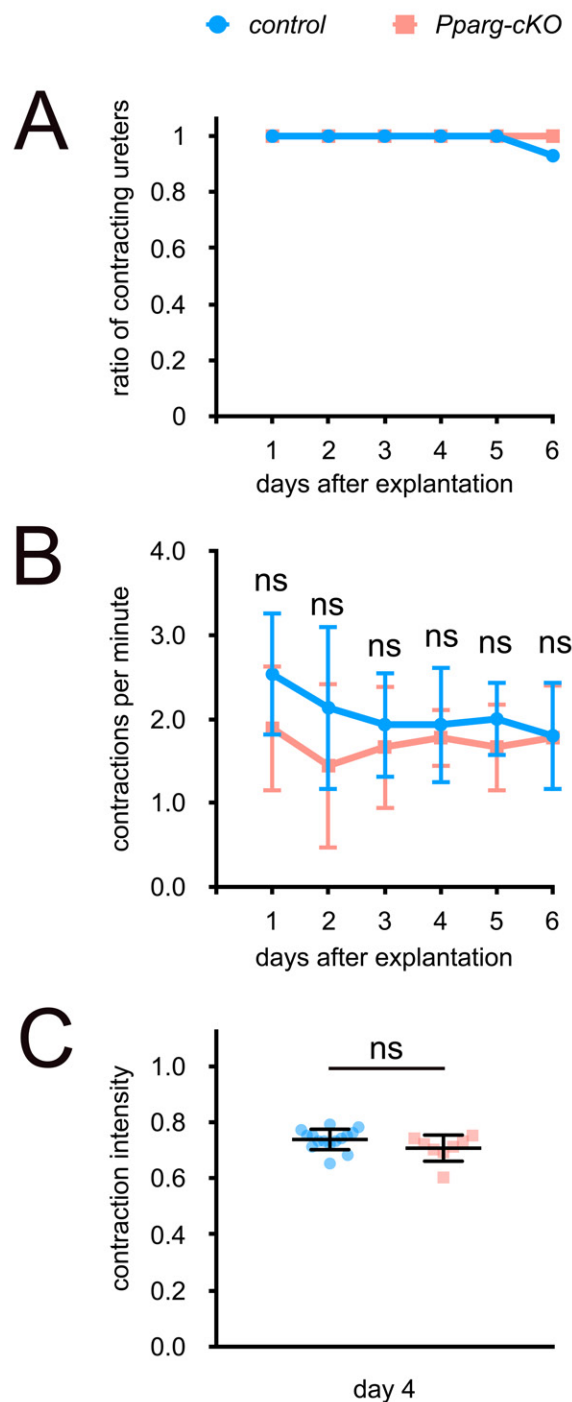

**Fig. S6. The peristaltic activity is unaltered in explant cultures of P0 *Pparg*-cKO ureters.** Control (n=14) and *Pparg*-cKO (n=7) ureters were explanted at P0 and cultured for 6 days. (A) Graph showing the ratio of contracting to non-contracting ureters at the indicated time-points of the culture. (B) Graph of the contraction frequency (per min). Values are shown as mean $\pm$ s.d. (C) Quantification of the contraction intensity at culture day 4. Values are expressed as mean $\pm$ sd. Mann-Whitney test. ns, non-significant. Individual ureters are presented as color-coded data points (blue dots for controls, red squares for *Pparg*-cKO). For source data and statistics see Table S4.

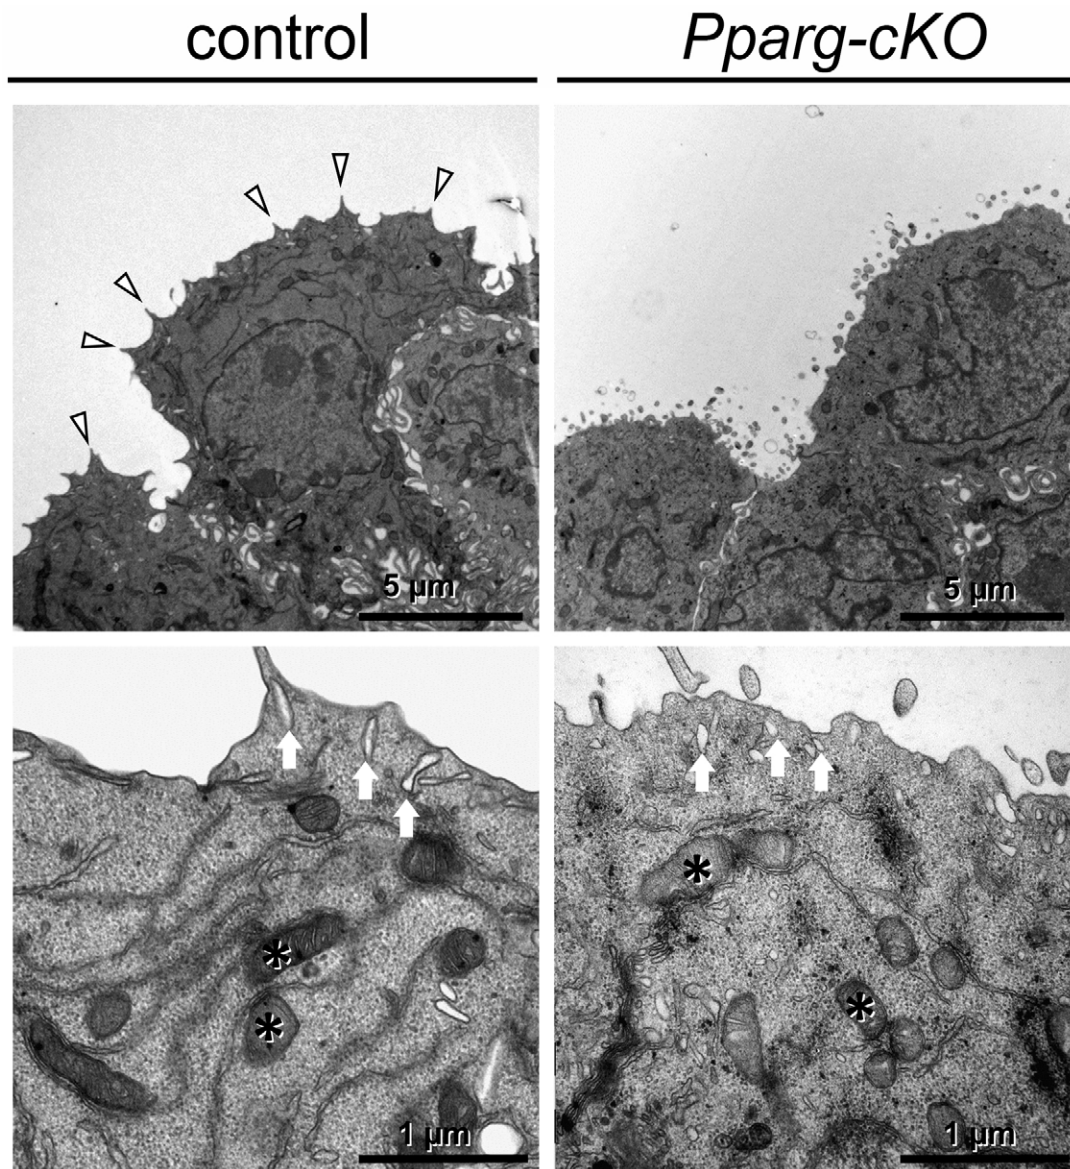

**Fig. S7. The cells of the luminal cell layer in *Pparg-cKO* ureters do not show mitochondrial defects.** Transmission electron microscopy of the ureter of an E18.5 control and *Pparg-cKO* embryo. In the control ureter, hinges protrude from the apical surface (arrowheads, upper images), separating urothelial plaques. Fusiform vesicles are found underneath the plasma membrane (white arrows, lower images). In most of the luminal cells in the *Pparg-cKO* ureter, the hinges are absent and membrane vesicles cover the surface. The fusiform vesicles are smaller and oval-shaped. The mitochondrial endowment appears unaffected (lower images, asterisks).

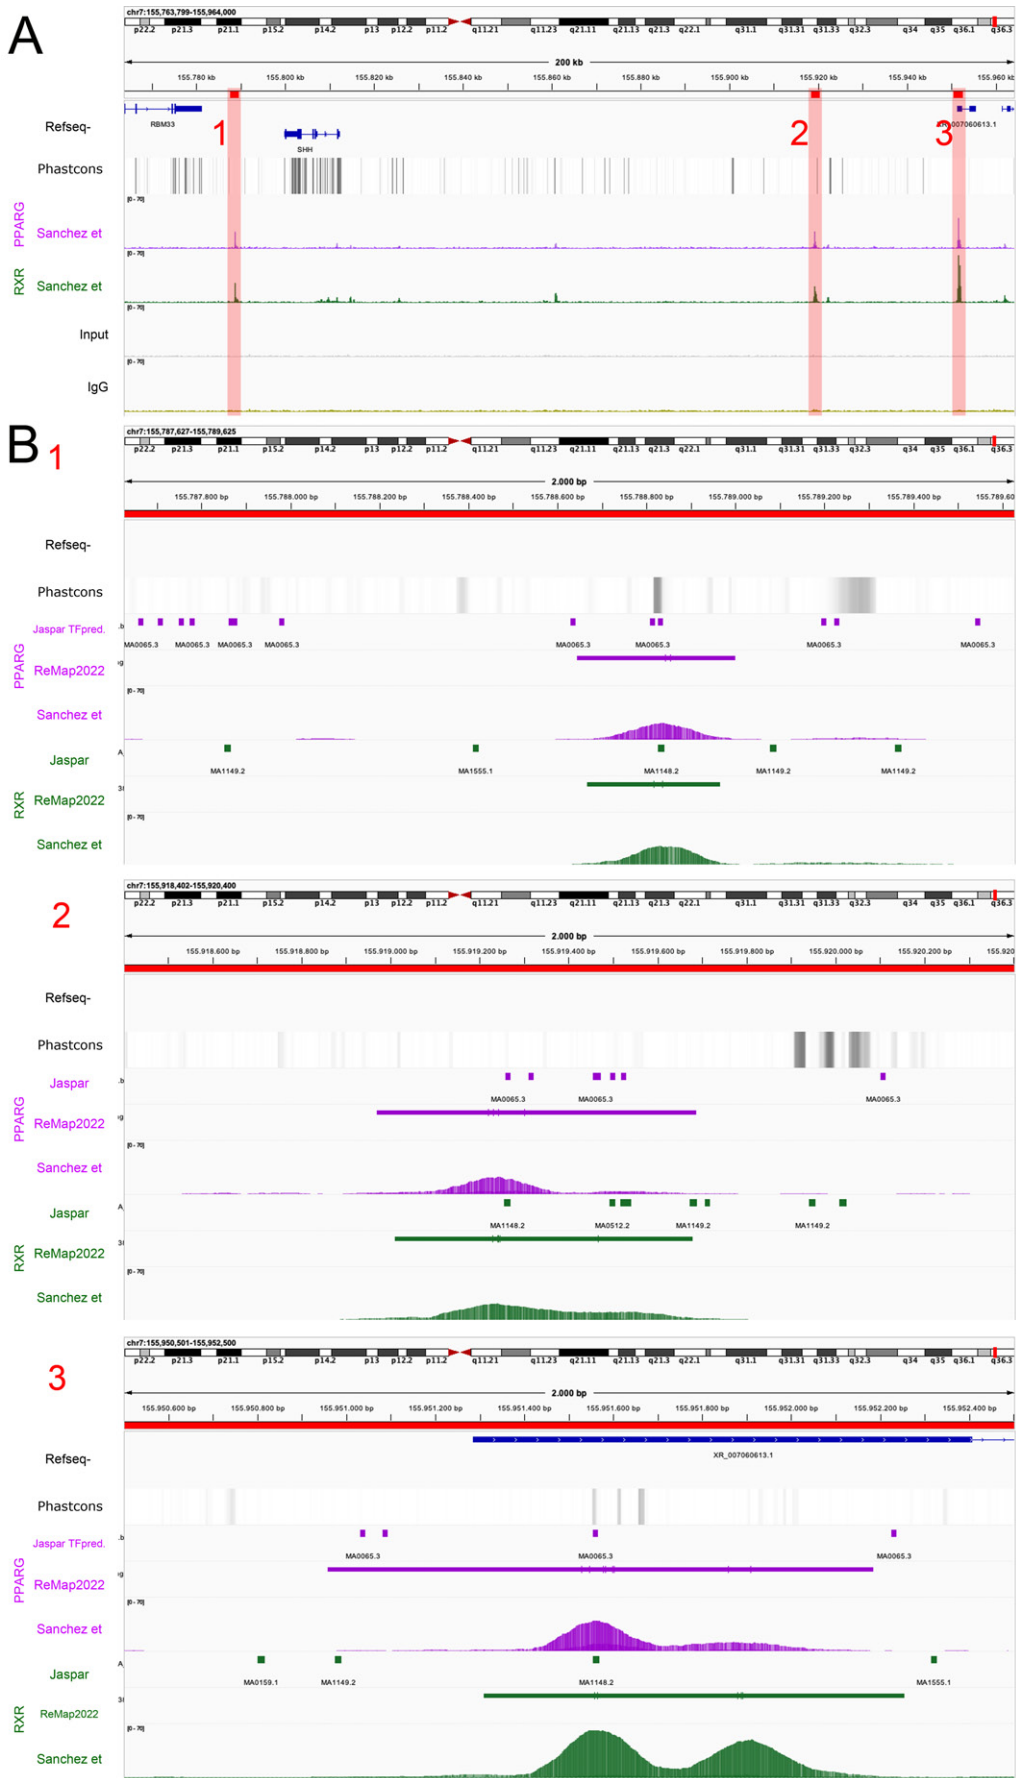

**Fig. S8. PPARG binding sites in a genomic region encompassing the *Shh* locus.** (A) Shown is a 200 kbp genomic region containing the *Shh* locus with the intron-exon structure of Refseq genes in blue. Red boxes highlight three regions of around 2 kbp that contain binding peaks for PPARG and RXR. The DNA conservation of this region between twenty species was visualized as a density plot (PhastCons 20 way). The ChIP sequencing results by Sanchez et al. are shown in purple bar graphs for PPARG and in green for RXR. The input control lane is shown in grey and the IgG control in yellow. The data range of the y-axis for the ChIP sequencing results is always scaled to 70 reads maximum. (B) Higher magnification of the 2 kbp regions of the red boxes (1,2,3) shown in (A). The DNA conservation of this region between twenty species was visualized as a density plot (PhastCons 20 way). Predicted Jaspar transcription factor binding motives (Jaspar TFpred) for PPARG in this region are shown as purple rectangles and the respective Matrix ID is indicated. Comparison to available public PPARG ChIP-seq data was performed by using the ReMap Atlas of regulatory regions (ReMap2022) labelling the identified peak regions with purple bars. The ChIP sequencing results by Sanchez et al. are shown in purple bar graphs for PPARG. Predicted Jaspar transcription factor binding motives (Jaspar TFpred) for RXR in this region are shown as green rectangles and the respective Matrix ID is indicated. Comparison to available public RXR ChIP-seq data was performed by the ReMap Atlas of regulatory regions (ReMap2022) labelling the identified peak regions with green bars. The ChIP sequencing results by Sanchez et al. are shown in green bar graphs for RXR.

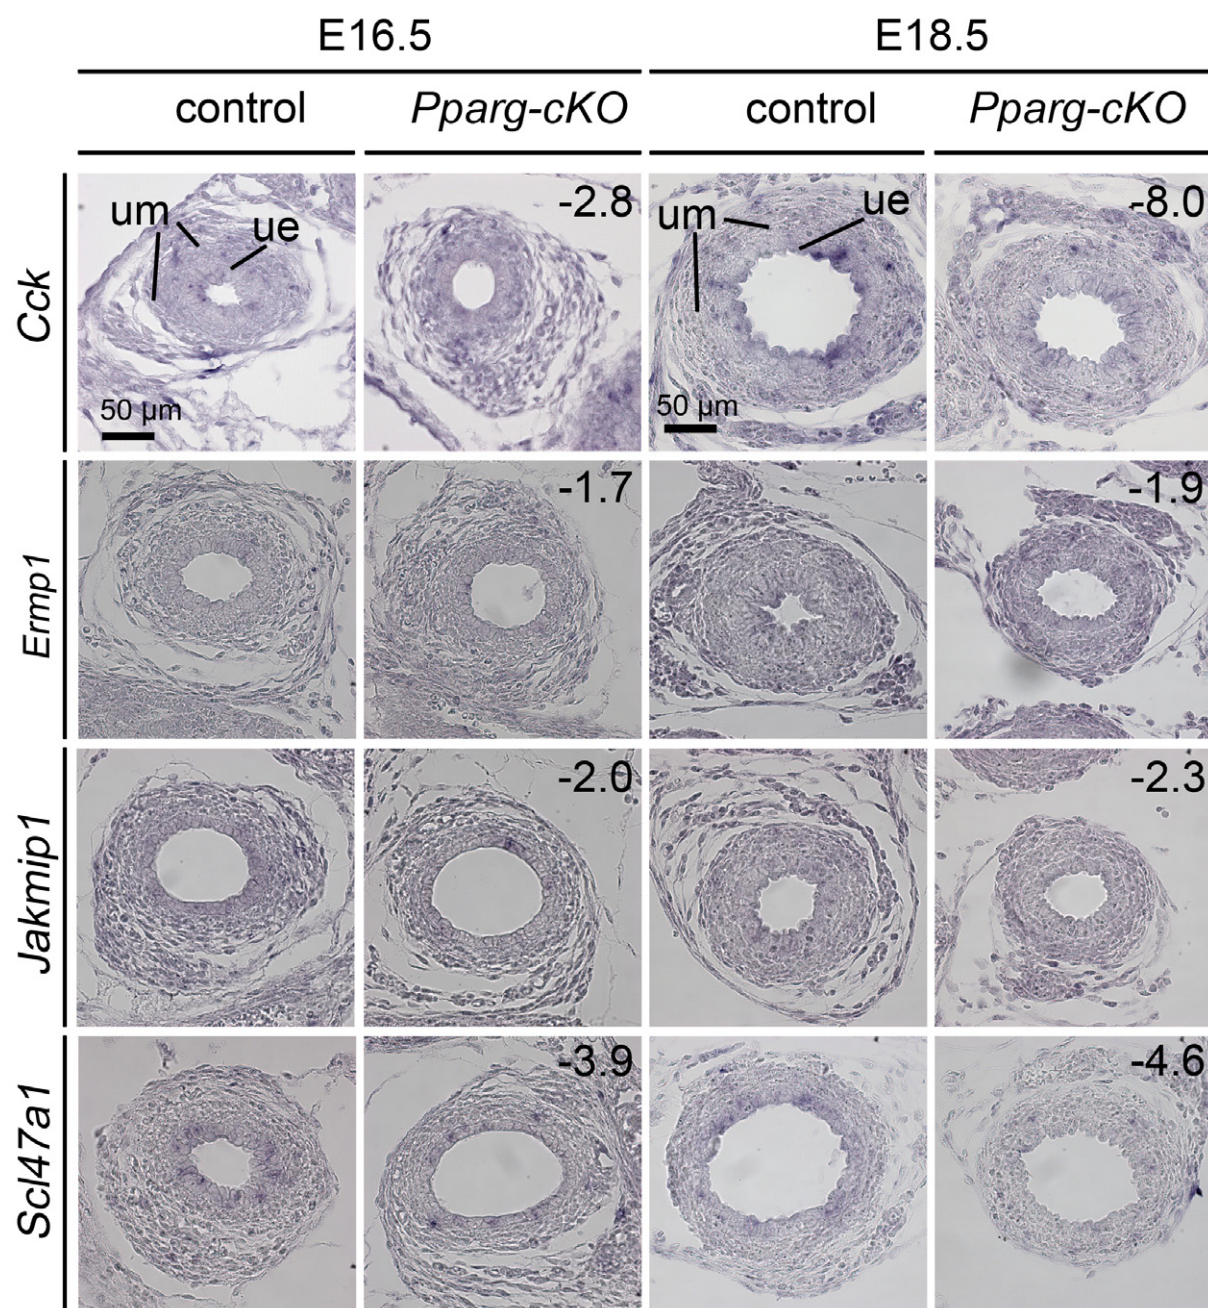

**Fig. S9. RNA *in situ* hybridization analysis of genes with altered expression in microarrays of E16.5 and E18.5 *Pparg-cKO* ureters.** Shown are RNA *in situ* hybridization analyses of transverse sections of the proximal ureter region of control and *Pparg-cKO* embryos at E16.5 and E18.5 for expression of genes, which were downregulated in *Pparg-cKO* microarrays. Numbers in the upper right corner relate to average fold change in the microarrays of E16.5 and E18.5 *Pparg-cKO* ureters. Probes, genotypes and fold change in the microarray are as indicated.  $n \geq 3$  for each probe and genotype. ue, ureteric epithelium; um, ureteric mesenchyme.

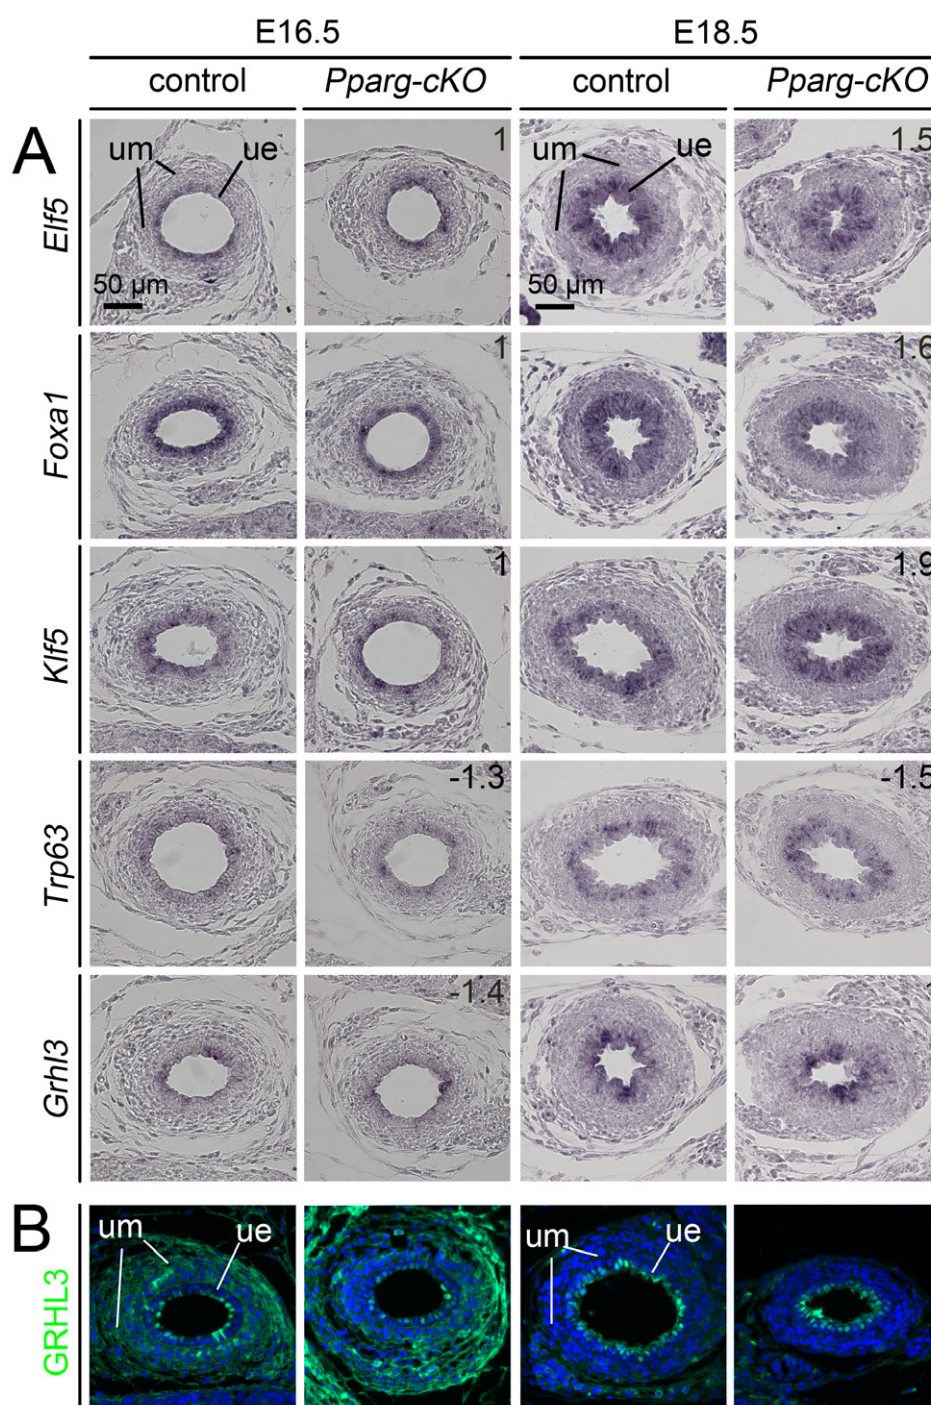

**Fig. S10. Expression analysis of transcription factor genes/proteins in *Pparg-cKO* ureters at E16.5 and E18.5.** (A,B) RNA *in situ* hybridization analysis for genes encoding transcription factors involved in urothelial development (A), and immunofluorescence of GRHL3 expression (B) on transverse sections of the proximal ureter region of control and *Pparg-cKO* embryos at E16.5 and E18.5. Numbers in the upper right corner (in A) relate to average fold change in the microarrays of E16.5 and E18.5 *Pparg-cKO* ureters. Probes and genotypes are as indicated.  $n \geq 3$  for each probe and genotype. ue, ureteric epithelium; um, ureteric mesenchyme.

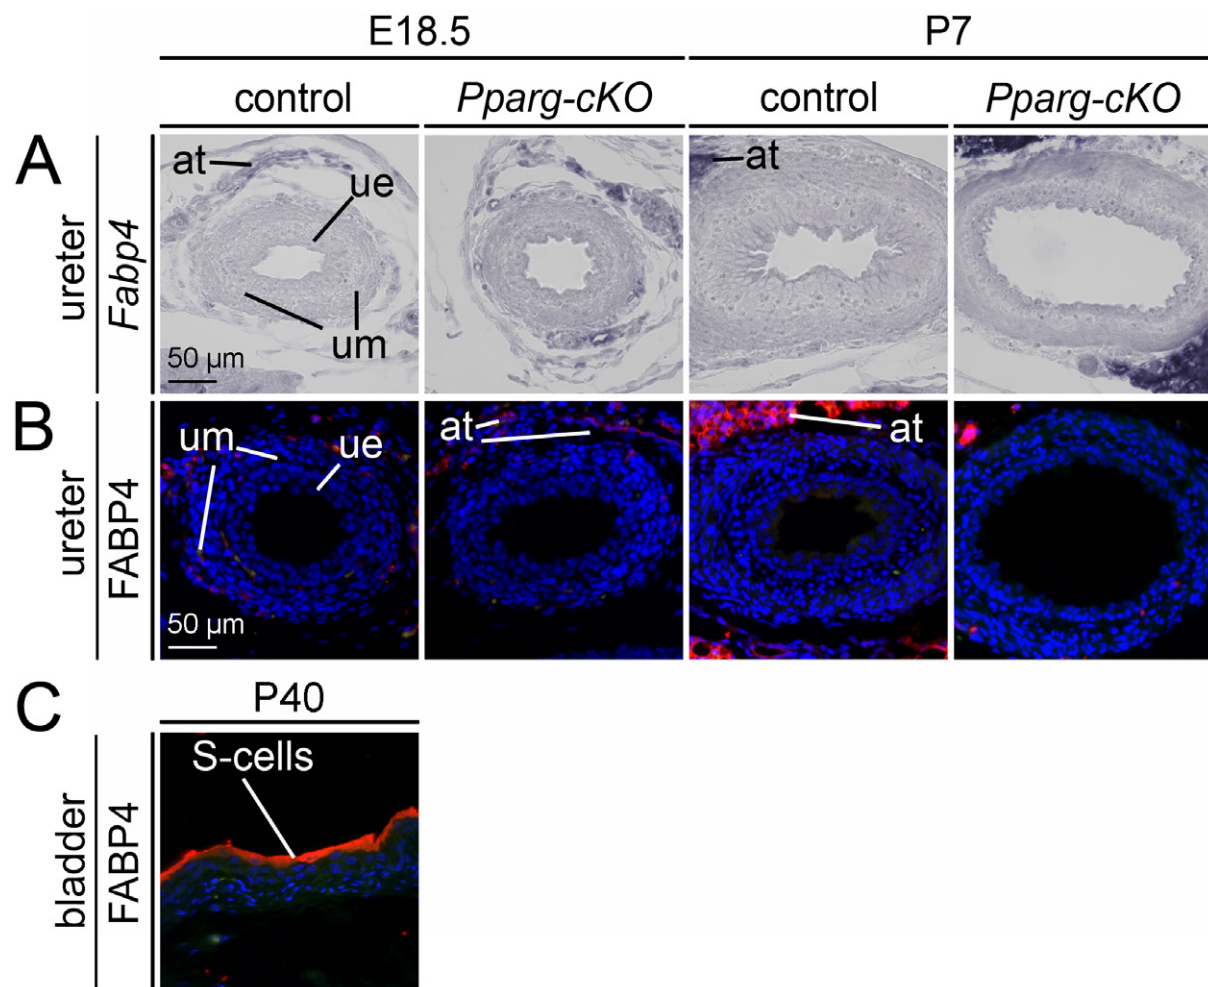

**Fig. S11. Expression analysis of *Fabp4*/FABP4 in *Pparg-cKO* ureters.** (A) RNA *in situ* hybridization analysis on transverse sections of the proximal ureter region of control and *Pparg-cKO* embryos at E18.5 and P7 for expression of *Fabp4*. Note that *Fabp4* expression is detected in adipose tissue surrounding the ureter but not in the urothelium. (B,C) Immunofluorescence analysis on transverse sections of the proximal ureter region of control and *Pparg-cKO* embryos at E18.5 and P7 (B) and on sagittal sections of the bladder of an adult P40 wildtype mouse (C) for expression of FABP4. Note that FABP4 expression is detected in adipose tissue surrounding the ureter and in S cells in the urothelium of the mature bladder but not in the urothelium of the ureter. Stages and genotypes are as indicated.  $n \geq 3$  for each probe and genotype. at, adipose tissue; ue, ureteric epithelium; um, ureteric mesenchyme.

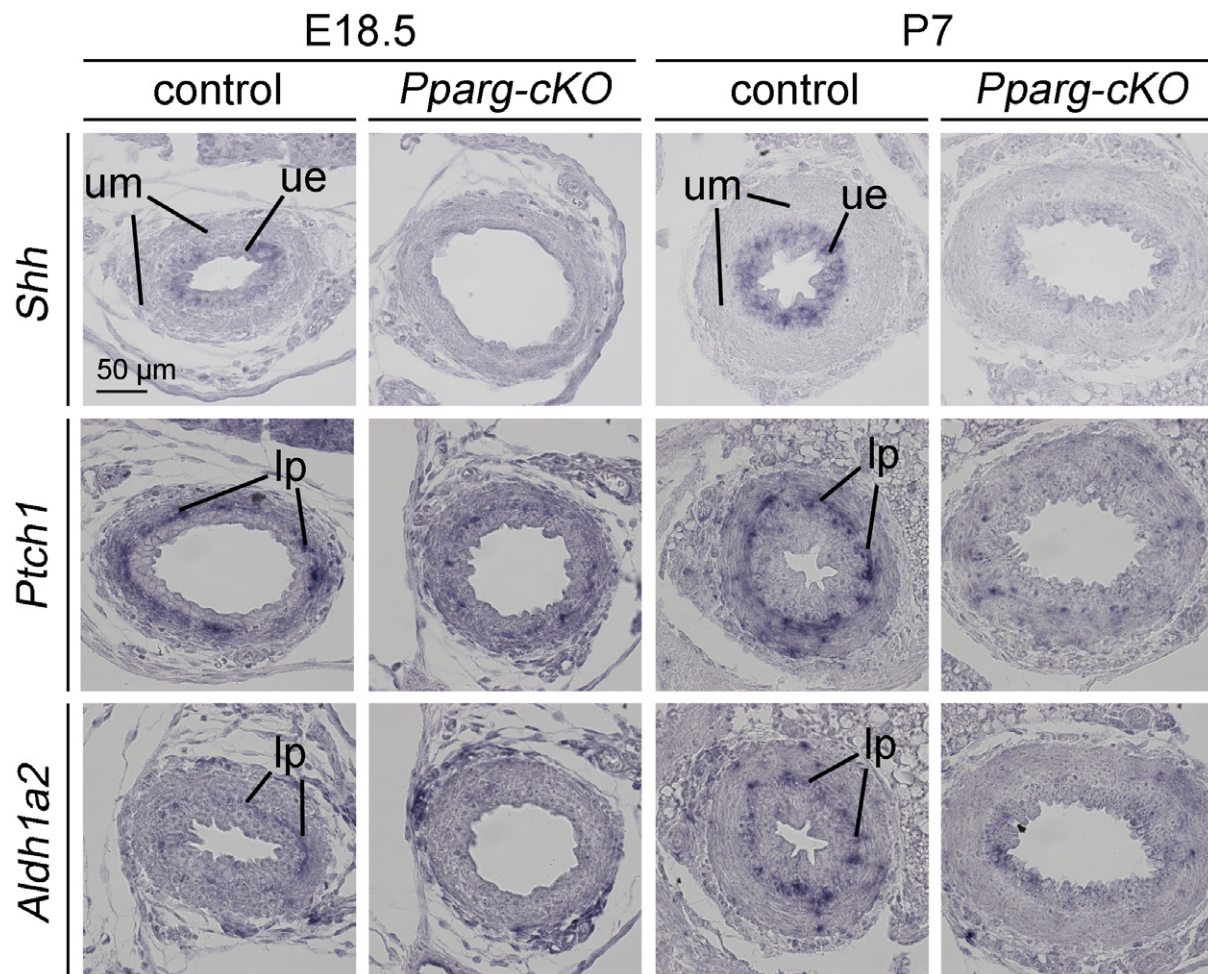

**Fig. S12. SHH signaling is reduced in *Pparg-cKO* ureters.** Shown are RNA *in situ* hybridization analyses of transverse sections of the proximal ureter region of control and *Pparg-cKO* mice at E18.5 and P7 for expression of *Shh*, *Ptch1* - a direct target of SHH signaling - and *Aldh1a2*. In the control, *Shh* is expressed in the urothelium whereas *Ptch1* and *Aldh1a2* are expressed in a patchy pattern in the peri-urothelial cells of the ureter, i.e. in the lamina propria. In *Pparg-cKO* ureters, *Shh* expression is lost, *Ptch1* is strongly reduced and *Aldh1a2* is not detectable in the lamina propria. Probes and genotypes are as indicated.  $n \geq 3$  for each probe and genotype. lp, lamina propria; ue, ureteric epithelium; um, ureteric mesenchyme.

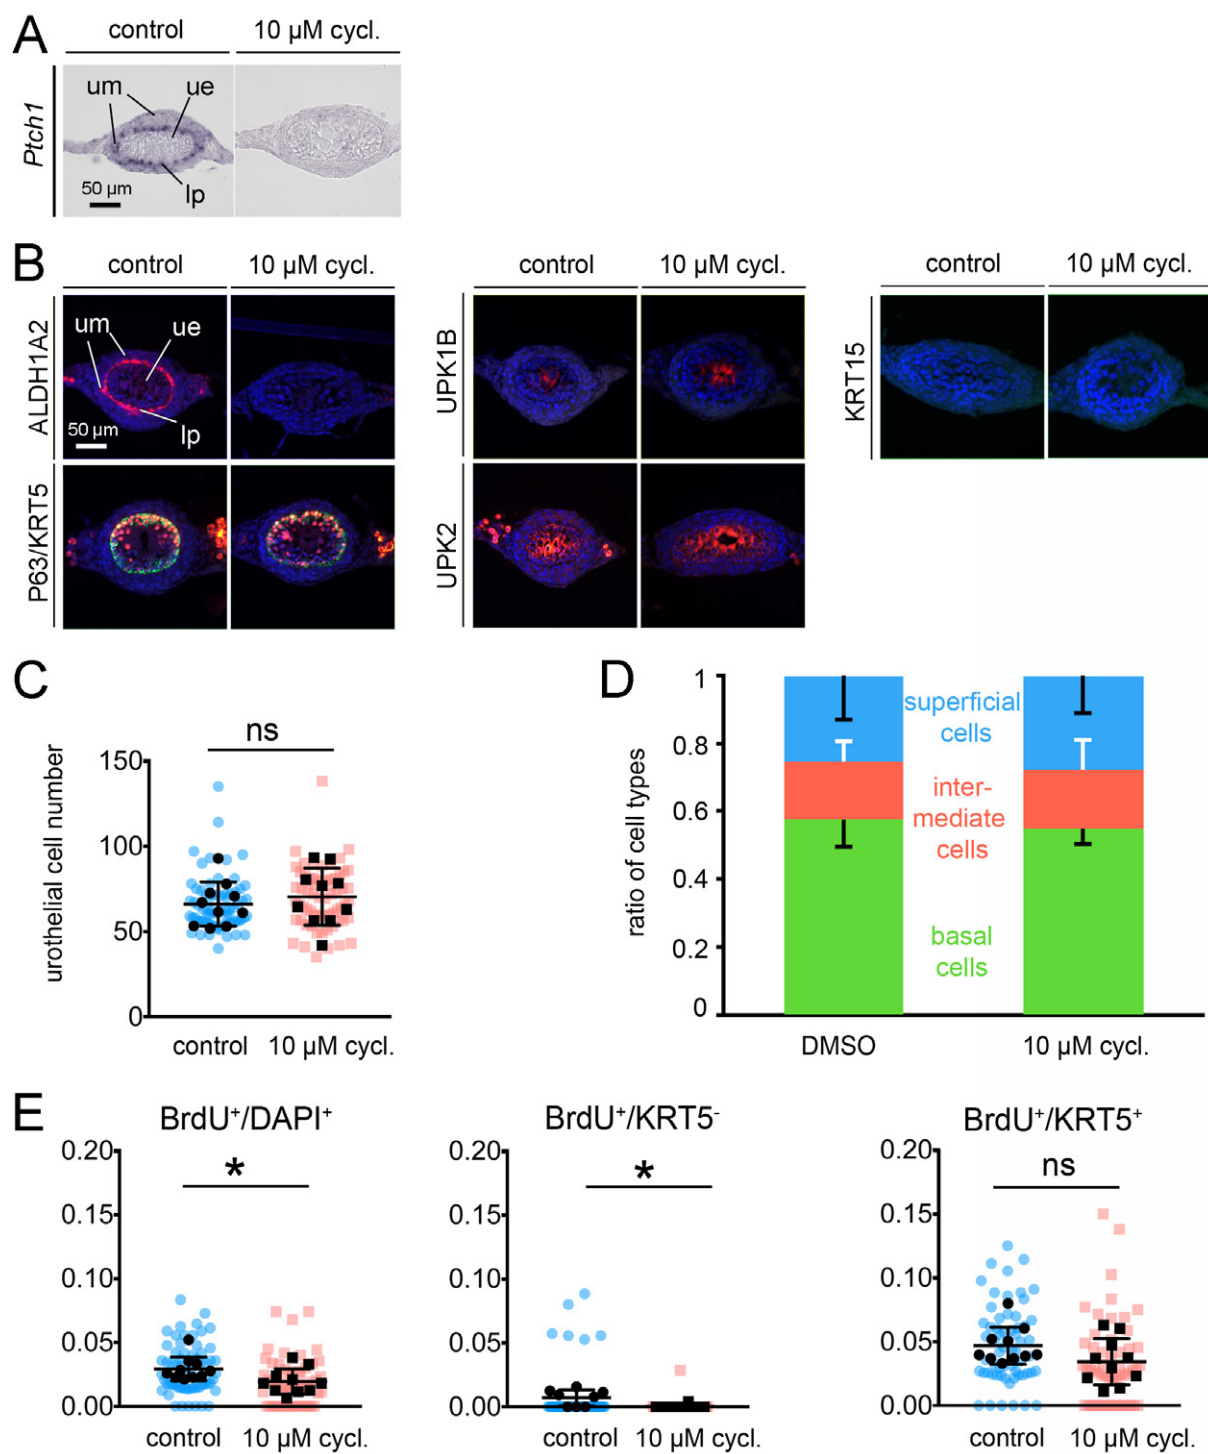

**Fig. S13. Inhibition of SHH signaling in E18.5 ureter explant cultures does not affect urothelial development.** (A) RNA *in situ* hybridization analysis on sections of proximal wildtype ureters explanted at E18.5 and cultured for 6 days in the absence or presence of 10  $\mu$ M cyclopamine (cycl.) for expression of the target gene of SHH signaling, *Ptch1*. (B) Immunofluorescence analysis on sections of proximal wildtype ureters explanted at E18.5 and cultured for 6 days both in the absence and presence of 10  $\mu$ M cyclopamine (cycl.) for markers of the lamina propria (ALDH1A2), B cells and I cells (P63), S cells (UPK1B, UPK2), and a regenerative response (KRT15). (C-E) Quantification of the overall urothelial cell number (C), of the ratio of luminal, intermediate and basal cells based on the immunofluorescence analysis for markers of B cells (KRT5), B cells and I cells (P63) and luminal cells (unstained) (D), and of proliferation by the BrdU assay in all urothelial cells (BrdU<sup>+</sup>/DAPI<sup>+</sup>), in non-basal/luminal cells (BrdU<sup>+</sup>/KRT5<sup>-</sup>) and in basal cells (BrdU<sup>+</sup>/KRT5<sup>+</sup>) (E). Values are displayed as mean $\pm$ sd. Two-tailed Student's t-test with Welch's correction. ns, non-significant; \* $P$ <0.05. Individual sections are presented as color-coded data points (blue dots for controls, red squares for 10  $\mu$ M cyclopamine). For source data and statistics see Table S14.

**Table S1.** Genotype frequencies of animals derived from the breeding of *Pax2-cre/+;PParg<sup>fl/+</sup>* males and *Pparg<sup>fl/fl</sup>* females follows a Mendelian ratio.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S2.** Quantification of the circumference of the tubular lumen in control and *Pparg-cKO* ureters at E18.5, P7 and P40.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S3.** Quantification of the size of cells in the luminal cell layer in control and *Pparg-cKO* ureters at E18.5, P7 and P40.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S4.** Statistics on the peristaltic activity of explants of P0 control and *Pparg-cKO* ureters cultured for 6 days.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S5.** Cell proliferation analysis in the urothelium of control and *Pparg-cKO* ureters at E18.5 and P7.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S6.** Genes with increased expression in microarrays of *Pparg*-cKO ureters at E16.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S7.** Genes with decreased expression in microarrays of *Pparg*-cKO ureters at E16.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S8.** Genes with increased expression in microarrays of *Pparg*-cKO ureters at E18.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S9.** Genes with decreased expression in microarrays of *Pparg*-cKO ureters at E18.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S10.** Overlap of genes with increased expression in *Pparg*-cKO ureters at E16.5 and E18.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S11.** Overlap of genes with decreased expression in *Pparg-cKO* ureters at E16.5 and E18.5.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S12.** Functional annotations of genes with increased expression in microarrays of both E16.5 and E18.5 *Pparg-cKO* ureters.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S13.** Functional annotations of genes with decreased expression in microarrays of both E16.5 and E18.5 *Pparg-cKO* ureters.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S14.** Inhibition of SHH signaling in E18.5+6d ureter explant cultures does not affect urothelial development.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S15.** Restoration of SHH signaling partially rescues urothelial defects in explant cultures of E18.5+6d *Pparg-cKO* ureters.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

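Tables S16, S17, S20 and S21 give, for each gene, the scaled intensities of the male and the female pools and the fold changes made from them. The fold changes of the genes named here were recomputed from the deposited signals of the probe whose intensities match the table's. All 60 recomputed log2 fold changes lay within 0.176 of the tables' values. The intensities at the floor of 15 in these tables are not measured levels, so that a fold change against them depends on the floor.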

**Table S16.** Genes with increased expression in microarrays of P0 *Pparg*-cKO ureters cultured for 8 days.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S17.** Genes with decreased expression in microarrays of P0 *Pparg*-cKO ureters cultured for 8 days.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S18.** Functional annotations of genes with increased expression in microarrays of P0 *Pparg*-cKO ureters cultured for 8 days.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S19.** Functional annotations of genes with increased expression in microarrays of P0 *Pparg*-cKO ureters cultured for 8 days.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S20.** Genes with increased expression in microarrays of P0 *Pparg*-cKO ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S21.** Genes with decreased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S22.** Functional annotations of genes with increased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S23.** Functional annotations of genes with decreased expression in microarrays of P0 *Pparg-cKO* ureters cultured for 8 days that show responsiveness to purmorphamine treatment.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S24.** RT-qPCR analysis of gene expression.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S25.** List of primers used in this study.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

**Table S26.** List of primary and secondary antibodies used in this study.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204324#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

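RNA from sex-sorted pools of control and *Pparg-cKO* ureters, explanted at P0 and cultured for 8 days with DMSO or 2 µM purmorphamine, was measured on 4 two-color arrays. Each array held the DMSO and the purmorphamine pool of one genotype and one sex. The 4 groups had 2 pools each, male for replicate 1 and female for replicate 2, and the dyes were exchanged between the replicates. Pools of the same treatment and replicate number share sex and dye but come from different animals of each genotype.

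Per the file headers, the mean intensity and the local background intensity of each spot and dye were read by the scanner software without normalization, and the processed intensity had its background subtracted and its dye bias removed within the array by the same software, with surrogate values for spots at background. As deposited, the log10 ratio of each spot is red over green of the processed signals, made by the scanner software, and it was used only to check the direction of the dyes. As deposited, the score in the table of the series is a signed fold change of purmorphamine over DMSO with 1 value per probe, negative for a decrease, whose normalization and scale are not stated. Its log2 had a Pearson's r of 0.995 to 0.998 with the scaled and floored log2 ratio of the rule below.

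Each array carried 157716 spots that were not controls, with 4 spots per probe and 29924 gene names. Of the gene names, 5525 equal an accession or a probe ID. RefSeq accessions were found for 28328 probes, of which 1359 carried a symbol other than the file's, and the file's names were used. Between 66.3% and 70.5% of the spots were well above background per channel, the median background was 21 to 22 for AlexaFluor555 and 65 to 76 for AlexaFluor647, and 0 spots were saturated. The standard deviation between the 2 pools of a group, which have the smallest possible number of replicates, limits the precision of all values.

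The rule of the methods was applied to the processed signals. Spots marked as outliers in a channel were left out of it, the remaining spots of a probe were averaged geometrically, each channel was scaled to a 75th percentile of 1500 and values under 15 were set to 15. A gene was changed if any of its probes had an intensity above 100 in the brighter channel of both pairs and a fold change of at least 1.5 in the same direction in both, and none of its probes passed in the other direction. A gene was rescued if a probe that made it changed between the genotypes also changed at least 1.5-fold in the opposite direction with purmorphamine on both *Pparg-cKO* arrays, with no intensity threshold on the purmorphamine pairs. This reading of a rescued gene was settled after several readings had been seen beside the paper's numbers. The percentile, the floor and the target were checked against the intensities in Tables S16, S17, S20 and S21.

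Because the rule carries no test, limma (3.58.1, in R 4.3.3 with data.table 1.17.8) was applied to the mean intensities after normexp background correction with an offset of 50 and loess normalization within arrays, with spots of a probe averaged. The genotypes were compared by the separate-channel fit after Aquantile normalization between arrays, with an intraspot correlation of 0.072 estimated on 4000 probes. Purmorphamine was compared with DMSO by the log ratio within each array, with a coefficient per genotype, and the difference of these coefficients was tested for the interaction. All groups shared an estimate of the spread. Probes well above background in both pools of at least 1 group were tested, which left 27066 probes, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05. The brightest probe stood for each of 20231 genes. Lists of genes were tested with camera and its preset correlation and with fry. Where a gene was not well above background in a group, its fold change is given as a bound against the lowest level measured above background.

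The methods were tested on simulated data with the spread of these arrays, in which 200 probes per comparison were changed (400 for purmorphamine in *Pparg-cKO*). Of the probes given a log2 change of 1, limma found 79% between the genotypes, 76.2% and 60% for purmorphamine in *Pparg-cKO* and control ureters and 0% for the interaction, with 9 of 167, 20 of 325, 11 of 131 and 0 of 0 calls false. At a log2 change of 2 it found 98.5%, 98.25%, 96% and 92.5%. The rule of the methods found 77.5% at a log2 change of 1, and 170 of its 325 calls were false. At a log2 change of 2, 170 of its 367 calls were false. The share of false calls depends on the 200 probes that were changed, and the data themselves gave 399 and 450 genes by the rule. It is therefore not the share of false calls in the data. Further simulations without an effect of purmorphamine, 100 in number, gave the counts of rescued genes and the correlations that the shared pools produce by chance.

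The genes named in the text are *Pparg*, *Prm1*, *Shh* and targets of SHH signaling, *Aldh1a2*, the genes that the paper names for the P0 cultures, the first 5 genes of each list of Fig. 7B, C, E and F, the 5 genes with the largest change each way among those past the threshold and changed alike in both replicates of a comparison, *Xist* and 4 genes of the Y chromosome, and members of marker lists. Not all genes chosen in this way are reported. The lists were podocyte, proximal tubule, thick ascending limb, collecting duct, cornified epidermis, intestinal epithelium, epididymis and vas deferens, adipocyte, smooth muscle, skeletal muscle, leukocyte, pan-urothelial and cell cycle genes, to which spermatid, ionocyte and tuft cell genes were added after values had been seen. The 2 Tables S10 and S11 gave lists of genes from other samples.

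The comparisons, the rule for named genes and the alternatives were chosen before the data were examined, except where the text says otherwise. Alternatives were other intensity and fold thresholds, no floor, only the brightest probe of a gene, normexp values under the rule, processed signals with and without loess, no filter on dim probes, quantile normalization, a replicate block, a dye term, both together, the separate-channel fit for purmorphamine, the series matrix values, a minimum fold change of 1.5 and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The enrichment of terms was not repeated because the files carry no functional annotation. The arrays of E16.5 and E18.5 ureters, the ChIP data and the RT-qPCR were not analysed here.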

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

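The test of leukocyte genes and the correlations between the genotypes in this part were chosen after the results had been seen. A signal appeared in array data for which the paper gives no gene lists, the effect of purmorphamine in control ureters. Limma with Benjamini-Hochberg adjustment called 57 genes raised and 186 lowered of 20231 tested, and 374 and 567 in *Pparg-cKO* ureters. Of the 57 and 186 genes, 55 and 161 were also called in *Pparg-cKO*. The interaction of genotype and purmorphamine was called for 0 genes, with 319 and 350 at an unadjusted p under 0.05, and for 39 without *Pparg-cKO* replicate 1, so that the larger counts in *Pparg-cKO* do not show a larger effect. Without either control replicate limma called 0 genes in control, with 1835 raised and 1811 lowered at an unadjusted p under 0.05 without control replicate 1 and 2165 and 1905 without control replicate 2. Without either *Pparg-cKO* replicate it called 205 and 377, because the estimate of the spread then rests on other arrays.

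The design argues against an effect of dye or sex, since both were exchanged between the 2 arrays of a genotype, and the effect in *Pparg-cKO* of one replicate number had a Pearson's r of 0.56 and 0.65 with the effect in control of the other, which share neither pools, sex nor dyes. A part of it may be fewer leukocytes in purmorphamine cultures, which the treatment may itself have caused. The leukocyte list had a median log2 fold change of -0.41 in *Pparg-cKO* and -0.45 in control ureters, and 5 of its 6 genes fell on both arrays of each genotype. Limma called 0 of the 6, with 5 and 4 lower at an unadjusted p under 0.05, and all 6 were well above background in control ureters with DMSO.

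A response to the agonist of SHH signaling is a biological explanation, since purmorphamine is the treatment that separates the channels of an array. *Ptch1* was raised by 1.00 in control (adjusted p = 0.046 from limma, higher on 2 of 2 arrays, and not called without either control replicate). The paper reports by RT-qPCR that purmorphamine raised S cell genes in control ureters too. A change in the cells of the cultures stays open. The smooth muscle list rose by a median of 0.81 (0.60 and 0.98) in *Pparg-cKO* and 0.75 (0.88 and 0.49) in control ureters, and the cell cycle list had -0.89 (-0.67 and -1.18) and -0.74 (-0.88 and -0.56), with the male and the female array in parentheses. These medians were not tested for their cause.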

How the results depend on the processing

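The alternative readings of a rescued gene in this part were chosen after the data had been seen. The cause of the changes below was not tested, unless it is stated.

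Under the rule of the methods, no result moved by more than 1.5 times with intensity thresholds of 50 or 200, normexp values, only the brightest probe of a gene or, for the effects of purmorphamine, the series matrix values. Leaving out the floor changed none of the 8 counts. With a fold threshold of 2, which asks for larger changes, the genes higher and lower in *Pparg-cKO* dropped to 190 and 215, the rescued genes to 44 and 33, the genes raised and lowered by purmorphamine to 194 and 276 in *Pparg-cKO* and 96 and 204 in control ureters. With 1 replicate left out, a gene needs to change in a single pair, and the counts were 1261 to 1423 and 971 to 1111 between the genotypes, 176 to 783 and 132 to 511 for rescued genes, 843 to 1452 and 1044 to 1558 for purmorphamine in *Pparg-cKO* and 1155 to 1399 and 1234 to 1321 in control. Other readings of a rescued gene gave 132 and 89 genes with the intensity threshold also on the purmorphamine pairs, 135 and 96 when any probe of the gene could pass, and 134 and 89 with both.

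The limma counts between the genotypes stayed within 1.5 times of 386 and 358 with processed signals, with and without loess, without the filter, with quantile normalization and with a minimum fold change of 1.5. They were 182 and 127 with a replicate block, 85 and 65 with a dye term and 249 and 212 with both, where the intraspot correlation turned from 0.07 to -0.69, 0.82 and 0.25. Replicate numbers mark the sex of the pools and the orientation of the dyes, not animals, and the deviations of replicate 2 from 1 had a Pearson's r of -0.149 between control and *Pparg-cKO* pools with DMSO and of 0.47 between those with purmorphamine, so that they shared a deviation with purmorphamine and not with DMSO. The block was an alternative only and is not used for the values in the text. With 1 array left out the counts were 28 to 261 and 12 to 154.

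For purmorphamine in *Pparg-cKO*, limma called 216 and 325 genes raised and lowered with processed signals and 244 and 316 without loess. Without the filter it called 123 and 168, with 29924 genes in the adjustment in place of 20231. The separate-channel fit called 591 raised, and the series matrix values gave 0 and 0, with 2226 and 2115 at an unadjusted p under 0.05. In control the counts were 17 and 71 with processed signals, 19 and 61 without loess, 0 and 0 without the filter (2474 and 2406 unadjusted), 100 raised in the separate-channel fit and 0 and 0 with the series matrix values (2014 and 1742 unadjusted). The replicate block and the minimum fold change moved neither count by more than 1.5 times. With 1 array left out the counts were 45 to 394 and 114 to 635 in *Pparg-cKO* and 0 to 205 and 0 to 377 in control. The interaction was called for 0 genes under all alternatives that keep all arrays and for 0 to 39 with 1 array left out. Where an array is left out, a group has 1 pool, which is assumed to vary like the other groups.

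All 4 results for the lists of Tables S10 and S11 kept their direction and their side of the threshold of camera in the alternatives run for them, which were processed signals with and without loess, no filter on dim probes, a replicate block and leaving out each array. With 1 array left out the medians were -1.50 to -1.34 and 1.58 to 1.78 for the decreased and increased genes between the genotypes, and 0.45 to 0.75 and 0.30 to 0.43 for the decreased genes with purmorphamine in *Pparg-cKO* and control. For the Krt genes these ranges were -0.06 to 0.19 between the genotypes, -0.50 to -0.13 with purmorphamine in *Pparg-cKO* and -0.22 to -0.16 in control, for the Sprr genes -0.04 to 1.43, -1.98 to -0.74 and -0.55 to -0.13, and for the Upk genes -1.48 to -1.08, 1.34 to 1.53 and 0.67 to 0.76. Under processed signals, with and without loess, and without the filter, the ranges in the same order were 0.06 to 0.18, -0.45 to -0.07 and -0.17 to -0.06 for the Krt genes, 0.88 to 1.09, -2.02 to -1.26 and -0.54 to -0.14 for the Sprr genes and -1.35 to -1.31, 1.44 to 1.49 and 0.67 to 0.68 for the Upk genes. Without the filter the medians of the Krt genes with purmorphamine were -0.073 in *Pparg-cKO* and -0.056 in control, where 52 genes entered in place of 35. The correlation between the genotype effect and the purmorphamine effect in *Pparg-cKO* was -0.36 to -0.35 with processed signals, with and without loess, and without the filter, and -0.53 to -0.12 with 1 array left out.

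The named genes gave 174 comparisons, 76 of them past the threshold. Under alternatives that keep all arrays, 927 of 1102 values kept their direction and side of the threshold, 157 were no longer past it, 14 passed it only then, 4 moved without a call and 0 reversed. With 1 array left out these numbers were 527 of 696, 97, 45, 27 and 0. Of the 76, 11 were past the threshold under all alternatives that keep all arrays. These alternatives include the series matrix values, which gave 0 calls with purmorphamine in either genotype. The 11 can therefore hold only comparisons between the genotypes. A block for slide or scan was not run, because all arrays shared one slide and scan. Signal over background limits the genes tested, since 27066 probes exceeded it in both pools of at least 1 group.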

Differences from the paper's values

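Among the values compared, none differed from the paper's by the criterion used here, more than 1.5 times and beyond the spread. The rule of the methods gave 399 and 450 genes, the numbers that the paper states. It gave 132 and 95 rescued genes where the paper states 130 and 91, with 128 and 90 shared. This reading was settled after several readings had been seen beside the paper's numbers, and the reading with the intensity threshold also on the purmorphamine pairs, likewise chosen after seeing the values, gave 132 and 89. The genes above the threshold and not changed were 14574 here and about 12000 in Fig. 7A, read by eye, and those under the threshold 14501 and about 17000.

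For genes that the paper states as changed, limma with Benjamini-Hochberg adjustment gave other calls in these cases. The paper names *Krt6b*, *Krt16* and *Krt17* as decreased by purmorphamine. All 3 fell on both arrays and met the rule, and limma did not call them. Without *Pparg-cKO* replicate 1, an alternative set before the data were examined, they had -3.35, -3.33 and -3.06. These are the falls in the female pools alone, for which that fit takes the spread from the control arrays. With a replicate block limma called *Krt6b* at -2.39 (adjusted p = 0.041). *Sprr2d*, *Sprr2h* and *Lor*, at the head of the increased genes, were not called between the genotypes while all arrays were kept. They had 8.35, 6.96 and 6.79 without *Pparg-cKO* replicate 1, where *Pparg-cKO* rests on the female pool. *Sprr2h* had 1.67 without *Pparg-cKO* replicate 2. Nor were *Krt6b* and *Krt16* called higher in *Pparg-cKO* while all arrays were kept, and without *Pparg-cKO* replicate 1 they had 4.22 and 6.19. *Tmem27* of Fig. 7E was not called in either comparison while all arrays were kept. It had 3.77 between the genotypes without control replicate 1, and -3.28 with purmorphamine in *Pparg-cKO* without either control replicate. For *Sprr2d* and *Tmem27* the female control pool was not well above background, so that their fitted values between the genotypes are no measured folds.

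The paper counts *Rab27b* and Upk genes among the S cell genes with decreased expression. *Rab27b* was not called between the genotypes, except with a replicate block and dye term together at -1.23 (adjusted p = 0.046), nor was *Upk2*, except with processed signals without loess at -0.84 (adjusted p = 0.038). The paper reports by RT-qPCR that the changes of *Krt14* and *Krt15* held. On the arrays *Krt14* was called neither with purmorphamine in *Pparg-cKO* nor between the genotypes while all arrays were kept. Without *Pparg-cKO* replicate 1, which leaves the female *Pparg-cKO* pools, the values were -1.55 and 1.83. *Grhl3*, whose change the paper reports by RT-qPCR, had -0.68 between the genotypes, and no alternative called it. *Krt15* changed by -0.40 in the male and 1.12 in the female pair between the genotypes.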

Other observations

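The limma calls and the interaction test over all genes, the test of the sex of the pools and the correlation between the genotype and purmorphamine effects were planned, and the lists other than spermatid, ionocyte and tuft genes were written before their values were seen. The tests of the rescued genes and those of cornified, kidney and fat tissue, germ cells, the transgene, tuft cells and ionocytes as explanations were chosen after the results had been seen.

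The sex of the pools was tested against a wrong label. In 0 of 8 channels did *Xist* go against the label, and 4 genes of the Y chromosome were bright in all channels of male pools and dim in those of female pools.

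Over all 20231 genes the genotype effect and the purmorphamine effect in *Pparg-cKO* had a Pearson's r of -0.32. Both use the *Pparg-cKO* DMSO pools. In 100 simulated data sets with a genotype effect and no purmorphamine effect, chance in these channels gave -0.21 on average, and -0.26 to -0.16. With neither effect it gave -0.50 on average, and -0.55 to -0.44. The observed r lies between these ranges, so that the simulations do not set it apart from chance. Set against each other across replicates, which share no channel, r was -0.0464 for the genotype effect of replicate 1 and -0.27 for that of replicate 2. A true opposition and the shared channels cannot be told apart over all genes, because the 2 values across replicates differ, and r was -0.12 without *Pparg-cKO* replicate 2. Among the 744 genes called between the genotypes, which were chosen from both replicates, the values across replicates were -0.56 and -0.54. The genotype effect had r of -0.03 with the purmorphamine effect in control. There, shared control channels gave 0.21 in simulated data with a genotype effect and 0.50 with neither effect.

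The tables argue against chance in the shared *Pparg-cKO* DMSO channels as the whole explanation of the rescued genes. Their numbers of 132 and 95 compare with 30.6 and 21.4 in simulated data without an effect of purmorphamine, and in control ureters, where chance in the control DMSO channels works the other way, the rescued genes above the intensity threshold had a median log2 fold change with purmorphamine of -0.63 and 0.66. Part of the rescue may be a purmorphamine response present in control ureters too, since 49 of 63 fell and 89 of 95 rose on both control arrays. In *Pparg-cKO* ureters, on whose arrays the genes had been selected, the medians of the same genes were -1.02 and 1.19, and limma called the interaction for 0 genes, with 319 and 350 at an unadjusted p under 0.05.

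Cornification genes were far higher in one *Pparg-cKO* DMSO pool. The cornified epidermis list had a median log2 fold change of 3.24 (3.16 with genes not above background in control at their bound), with 0.050 in the male and 5.71 in the female pair. Cornified tissue in the female *Pparg-cKO* DMSO pool alone, or a difference of the sexes, may be the source. Of the list's 10 genes tested, 5 were higher in both pairs and 1 was lower in both, so that the male median near 0 covers genes that go both ways. Limma called 1 of the 10, 7 members were well above background in control ureters and 4 were in the list of genes higher by the rule. Cornified tissue in the female pool alone does not cover *Krt4*, *Krt75*, *Krt78* and *Dsc1*, the last a member of the list. These genes were chosen after their values were seen. In the male pair the first 3 had log2 fold changes of at least 1.36, and in the female pair of at most 1.88. *Dsc1*, not well above background in control pools, was at least 11.8-fold higher in the male and 31.4-fold in the female pair.

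Some kidney genes were higher in *Pparg-cKO* ureters and fell with purmorphamine. The medians of the kidney lists between the genotypes were 0.57 for podocyte, 1.68 (1.48 at the bound) for thick ascending limb, -0.00083 for collecting duct and -0.12 for proximal tubule genes, with 0.15 and -0.26 in the male and -0.06 and 0.15 in the female pair for the last 2. Limma called 3 of 7, 3 of 3, 1 of 5 and 0 of 6 genes higher, the last with 1 higher and 1 lower at an unadjusted p under 0.05. Kidney tissue in the *Pparg-cKO* DMSO pools and expression in the ureter cannot be told apart, since the proximal tubule genes are dim and go both ways. *Podxl* had 1.41 and *Slc14a2* 2.16. The list of genes higher by the rule held 3, 1, 1 and 0 members of these lists, and 6, 0, 3 and 2 were well above background in control ureters. A biological change stays open, as untested.

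All 8 adipocyte genes tested were lower in both pairs, with a median of -1.53 and a range of -2.21 to -0.83. Less fat tissue on the *Pparg-cKO* ureters may explain the lower lipid droplet genes. All 8 are also well above background in control ureters, which fat tissue there would give as well. The paper places the recombination by *Pax2-cre* in epithelia of the ureter and kidney. It found *Fabp4*, a member of the list, in fat tissue around the ureter and not in the urothelium. A direct effect of the loss of PPARG in the urothelium is therefore not expected for *Fabp4*. For the other genes such an effect is not excluded. Limma called 0 of the 8, with 3 lower at an unadjusted p under 0.05, and 7 were in the list of the rule. With purmorphamine the median in *Pparg-cKO* was -2.58 on the male and 0.48 on the female array, so that the amount of fat tissue may vary between pools. *Sptssb* and *Hsd17b2*, which are not in the adipocyte list, fell by 2.70 and 2.37 on the log2 scale.

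*Prm1* was at least 50.6-fold higher in *Pparg-cKO* ureters and not well above background in control pools with DMSO. Against germ cell RNA of males as its source, the log2 intensity of *Prm1* was at least 10.70 in both female *Pparg-cKO* pools, where the genes of the Y chromosome were dim, and 12.24 and 11.81 in the male pools. *Prm2* was not well above background in pools of either genotype with DMSO, and the 2 spermatid genes tested, both dim, had a median log2 fold change of -0.06, so that these genes decide nothing. Transcripts of the cre transgene that carry *Prm1* sequence stay open, because the sequence of the transgene is not in the files.

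*Gnat3* and *Gng13* had some of the lowest p in *Pparg-cKO*. The tuft list had a median of 1.15, and without these 2 genes 5 of 7 other tuft genes were higher in both pairs, with a median of 0.64. More tuft cells in *Pparg-cKO* cultures may account for them. Limma called 6 of the 9, and 5 of the 9 are in the list made by the rule. *Foxi1* and *Hepacam2* were also among the lowest p. The ionocyte list had a median of 0.46 (0.32 at the bound), and its 4 other genes had 0.122, so that more ionocytes in *Pparg-cKO* cultures and a change of single genes cannot be told apart with so few members.

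The remaining lists are given as values, with the male and the female pair or array in parentheses. Between the genotypes the median log2 fold change was -0.01 (0.09 and -0.11) for intestinal epithelium genes, 1.06 (0.42 and 1.54) for epididymis and vas deferens genes (1.02 at the bound), with *Eddm3b* at 3.13, *Spink8* at 3.12 and *Crisp1* not above background in control, 0.00 (0.35 and -0.37) for smooth muscle, -0.04 (0.16 and -0.22) for skeletal muscle, 0.01 (-0.04 and -0.06) for pan-urothelial, 0.50 (0.09 and 0.87) for cell cycle and 0.01 (-0.16 and 0.17) for leukocyte genes. The pairs went opposite ways for the intestinal epithelium, both muscle and the leukocyte lists, whose medians near 0 therefore do not show that these genes stayed the same. With purmorphamine the skeletal muscle list had 0.60 (0.18 and 1.02) in *Pparg-cKO* and 0.57 (0.46 and 0.68) in control ureters, and the pan-urothelial list -0.26 (-0.10 and -0.41) and -0.08 (-0.09 and -0.11).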
